# Suppression of angiopoietin-like 4 reprograms endothelial cell metabolism and inhibits angiogenesis

**DOI:** 10.1038/s41467-023-43900-0

**Published:** 2023-12-12

**Authors:** Balkrishna Chaube, Kathryn M. Citrin, Mahnaz Sahraei, Abhishek K. Singh, Diego Saenz de Urturi, Wen Ding, Richard W. Pierce, Raaisa Raaisa, Rebecca Cardone, Richard Kibbey, Carlos Fernández-Hernando, Yajaira Suárez

**Keywords:** Fatty acids, Tumour angiogenesis

## Abstract

Angiopoietin-like 4 (ANGPTL4) is known to regulate various cellular and systemic functions. However, its cell-specific role in endothelial cells (ECs) function and metabolic homeostasis remains to be elucidated. Here, using endothelial-specific *Angptl4* knock-out mice (*Angptl4*^*iΔEC*^), and transcriptomics and metabolic flux analysis, we demonstrate that ANGPTL4 is required for maintaining EC metabolic function vital for vascular permeability and angiogenesis. Knockdown of ANGPTL4 in ECs promotes lipase-mediated lipoprotein lipolysis, which results in increased fatty acid (FA) uptake and oxidation. This is also paralleled by a decrease in proper glucose utilization for angiogenic activation of ECs. Mice with endothelial-specific deletion of *Angptl4* showed decreased pathological neovascularization with stable vessel structures characterized by increased pericyte coverage and reduced permeability. Together, our study denotes the role of endothelial-ANGPTL4 in regulating cellular metabolism and angiogenic functions of EC.

## Abstract (web summary)

Chaube *et al*. show that ANGPTL4 is an important player for endothelial cell metabolic function, impacting vascular permeability and angiogenesis. Knocking down ANGPTL4 increases fatty acid utilization but impairs glucose use, reducing neovascularization

## Introduction

Angiopoietin-like 4 (ANGPTL4) is a family member of eight proteins from related gene products that are structurally similar to the angiopoietins^1^. ANGPTL4 participates in an array of biological functions, including the regulation of lipid and glucose metabolism, wound healing, hematopoietic stem cell expansion, and angiogenesis^2,3^. Accordingly, ANGPTL4 has been implicated in many pathological disorders, including cardiometabolic diseases such as diabetes and atherosclerosis^4,5^. ANGPTL4 was discovered simultaneously by three different screenings: a screen of novel PPAR gamma targets, a screen for novel fasting-induced factors from liver, and a PCR screen to identify novel angiopoietin-related proteins^1,6,7^. Since its discovery, an ample body of literature supports that ANGPTL4 governs fatty acid (FA) delivery to cells by inhibiting lipoprotein lipase (LPL) activity^3,8,9^. Overexpression of *Angptl4* in mice leads to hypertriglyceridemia, whereas deficiency lowered circulating lipids and reduced risk of coronary artery disease in humans^2,10,11^. In line with these findings, most of the lipid regulating effects can be attributed primarily to ANGPTL4 inhibition of LPL and hepatic lipase (HL) from adipose tissues and liver, respectively, where it is highly expressed^12–16^. ANGPTL4 is also expressed in the vascular endothelium^17^ where it has been reported to regulate many a priori non-metabolic functions^2^. Indeed, given its similarity in structure with angiopoietins, ANGPTL4 attracted attention as a potential angiogenic and vascular permeability factor, especially given its control of a multitude of endothelial cell (EC) functions including vascular inflammation, nitric oxide production, angiogenesis, and vascular permeability^18–22^.

During angiogenesis, ECs lose their quiescence, decrease barrier function, proliferate, degrade extracellular matrix, change their adhesive properties, migrate, form tube-like structures and eventually mature into new blood vessels^23^. Angiogenesis is a complex process involving many molecular and cellular events that require temporal and spatial orchestration by a finely tuned balance between stimulatory and inhibitory signals whose transduction pathways lead specific programs of gene expression to assure an adequate angiogenic response which has recently been shown to be driven by a metabolic switch^24,25^. For instance, hypoxia promotes vessel growth by upregulating multiple pro-angiogenic pathways and reinforcing EC glycolytic metabolism. Interestingly, EC expression of ANGPTL4 is induced by hypoxia, and initially described to induce a strong pro-angiogenic response^1,17,26^. However, contradictory results have been reported regarding its contribution to angiogenesis and vascular integrity^18,19,21,27–32^. The apparent discrepancies seem to derive from the use of different experimental approaches (i.e., the use of in vitro systems with different forms of ANGPTL4), and the use of global knockout animal models to address the effect on the endothelium. In addition, most of these studies only considered the paracrine actions of ANGPTL4 on ECs and neglected the potential of a specific lipase-dependent autocrine role of endothelial ANGPTL4.

ECs play a critical role in the homeostasis of systemic lipid metabolism via facilitating the lipoprotein lipase (LPL) dependent hydrolysis of triglyceride (TG)-rich lipoprotein particles and the transport of FA to parenchymal tissues^33,34^. Following TG hydrolysis, FAs are taken up by ECs via different FA transporters^35–37^. Several factors regulate FA uptake and transport in ECs; however, little is known about how lipid uptake and metabolism are controlled in EC. Importantly, how alterations in lipid metabolism impact EC functions needs further investigation. ANGPTL4 plays a vital role in lipid metabolism as an inhibitor of LPL; however, whether it affects cellular bioenergetics and FA metabolism in ECs is unknown. Indeed, the role of EC-derived ANGPTL4 in regulating endothelial lipase (EL) activity remains to be explored in the context of regulating the angiogenic function of ECs. To address these questions, we used inducible endothelial-specific KO mice for *Angptl4* (*Angptl4*^*iΔEC*^) and in vitro *ANGPTL4* knockdown approaches. Using transcriptomics and steady-state metabolic flux analysis, we uncovered distinct metabolic phenotypes in ECs lacking ANGPTL4, characterized by elevated FA uptake and utilization favoring FA oxidation. Here, we show that ANGPTL4 is necessary for maintaining the metabolic homeostasis required for EC proliferation and migration. Conditional loss of *Angptl4* in ECs in vivo diminishes pathological angiogenesis by decreasing EC proliferation which is associated with lipase-mediated alterations in FA metabolism. Overall, we conclude that endothelial-ANGPTL4 participates in the regulation of EC angiogenic functions and vascular stability in a cell-autonomous manner.

## Results

### *ANGPTL4* KD promotes an anti-angiogenic program

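RNA sequencing data from human umbilical vein endothelial cells (HUVECs), primary cells isolated from the vein of the umbilical cord, were re-analyzed from the gene counts the authors deposited. Cells were transfected for 6 h with a non-silencing control siRNA (NS) or with an siRNA against *ANGPTL4* (*siANGPTL4*) and were harvested 60 h after transfection (n = 3 biological replicates per condition). The authors aligned paired-end reads to GRCh38 (hg38) with STAR and counted them on Ensembl genes in Partek Flow, and no normalization was applied to the deposited counts. Of these values, 44.3% are not whole numbers, as in estimated counts, and all were rounded before testing. The paper's text does not state whether the strand of the reads was used in the counting, so values of genes that overlap a neighbor on the other strand may include its reads. Total counts per library ranged from 24918018 to 38283127 in NS cells (median 26678919) and from 25627564 to 31873279 in *siANGPTL4* cells (median 27314019). The smallest level that this depth can show, set at 3 counts, was between 0.0842 and 0.128 CPM (counts scaled to library size), a limit that covers counting error only. Genes with more than 50 counts in at least 3 samples were tested, as in the paper's methods, which left 13578 of the 25478 genes listed. Library sizes were normalized with edgeR's TMM method and groups were compared with its quasi-likelihood test. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p-value below 0.05 and a log2 fold change beyond 0.5 in either direction. *ANGPTL4* (ENSG00000167772) lies on chromosome 19 of GRCh38 from 8363289 to 8374370 on the plus strand. Its expression was 38.7 ± 2.57 CPM (SD, n = 3) in NS cells and 8.43 ± 1.24 CPM (SD, n = 3) in *siANGPTL4* cells. The log2 fold change was −2.20 (standard error 0.08, adjusted p = 6.3e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).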

To understand the role of ANGPTL4 in ECs, we performed a gene expression profile analysis on human umbilical vein ECs (HUVECs) upon *ANGPTL4* knockdown (KD) using an siRNA approach (*siANGPTL4*). As expected, *siANGPTL4* efficiently reduced mRNA (Fig. 1a) and protein levels of intracellular or secreted ANGPTL4 (Fig. 1b, left and right panels) when compared to non-silencing control (NS) conditions. Multidimensional scaling (MDS) plot showed that NS and *siANGPTL4* conditions clustered into two distinct groups (Fig. 1c, left panel), indicating distinct gene expression patterns with >5000 differentially expressed (DE) genes of which 2625 were upregulated and 2586 downregulated (FDR < 0.05, Log_2_ Fold Change ≥1.5) (Fig. 1c, right panel). 

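In an MDS plot of the 6 untreated libraries made from the 500 most variable genes, the first dimension held 92.2% of the variance. On it, the 3 NS libraries lay between −1.57 and −1.42 and the 3 *siANGPTL4* libraries between 1.47 and 1.54. edgeR called 4982 genes DE, of which 2548 were higher and 2434 lower in *siANGPTL4* cells, and 10464 genes had an unadjusted p-value below 0.05. The *siANGPTL4* and NS values did not overlap in 10479 of the tested genes, where chance gives 10%. The biological coefficient of variation between replicates was 3.8%. The tests set changes against this spread, and the paper's text does not say whether the replicates came from different donors. NS and *siANGPTL4* libraries share replicate numbers, but residuals of libraries with the same number had a mean correlation across genes of −0.05, against 0.02 for libraries with different numbers. With the replicate number as a replicate block in the fit, 4981 genes were called, 2548 higher and 2433 lower. At the log2 fold change threshold of 1.5 given in the paper's results, 497 genes were higher and 379 lower, and without a fold change threshold 10246 genes were called. The gene with the largest fall among those with no overlap between groups was *DEPP1* (ENSG00000165507), which went from 113 ± 5.78 CPM (SD, n = 3) in NS cells to 1.18 ± 0.178 CPM (SD, n = 3). From the 2 clusters in the plot and the number of DE genes, the paper reasons that NS and *siANGPTL4* cells have distinct gene expression patterns.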

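Of the ANGPTL family, *ANGPTL2* and *ANGPTL4* passed the count filter in untreated cells. *ANGPTL2* (ENSG00000136859, chromosome 9 from 127087348 to 127122635, minus strand) was at 27.7 ± 1.33 CPM in NS cells and 9.73 ± 0.221 CPM in *siANGPTL4* cells (SD, n = 3 each). Its log2 fold change was −1.51 (standard error 0.07, adjusted p = 2.28e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which exceeds the spread between replicates. *ANGPTL1* had 2 to 11 estimated counts in the NS libraries and 35 to 42 in the *siANGPTL4* libraries, too few to be tested. *ANGPTL5*, *ANGPTL6* and *ANGPTL8* had at most 7 counts in any untreated library.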

*ANGPTL4* KD did not alter the mRNA levels of the ANGPTL family members expressed or not in human ECs (Supplementary Fig. 1a). Gene Ontology (GO) term enrichment and KEGG pathway analysis of DE genes identified gene signatures involved in lipid metabolism (e.g., lipid transport, cellular responses to lipids and FAs), as well as FoxO and Hippo signaling pathways, were upregulated, whereas signatures implicated in glycolysis and angiogenesis (e.g., cell adhesion, cell migration, and growth factor signaling) were downregulated (Fig. 1d). 

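The GO and KEGG enrichments of Fig. 1d were not recomputed, because their annotations were not at hand. In their place, sets of genes listed by hand were tested on edgeR's statistics with limma's cameraPR at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over all 121 tests of sets and comparisons. For the genes drawn in the heatmaps of the paper, directions were counted without a test, since those genes were chosen for their change. On simulated data, 3.5% of random sets of 20 genes reached a p-value below 0.05 with cameraPR. The simulated genes varied independently, so this share does not show the error rate for sets of genes that vary together. The median log2 fold change of all tested genes in *siANGPTL4* against NS cells was 0.01.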

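Among the 34 tested genes labelled in the angiogenesis heatmap (Fig. 1e), 32 were called lower and 0 higher in *siANGPTL4* cells, with a median log2 fold change of −1.09. The 11 tested genes of the cell adhesion heatmap (Fig. 1f) had a median of −1.32, with 10 called lower. The 19 tested genes of the cell migration heatmap (Fig. 1g) were all called lower, with a median of −1.28. *HMOX1* (ENSG00000100292, chromosome 22 from 35380361 to 35394207, plus strand), one of the genes of Fig. 1e, fell from 6268 ± 116 CPM in NS cells to 649 ± 53.6 CPM in *siANGPTL4* cells (SD, n = 3 each). For *HMOX1*, the log2 fold change was −3.27 (standard error 0.05, adjusted p = 2.41e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).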

Representative heatmaps are depicted in Fig. 1e-g. Interestingly, genes involved in endothelial pro-angiogenic responses (e.g., *KDR, FGFR1, ANG*) were significantly downregulated upon depletion. 

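*KDR* (ENSG00000128052), which lies on chromosome 4 of GRCh38 from 55078481 to 55125595 on the minus strand, was at 935 ± 31.2 CPM (SD, n = 3) in NS cells and at 436 ± 4.76 CPM (SD, n = 3) in *siANGPTL4* cells. The log2 fold change of *KDR* was −1.10 (standard error 0.03, adjusted p = 2.39e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FGFR1* (ENSG00000077782, chromosome 8 from 38400215 to 38468834, minus strand) was at 173 ± 6.93 CPM in NS cells and 68.1 ± 3.83 CPM in *siANGPTL4* cells (SD, n = 3 each), a log2 fold change of −1.35 (standard error 0.04, adjusted p = 3.88e-17 from the same edgeR test). *LETM2*, on the plus strand, overlaps *FGFR1*. Mean counts of overlapping genes were taken over the 12 libraries of the CoCl_2_ experiment described below. They were 153.6 for *LETM2* and 3876 for *FGFR1*. *ANG* (ENSG00000214274, chromosome 14 from 20684177 to 20698971, plus strand) had 2.27 ± 0.562 CPM in NS cells and 0.898 ± 0.163 CPM in *siANGPTL4* cells (SD, n = 3 each). The 3 *siANGPTL4* libraries were below the 3 NS libraries for *ANG*, but the gene did not pass the count filter and was not tested. *RNASE4* overlaps *ANG* on the same strand. Its mean count in the CoCl_2_ experiment, not in untreated cells, was 280.1 against 100.8 for *ANG*. Reads of shared exons cannot be assigned to either gene from the counts.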

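In untreated cells, 24 genes for glycolytic enzymes and glucose or lactate transporters had a median log2 fold change of −0.99 in *siANGPTL4* against NS cells. Of these, 20 were lower, and 17 were called lower and 1 higher (adjusted p = 8.33e-08, cameraPR on edgeR's statistics). The 32 HIF target genes outside glycolysis had a median of −0.73, with 25 lower and 7 higher, and 22 called lower and 4 higher (adjusted p = 1.22e-05, cameraPR on edgeR's statistics). With the replicate block, which stands for pairing by replicate number, the adjusted p-values from cameraPR were 1.07e-07 for glycolysis and 1.24e-05 for the HIF targets. *LDHA* (ENSG00000134333, chromosome 11 from 18394560 to 18408425, plus strand) was at 2004 ± 18.1 CPM in NS cells and 753 ± 40.3 CPM in *siANGPTL4* cells (SD, n = 3 each). For *LDHA*, the log2 fold change was −1.41 (standard error 0.04, adjusted p = 1.99e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SLC2A1* (ENSG00000117394, chromosome 1 from 42925375 to 42958868, minus strand) went from 247 ± 11.5 CPM to 71.6 ± 1.74 CPM (SD, n = 3 each), a log2 fold change of −1.79 (standard error 0.04, adjusted p = 8.41e-20 from the same edgeR test). The log2 fold change was −0.86 for *PFKP* (standard error 0.03, adjusted p = 1.6e-15 from edgeR) and −0.58 for *HK2* (standard error 0.04, adjusted p = 2.67e-11 from edgeR).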

In line with this, we also noted that *ANGPTL4* KD in normoxic conditions significantly transcriptionally downregulated the hypoxia-inducible factor alpha (HIF-1α) signaling pathway and glycolysis (Fig. 1d), which are implicated in angiogenesis^38^. Conversely, gene signatures associated with FoxO, Hippo, and lipid/FA metabolic pathways -described features associated with quiescent ECs^39–42^- were upregulated in ECs upon *siANGPTL4* (Fig. 1d). 

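The 27 tested genes of FA activation and β-oxidation had a median log2 fold change of 0.06 in *siANGPTL4* against NS cells without further treatment, with 14 higher and 13 lower. Of these, 4 were called higher and 5 lower (adjusted p = 0.837, cameraPR on edgeR's statistics), so a shift of the set was not detected. *HADHA* and *HADHB* of this set overlap each other on opposite strands. The 22 genes of cholesterol synthesis had a median of 0.46, with 18 higher and 9 called higher (adjusted p = 0.00256, cameraPR on edgeR's statistics). Among these, *ACAT2* overlaps *TCP1* on the other strand. Over the libraries of the CoCl_2_ experiment, *ACAT2* had a mean count of 254.8 and *TCP1* one of 10280. For the Hippo pathway, targets of YAP and TAZ were tested, the co-activators that the paper describes as lowered. The 23 target genes had a median of 0.53, with 16 higher and 7 lower, and 13 called higher and 2 lower (adjusted p = 0.00289, cameraPR on edgeR's statistics). This rise is opposite to what less YAP and TAZ activity would give. With the replicate block, the adjusted p-value from cameraPR was 0.00306 for the YAP and TAZ targets and 0.00209 for cholesterol synthesis.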

Subsequently, we evaluated whether basic angiogenic functions, namely proliferation, migration, and morphogenesis (cord formation) were altered. *ANGPTL4* KD reduced cell proliferation, quantified by cell counting and EdU incorporation (Fig. 1h; Supplementary Fig. 1b). However, cell viability, assessed as CCK8 and Annexin V/PI staining (Supplementary Fig. 1c, d), and senescence, determined by β-Galactosidase staining (Supplementary Fig. 1e), were not affected. si*ANGPTL4* diminished both basal and vascular endothelial growth factor A (VEGFA)-induced EC migration (Fig. 1i). We also found decreased cell adhesion to different matrix proteins (Fig. 1j; Supplementary Fig. 1f). Reduced adhesion to fibronectin and gelatin was also accompanied by decreased surface expression of integrins, especially αvβ3 (Supplementary Fig. 1g), which is involved in pro-angiogenic signaling^43^. *ANGPTL4* KD also significantly impaired cord formation under basal and growth factor-stimulated conditions (Fig. 1k). These effects on angiogenesis were in line with the significant downregulation of the mRNA (Fig. 1e) and protein levels of *KDR* and accompanied with a reduction in VEGFA-mediated activation/phosphorylation of extracellular signal-regulated protein kinase (ERK)1/2 (Supplementary Fig. 1h). The angiogenic effects were further confirmed by a three-dimensional assay where ECs proliferate, migrate and sprout through a fibrin matrix^44^. *siANGPTL4* significantly decreased the number of branches and sprouts as well as their length when compared to NS control (Supplementary Fig. 1i). These data indicate that EC ANGPTL4 positively regulates angiogenic functions.

**Fig. 1:**
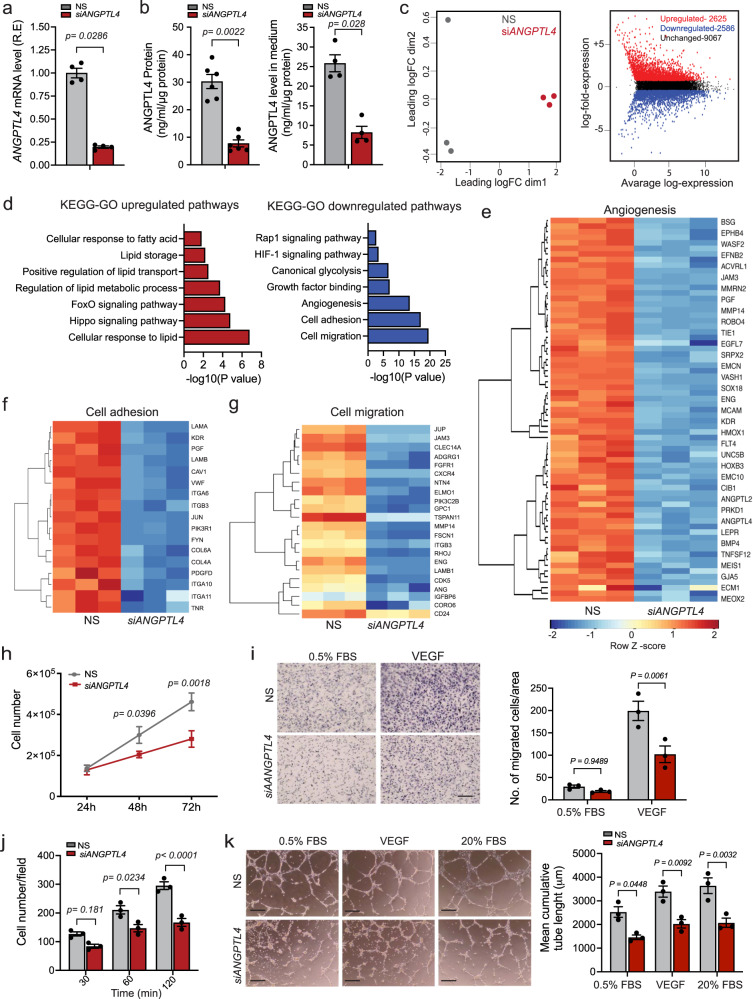
Endothelial ANGPTL4 regulates EC Angiogenic Functions. HUVECs were transfected for 6 h with siRNA against *ANGPTL4* or NS control, cells and/or media were harvested 60 h post-transfection unless otherwise indicated. **a** qRT-PCR analysis showing the expression of *ANGPTL4* (*n* = 4 independent experiments). **b** ELISA analysis of intracellular (left panel) and secreted (right panel) levels of ANGPTL4. (**a**, left panel, *n* = 6 and right panel *n* = 4 independent experiments). **c**–**g**, RNAseq analysis (*n* = 3 biological replicates). **c** MDS plot shows distinct clustering of the NS and *siANGPTL4* samples (left panel). MD plot (right panel) showing the log-fold change and average abundance of each gene. Significantly altered genes (Fold change >1.5) of upregulated (2625 genes) and downregulated genes (2586) in *ANGPTL4* silenced HUVECs. **d** KEGG-GO pathway analysis of differentially upregulated (red bars) and downregulated (blue bars) genes in si*ANGPTL4* vs NS (significance for DGE was determined with Limma’s decideTests). **e**–**g** Heatmaps of transcript levels of angiogenesis, cell adhesion, and cell migration pathway genes. Color key: red-high correlation; blue- low correlation. **h** Proliferation, alive cells were counted at the indicated time points post transfection (*n* = 3 independent experiments performed in duplicate)**. i** 60 h post-transfection, migration in basal (0.5%) FBS or in response to VEGF tested by Transwell cell Migration assay. Representative micrographs of migrated cells (left panel). Right panel, quantitation of number of cells migrated per area. **j**, Cell adhesion on gelatin-coated glass plates at the indicated time points, with cells harvested 60 h post-transfection. **k**, Matrigel cord formation assay. Cells were counted and seeded on a Growth Factor Reduced Matrigel in the presence of 0.5% FBS (basal; left panels), 0.5% FBS + VEGF (VEGF stimulated; middle panels) and 20% FBS (serum-stimulated; right panels). Cumulative sprout length of capillary-like structures measured by light microscopy after 8 h. Representative micrographs and quantification of cumulative tube lengths are shown. (**i**–**k**, *n* = 3 independent experiments). Scale bars, 75μm (**i**), 50μm (**k**). Data are represented as means ± SEM. Mann–Whitney U test in (**a** and **b**), **a**nd Two-way ANOVA with Tukey’s multiple comparisons test in (**h**–**k**). Exact *p* values are shown for each comparison. Source data are provided as a Source data file.

### *Angptl4* deletion diminishes pathological angiogenesis

ANGPTL4 has been described to have both pro- or anti-angiogenic functions. To determine the impact of the inactivation of endothelial *Angptl4* on angiogenesis, we generated an inducible EC-specific *Angptl4* knockout mouse (*Angptl4*^*iΔEC*^). We first determined the role of ANGPTL4 in neonatal physiological retinal angiogenesis in *Angptl4*^*iΔEC*^ or respective control *Angptl4*^*flox/flox*^ mice (hereafter referred to as WT mice). While previous work showed decreased retinal angiogenesis when *Angptl4* was deleted in a global manner^32^, we did not find any gross effect on radial outgrowth or endothelial coverage at different time points of retinal development (Supplementary Fig. 2). Thus, we wondered whether endothelial ANGPTL4 could instead play a role in adult and pathological angiogenesis. Tamoxifen-mediated Cre activation significantly reduced *Angptl4* mRNA in adult ECs (Supplementary Fig. 3a) without affecting the expression of other ANGPTL family members expressed or not in mouse ECs (Supplementary Fig. 3b). We used the VEGFA-containing Matrigel plug angiogenesis assay. Plugs from *Angptl4*^*iΔEC*^ mice macroscopically appeared avascular when compared to those from WT mice and exhibited diminished hemoglobin content (Supplementary Fig. 3c and d respectively), indicating inadequate neovascularization when compared to the WT plugs. Microscopic analysis confirmed a clear reduction of EC-containing vessel structures, as determined by isolectin B4 staining (Supplementary Fig. 3e), further supporting an underdeveloped endothelial network in plugs from *Angptl4*^*iΔEC*^ mice. We then used Lewis lung carcinoma (LLC) and melanoma B16F10 isograft tumor models to study tumor-induced pathological angiogenesis and tumor progression^45,46^. We observed that *Angptl4*^*iΔEC*^ mice developed smaller tumors compared to WT (Fig. 2a; Supplementary Fig. 4a). This effect was accompanied by a reduction in CD31^+^ vessel-like structures (as seen in cross-sections; Fig. 2b; Supplementary Fig. 4b) and an overall decrease in EdU^+^ ERG^+^ ECs as well as Ki-67^+^ CD31^+^ ECs (Fig. 2c, upper and lower panels, respectively), indicating diminished intratumor endothelial proliferation. Since increased vascular permeability is associated with tumor angiogenesis, tumor growth, and metastasis, and reports regarding the role of ANGPTL4 on vascular permeability are contradictory^2^, we intravenously injected FITC-dextran of varying molecular weights or Evans Blue (EB) into tumor-bearing mice. Fluorescent imaging of both forms of FITC-dextran showed a lower diffusion in *Angptl4*^*iΔEC*^ tumors (Fig. 2d and Supplementary Fig. 4c). Spectrophotometric measurement of extravasated EB showed significantly lower levels of EB in tumors from *Angptl4*^*iΔEC*^ (Supplementary Fig. 4d). Accordingly, tumor vessels showed reduced intra-tumoral hemorrhage as indicated by the decreased extravascular Ter119^+^ (red blood cell marker) area (Supplementary Fig. 4e). Mural/pericyte coverage was then assessed by immunofluorescence staining with alpha-smooth muscle actin (αSMA) and chondroitin sulfate proteoglycan (NG2^+^) antibodies. As shown in Fig. 2e and Supplementary Fig. 4f, CD31^+^ tumor vessels from *Angptl4*^*iΔEC*^ have significantly increased αSMA coverage with a modest alteration of pericyte coverage. Thus, increased barrier function of tumor vessels in *Angptl4*^*iΔEC*^ mice was accompanied with enhanced vessel maturation and integrity, which are regulated by EC-pericyte/mural interactions. These results suggest that endothelial ANGPTL4 might facilitate tumor intravasation and metastasis, as described previously^31^. Since tumor cells also secrete ANGPTL4, and tumor-derived ANGPTL4 has been reported to exhibit both pro- and anti-tumor angiogenic properties^47^, we aimed to more specifically investigate the role of endothelial ANGPTL4 in tumor-induced angiogenesis. Thus, we generated LLC cells deficient for *Angptl4*, referred as LLC^*Angptl4-KD*^, using a short hairpin approach (Supplementary Fig. 5a) and, we implanted them into WT and *Angptl4*^*iΔEC*^ mice. Importantly, the KD of *Angptl4* in these cells did not affect their proliferative response (Supplementary Fig. 5b). Briefly, when LLC^*Angptl4-KD*^ cells were implanted into WT or *Angptl4*^*iΔEC*^ mice, the latter, again, developed smaller tumors (Supplementary Fig. 5c), which was accompanied with a reduction in CD31^+^ vessel-like structures (Supplementary Fig. 5d). These results were comparable to those obtained when LLC expressing *Angptl4* were implanted in WT or *Angptl4*^*iΔEC*^ mice (Fig. 2a and b), and suggest a cell-autonomous role of endothelial ANGPTL4 in regulating tumor-induced angiogenesis, since in the absence of cancer cell-derived ANGPTL4, *Angptl4*^*iΔEC*^ mice still developed smaller tumors compared to WT mice.

**Fig. 2:**
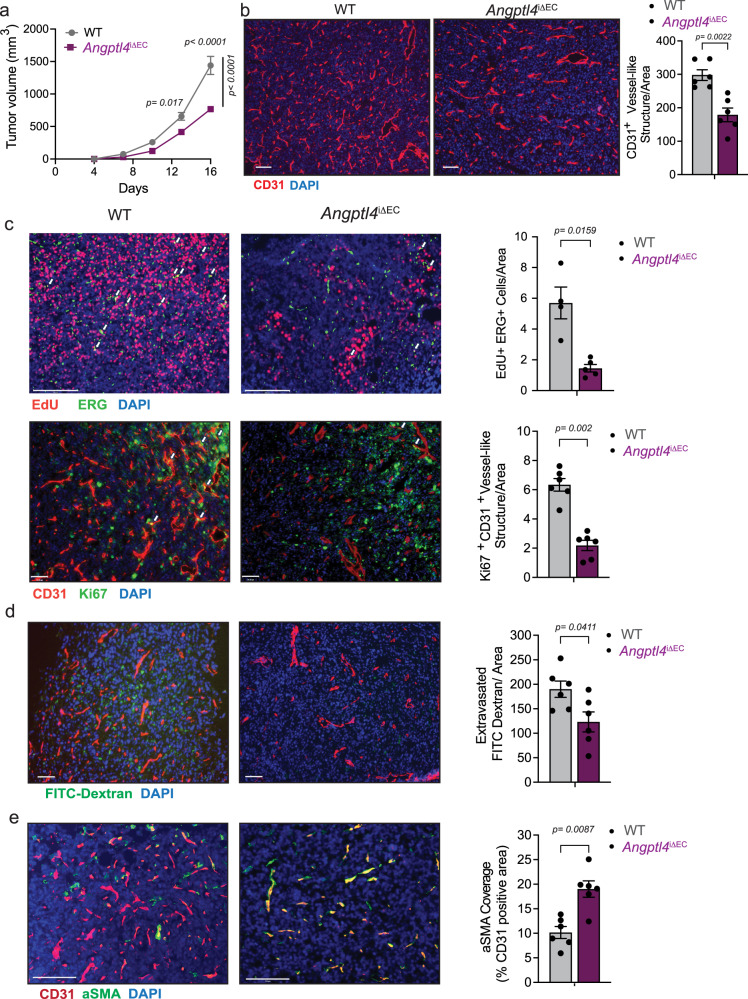
EC-specific deletion of *Angptl4* reduces adult pathological angiogenesis in vivo. **a**–**e** Tumor analysis of WT (*n* = 6) and *Angptl4*^iΔEC^ (*n* = 9) mice with s.c. injection of LLCs in the dorsal flank. **a** LLC isograft progression (tumor volume) in WT and *Angptl4*^iΔEC^ mice. **b** Left, representative micrographs of CD31 (red) and DAPI (blue) immunostaining. Right, quantification of CD31^+^ vessel-like structures. **c** Upper left, representative micrographs of immunofluorescence staining for EdU (red), and ERG (green), DAPI (blue). Proliferating (EdU and ERG double-positive) ECs are shown in yellow (arrow). Upper right, quantification of EdU and ERG double-positive cells (*n* = 4 for each genotype). Lower left, representative micrographs Ki67 (green) and CD31 (red) and DAPI immunostaining. Lower right, quantification of Ki67 and CD31 double positive cells shown in yellow (arrow) (*n* = 6 for each genotype), **d** Left, representative images of FITC-Dextran (70 kDa) (green), CD31 (red) and DAPI immunostaining. Right, quantification of extravasated FITC-Dextran. **e** Left, representative micrographs of αSMA (green), CD31 (red) immunostaining. Right, quantification of αSMA covered CD31^+^ vessel-like structures. Right panels (**b**–**e**) quantification of at least 4 different images from each mouse, (*n* = 6 quantified per genotype out of 6 or 9 randomly selected, except for **c** (*n* = 4 or 5 per genotype were used). Scale bars, 70μm (**b,** **d**, and **c** lower panel), 125μm (**e**), 200μm (**c** upper panel). Data are represented as means ± SEM. Two-way ANOVA with Tukey’s multiple comparisons test in (**a**) and Mann–Whitney U test in (**b**–**e**). Exact *p* values are shown for each comparison. Source data are provided as a Source data file.

### *ANGPTL4* KD alters endothelial metabolism

ECs activated by angiogenic stimuli undergo significant metabolic rewiring, most notably an increase in glycolysis^24^. As described above, *siANGPTL4* altered the metabolic transcriptional profile, particularly the downregulation of glycolysis and upregulation of lipid metabolism (Fig. 1d). Interestingly, despite normoxic culture conditions, *ANGPTL4* KD altered the hypoxia response gene signature (Fig. 1d). Hypoxia-induced transcriptional changes are associated with induced glycolysis and angiogenic responses^38^. Since *ANGPTL4* expression is induced by hypoxia^20,26,48^, we wondered whether this induction helps to maintain a pro-angiogenic glycolytic phenotype, since its absence diminished angiogenesis and decreased the expression of glycolytic enzymes. Thus, we performed RNA-seq analysis in HUVECs upon silencing *ANGPTL4* treated with or without the hypoxia mimetic agent (CoCl_2_) to pathophysiologically induce ANGPTL4 levels. 

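In this experiment, HUVECs transfected with NS or *siANGPTL4* as in the untreated cells received 100 μM CoCl_2_, which stabilizes HIF-1α and so mimics hypoxia, or PBS as vehicle for the last 24 h before harvest (n = 3 for each of the 4 conditions). The deposited estimated counts of the 12 libraries come from one table, of which 43.5% of the values are not whole numbers. Total counts ranged from 26696584 to 35450881 (median 29699050) for NS with PBS and from 24198550 to 26727985 (median 26249395) for *siANGPTL4* with PBS. With CoCl_2_ they ranged from 18556820 to 32966244 (median 30884556) for NS and from 26438538 to 33828562 (median 30660623) for *siANGPTL4*. At 3 counts, the smallest detectable level was between 0.0871 and 0.166 CPM. The 4 conditions were fitted together with the filter, normalization, test and thresholds used for untreated cells, on 14146 of 25477 genes. The interaction of siRNA and treatment, which is the difference between the CoCl_2_ responses of *siANGPTL4* and NS cells, was tested in the same fit. Replicates had a biological coefficient of variation of 6.48%. Libraries with the same replicate number had a mean residual correlation of −0.00 across genes, as had libraries with different numbers (0.00).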

Analysis of the most variable genes in response to CoCl_2_ stimulation in NS conditions confirmed upregulation of hypoxia-regulated genes (e.g., *LDHA, SLC2A1, EDN1, HK2*, among others), as well as *ANGPTL4* (Supplementary Fig. 6a). 

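Against PBS, CoCl_2_ changed 6384 genes in NS cells, 2831 higher and 3553 lower, by edgeR's quasi-likelihood test, and the CoCl_2_ and PBS libraries did not overlap in 10654 genes (10% by chance). The replicate block gave 6376 genes for this paired view of the libraries. The threshold at a log2 fold change of 1.5 moved the count most among the alternatives, to 1302 genes. *SLC2A1* rose from 169.6 ± 17.8 CPM to 433 ± 17 CPM (SD, n = 3 each), a log2 fold change of 1.35 (standard error 0.06, adjusted p = 1.78e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HK2* (ENSG00000159399, chromosome 2 from 74834127 to 74893359, plus strand) rose from 78.8 ± 3.18 CPM to 246 ± 4.2 CPM (SD, n = 3 each), a log2 fold change of 1.64 (standard error 0.06, adjusted p = 2.86e-15, same edgeR test). *LDHA* was at 2199.8 ± 154 CPM with PBS and 2469 ± 28 CPM with CoCl_2_ (SD, n = 3 each), a log2 fold change of 0.17 (standard error 0.06, adjusted p = 0.011, same edgeR test), below the fold change threshold. *EDN1* (ENSG00000078401, chromosome 6 from 12290361 to 12297194, plus strand) went from 449.6 ± 15.8 CPM with PBS to 304 ± 9.05 CPM with CoCl_2_ (SD, n = 3 each), a log2 fold change of −0.57 (standard error 0.05, adjusted p = 1.46e-09, same edgeR test). The log2 fold change of *ANGPTL4* was 2.51 (standard error 0.08, adjusted p = 7.8e-16, same edgeR test) and that of *EGLN3* 2.34 (standard error 0.11, adjusted p = 3.01e-13, same edgeR test). The 32 HIF target genes outside glycolysis had a median log2 fold change of 0.73, with 27 higher and 22 called higher (adjusted p = 1.03e-07, cameraPR on edgeR's statistics). The glycolysis genes had a median of 0.53, with 21 of 24 higher (adjusted p = 1.94e-05, cameraPR on edgeR's statistics).

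**Figure D1:**
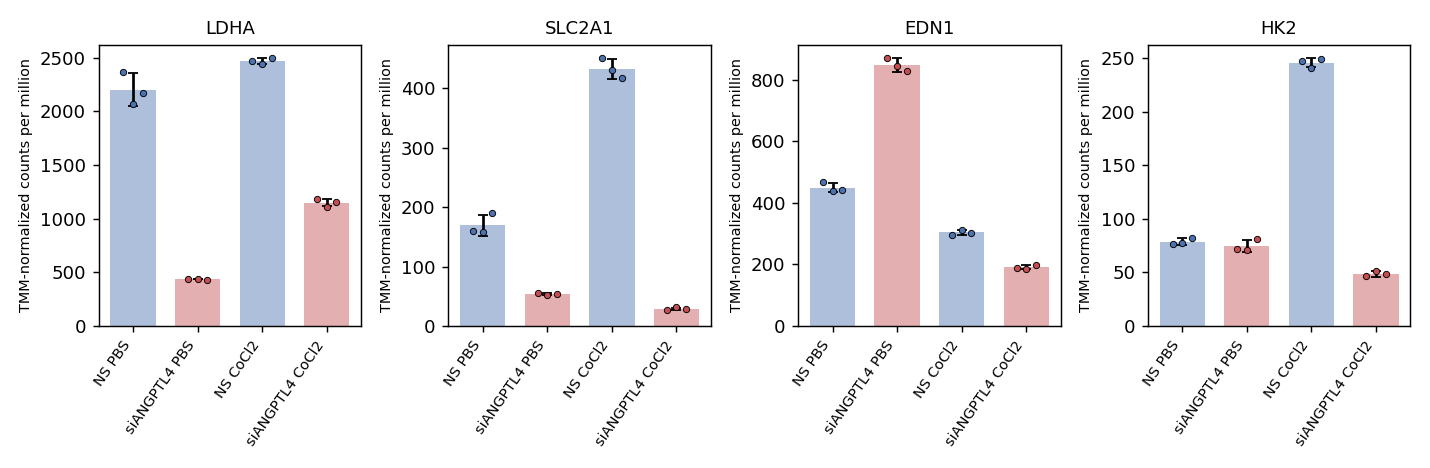
TMM-normalized CPM (vertical axes) of *LDHA*, *SLC2A1*, *EDN1* and *HK2* in NS and *siANGPTL4* cells with PBS or CoCl_2_. Bars are means, error bars SD and points the 3 libraries per condition; in NS cells, *HK2* is at 78.8 CPM with PBS and 246 CPM with CoCl_2_, and *EDN1* at 449.6 and 304 CPM.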

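In *siANGPTL4* against NS cells, 6043 genes were called DE with PBS, 3229 higher and 2814 lower, and 7980 with CoCl_2_, 4059 higher and 3921 lower. Of these, 2231 genes were called in the same direction with PBS and with CoCl_2_, 1223 higher and 1008 lower. They were 36.9% of the genes called with PBS and 28% of those called with CoCl_2_, and another 1489 genes were called in opposite directions. Of the genes called with PBS, 2006 higher and 1806 lower were not called in that direction with CoCl_2_, and of those called with CoCl_2_, 2836 higher and 2913 lower were not called in that direction with PBS. With the replicate block for same-numbered pairs, the shared genes numbered 1225 higher and 1011 lower. A log2 fold change threshold of 1.5 gave a shared count of 203 higher and 138 lower, and no fold change threshold one of 4515. Over the genes called in untreated cells and tested here (4914 genes), the log2 fold changes with CoCl_2_ had a slope of 0.31 on those with PBS (SD 0.021 over replicate numbers, n = 3), and 65.8% of these genes kept their sign. This slope is across genes, which are not independent replicates.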

We also found that upon silencing *ANGPTL4*, a set of genes (1056 upregulated and 868 downregulated; FDR < 0.05, Log_2_ Fold Change ≥1.5) were altered independently of CoCl_2_ stimulation (Fig. 3a), suggesting that they were specifically regulated by ANGPTL4 in ECs. KEGG-GO pathway analysis of these genes revealed downregulation of gene signatures of glycolysis, pentose phosphate pathway, NAD metabolism, amino acid biosynthesis, and HIF1 signaling pathway (Fig. 3b), while FA metabolism and mitochondrial pathways were upregulated (Fig. 3b). These results suggest that ANGPTL4 regulates metabolic transcriptional programs in ECs linked to angiogenic responses. 

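With PBS, the glycolysis genes had a median log2 fold change of −1.17 in *siANGPTL4* against NS cells (adjusted p = 1.56e-07, cameraPR on edgeR's statistics), and with CoCl_2_ it was −1.23 (adjusted p = 1.19e-06, same test). For the HIF targets outside glycolysis, the median was −0.54 with PBS (adjusted p = 0.000207, cameraPR on edgeR's statistics) and −1.95 with CoCl_2_ (adjusted p = 9.29e-13, same test), where 30 of 32 were called lower. The 11 genes of the pentose phosphate pathway had medians of −0.59 with PBS (adjusted p = 0.175, cameraPR on edgeR's statistics) and 0.42 with CoCl_2_ (adjusted p = 0.094, same test), neither of which passed the test. The FA oxidation genes had a median of −0.08 with PBS (adjusted p = 0.402, cameraPR on edgeR's statistics). With CoCl_2_ their median was 0.29 over 30 genes, with 24 higher, 12 called higher and 1 lower (adjusted p = 0.0153, cameraPR on edgeR's statistics). This FA oxidation result no longer passed with DESeq2 (median 0.27, adjusted p = 0.0683) or at an inter-gene correlation of 0.05 (adjusted p = 0.101, cameraPR). The 24 TCA cycle genes had medians of −0.05 with PBS (adjusted p = 0.755, cameraPR on edgeR's statistics) and 0.83 with CoCl_2_ (adjusted p = 0.000242, same test), with 20 higher and 16 called higher. Of the TCA cycle genes, *DLD* had a mean count of 2010 and overlaps *LAMB1* on the other strand, which had 27270.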

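With PBS, the genes labelled in Fig. 1e–g were lower in *siANGPTL4* cells, by a median log2 fold change of −1.18 for 35 angiogenesis genes, −1.58 for 13 cell adhesion genes and −1.33 for 22 cell migration genes, and each of these genes was called lower by edgeR. With CoCl_2_, the medians were −0.03 for the angiogenesis genes, with 13 called lower and 6 higher, and −0.89 for the cell adhesion genes, with 8 called lower and 3 higher. The cell migration genes had a median of 0.03 with CoCl_2_, with 6 called lower and 2 higher. The interaction of siRNA and CoCl_2_ had a median of 1.11 over the angiogenesis genes.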

A more detailed analysis of the above pathways showed that silencing *ANGPTL4* prevented the hypoxia-mediated regulation of metabolic gene expression (Fig. 3c). 

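In *siANGPTL4* cells, CoCl_2_ changed 7737 genes against PBS, 3715 higher and 4022 lower, by edgeR's quasi-likelihood test. Of the 6384 genes that CoCl_2_ changed in NS cells, 2042 were called in the same direction in *siANGPTL4* cells and 1831 in the opposite direction. For 4127 of them (64.6%), the interaction of siRNA and CoCl_2_ was called against the response of NS cells. The interaction was called for 8739 genes in all, 4511 positive and 4228 negative, and with the replicate block, which treats same-numbered libraries as paired, for 8716. *SLC2A1* in *siANGPTL4* cells was at 53.2 ± 1.72 CPM with PBS and 28.9 ± 1.79 CPM with CoCl_2_ (SD, n = 3 each), a log2 fold change of −0.88 (standard error 0.07, adjusted p = 4.2e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its interaction was −2.23 on the log2 scale (standard error 0.09, adjusted p = 2.75e-14, same edgeR test). *HK2* was at 74.8 ± 5.86 CPM and 48.6 ± 2.48 CPM (SD, n = 3 each), with an interaction of −2.26 (standard error 0.08, adjusted p = 3.7e-15, same edgeR test). *LDHA* rose from 437 ± 4.02 CPM to 1150.1 ± 35.4 CPM (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.06, adjusted p = 1.11e-14, same edgeR test), with an interaction of 1.23 (standard error 0.08, adjusted p = 1.88e-11, same edgeR test). *EDN1* fell from 848 ± 21.6 CPM to 191 ± 6.5 CPM (SD, n = 3 each), with an interaction of −1.58 (standard error 0.07, adjusted p = 3.07e-14, same edgeR test). Of the genes labelled in Fig. 3c, the 16 glycolysis genes had a median log2 fold change with CoCl_2_ of 0.45 in NS cells, with 8 called higher, and 0.70 in *siANGPTL4* cells, with 12 called higher. The 19 hypoxia response genes had medians of 0.64 in NS cells, with 11 called higher, and 0.37 in *siANGPTL4* cells, with 8 called higher and 6 lower. The 15 FA oxidation and lipid metabolism genes had medians of −0.79 in NS cells, with 12 called lower, and 0.07 in *siANGPTL4* cells, with 5 called higher and 2 lower. Over the tested set of HIF targets, the interaction had a median of −1.41, with 28 of 32 genes negative (adjusted p = 3.77e-07, cameraPR on edgeR's statistics), and over the tested set of glycolysis genes 0.08 (adjusted p = 0.902, same test). From the heatmap of these genes, the paper concludes that silencing *ANGPTL4* prevented the regulation of metabolic genes by hypoxia.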

Transcriptional changes of commonly regulated metabolic genes are summarized diagrammatically (Fig. 3d).

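Of the genes drawn as decreased in Fig. 3d, 21 were tested, and their median log2 fold change in *siANGPTL4* against NS cells was −1.05 with PBS, with 18 called lower, and −0.84 with CoCl_2_, with 13 called lower and 2 higher. The 11 genes drawn as increased had medians of 0.58 with PBS, with 6 called higher, and 1.01 with CoCl_2_, with 8 called higher. The 14 genes drawn as unchanged had medians of −0.07 with PBS, with 3 called lower, and 0.57 with CoCl_2_, with 8 called higher and 2 lower.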

**Fig. 3:**
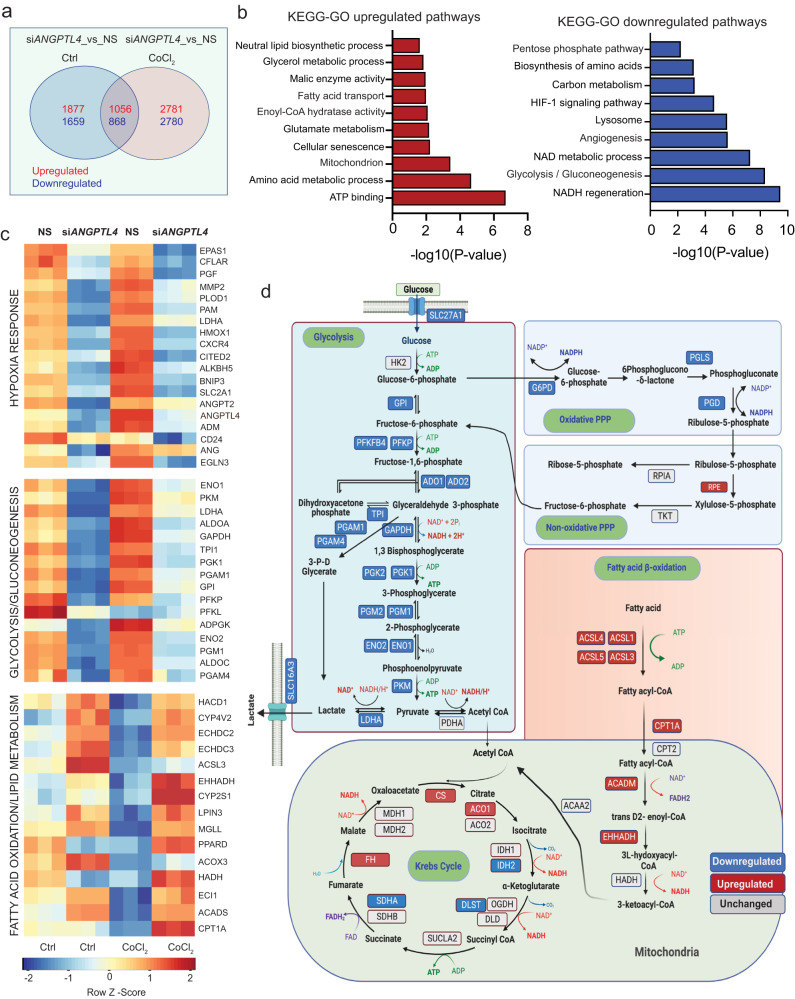
Metabolic genes signature in HUVECs upon silencing *ANGPTL4* in the presence and absence of hypoxia mimetic CoCl_2_. HUVECs were transfected for 6 h with siRNA against *ANGPTL4* or NS control and then treated with CoCl_2_ or vehicle control, cells were harvested 60 h post-transfection for RNA-seq analysis (*n* = 3 biological replicates). **a** Venn diagram showing the differentially expressed common genes between si*ANGPTL4* and NS treated with or without hypoxia mimetic CoCl_2_. **b** KEGG-GO pathway analysis of 1056 differentially and significantly upregulated (red bars) and 868 downregulated (blue bars) genes in si*ANGPTL4* vs NS treated with CoCl_2_ (significance for DGE was determined with Limma’s decideTests). **c** Heatmap representing the transcript levels of indicated pathway genes. Color key: red, high correlation; blue, low correlation. **d** Pathway map representing changes in transcript levels of genes in central carbon metabolism in si*ANGPTL4* vs NS treated with CoCl_2_. Color key: red, upregulated genes; blue: downregulated, gray: unchanged. Exact *p* values are shown for each comparison. Source data are provided as a Source data file.

Next, we performed functional metabolic assays to complement the transcriptional changes seen upon *ANGPTL4* KD. First, we checked glucose uptake using a fluorescent derivative of glucose, 2NBDG, in basal or pro-angiogenic conditions (e.g., VEGFA treatment). As expected, in control conditions, VEGFA increased glucose uptake (Fig. 4a). Interestingly, *ANGPTL4* KD significantly decreased 2NBDG uptake in all conditions (Fig. 4a), which agrees with diminished *SLC2A1* (GLUT1) mRNA levels upon *ANGPTL4* KD (Supplementary Fig. 6b). Accordingly, *ANGPTL4* silencing markedly reduced glucose utilization and decreased lactate secretion (Fig. 4b and c), thus reflecting an overall reduction in glycolytic metabolism. We further verified these results by assessing extracellular proton flux through Seahorse analysis in *ANGPTL4* KD ECs followed by VEGFA stimulation or CoCl_2_-induced pseudo-hypoxic-angiogenic stimulation. *ANGPTL4* depletion suppressed glycolysis, as indicated by reduced extracellular acidification rate (ECAR), under basal and stimulated conditions (Fig. 4d-f). Interestingly, upon *ANGPTL4* KD, the activity of hexokinase (HK2) and phosphofructokinase (PFK), rate-limiting glycolytic enzymes involved in EC function and angiogenesis^49,50^, were considerably reduced (Fig. 4g), and in line with their diminished mRNA levels (Fig. 3d). 

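The mRNA of *HK2* differed by a log2 fold change of −0.07 between *siANGPTL4* and NS cells with PBS (standard error 0.06, adjusted p = 0.264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by −2.34 with CoCl_2_ (standard error 0.06, adjusted p = 6.85e-18, same edgeR test). *PFKP* (chromosome 10 from 3066333 to 3137718, plus strand) was at 430.1 ± 14.4 CPM in NS and 247 ± 8.64 CPM in *siANGPTL4* cells with PBS (SD, n = 3 each), a log2 fold change of −0.80 (standard error 0.05, adjusted p = 8.64e-12, same edgeR test). With CoCl_2_, *PFKP* was at 387 ± 7.83 CPM in NS and 289 ± 13.7 CPM in *siANGPTL4* cells (SD, n = 3 each), a log2 fold change of −0.42 (standard error 0.05, adjusted p = 8.47e-08, same edgeR test), below the fold change threshold. *PFKL* (chromosome 21 from 44300051 to 44327376, plus strand) had a log2 fold change of −0.62 with PBS (standard error 0.06, adjusted p = 4.99e-09, same edgeR test) and of 0.15 with CoCl_2_ (standard error 0.06, adjusted p = 0.0255, same edgeR test). *PFKM* (chromosome 12 from 48105139 to 48146404, plus strand) had one of 0.01 with PBS (standard error 0.06, adjusted p = 0.894, same edgeR test), whose sign changed with DESeq2 (−0.02), and of 0.50 with CoCl_2_ (standard error 0.06, adjusted p = 2.41e-07, same edgeR test). *PFKM* had a mean count of 1724 and overlaps *SENP1* on the other strand, which had 779.1.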

Further validation at the mRNA and protein levels of key molecules regulating glycolysis in basal and stimulated conditions is shown in Supplementary Fig. 6b, c.

**Fig. 4:**
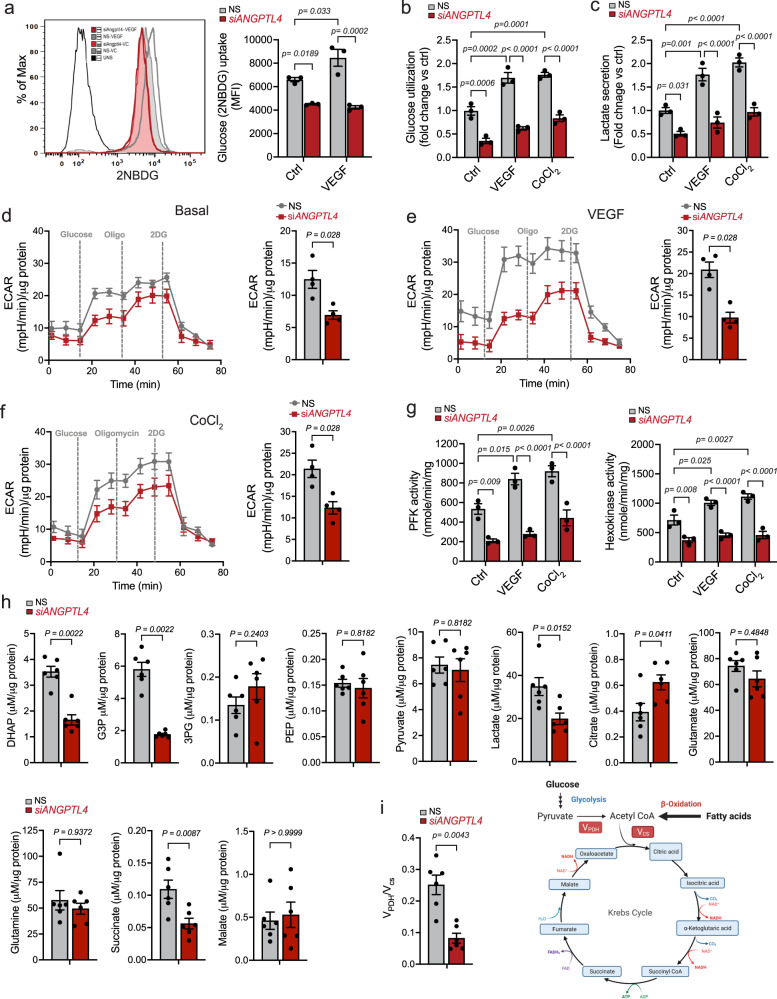
ANGPTL4 regulates EC glucose metabolism. **a–c** HUVECs were transfected for 6 h with siRNA against ANGPTL4 or NS control and then treated with VEGF, CoCl_2_ or vehicle control as indicated, cells were harvested 60 h post-transfection. **a** Glucose uptake determined by mean fluorescence intensity of 2NBDG via flow cytometry. **b** Glucose utilization determined as glucose remaining in the media after indicated incubation conditions. **c** Lactate secretion determined by measuring its levels in the media in indicated conditions. **a**–**c** (*n* = 3 independent experiments). **d**–**f** Seahorse analysis of glycolysis. HUVECs were transfected as described above. 48 h post-transfection, they were replated on Seahorse plates, incubated in basal media containing BSA (**d**), treated with VEGF (**e**) or CoCl_2_ (**f**) for 24 h. Bar graphs on the left shows quantification of glycolysis rate (*n* = 4 independent experiment). **g** Activity of PFK and HK. Cells were incubated as in **a**–**c**. (*n* = 3 independent experiments performed in duplicate). **h**, **i** HUVECs were transfected as above, and cells were harvested 60 h post-transfection. **h** Steady-state levels of glycolysis and TCA cycle metabolites (Raw data are in Supplemental data 1). **i** MIMOSA analysis of metabolic flux through PDH and CS. Right panel shows the preference of substrate in the TCA cycle based on *V*_*PDH*_*/V*_*CS*_ data shown in left panel. **h**, **i** (*n* = 6 biological replicates). Data are represented as means ± SEM. Mann–Whitney U test in (**d**–**f**, **h**, **i**) and Two-way ANOVA with Tukey’s multiple comparisons test in (**a**–**c**, **g**). Exact *p* values are shown for each comparison. Source data are provided as a Source data file.

Based on these results, we presumed that *ANGPTL4* suppression in ECs might induce mitochondrial metabolism to sustain ATP generation. Thus, we checked oxygen consumption rate (OCR) and ATP generation from oxidative phosphorylation (OxPhos) using Seahorse analysis. We observed a significantly increased basal, ATP-linked, and maximal respiration capacity upon silencing *ANGPTL4* (Supplementary Fig. 6d). Of interest, mRNA levels of key tricarboxylic acid cycle (TCA) and OxPhos genes were slightly elevated upon *ANGPTL4* KD and after VEGFA or CoCl_2_ stimulation and when compared to NS (Supplementary Fig. 6e). Overall, suppression of *ANGPTL4* abrogated the effect mediated by VEGFA or CoCl_2_ on both glycolytic, TCA and OxPhos-related genes (Supplementary Fig. 6a-d). These results suggest that ANGPTL4 participates in maintaining EC metabolic function downstream of angiogenic stimuli, especially regarding glycolysis^24^.

We performed Mass Isotopomer MultiOrdinate Spectral Analysis (MIMOSA) to analyze steady-state metabolites of glycolysis and TCA pathways and metabolic fluxes^51^. Using stable isotopes, this technique quantitatively measures the relative rates of sequential individual reactions in glycolytic and mitochondrial metabolism to identify differences in fuel preference (e.g., glycolysis vs. FA β-oxidation). As expected, we observed decreased levels of glycolytic intermediates (Fig. 4h). However, TCA cycle intermediates remained unaltered, except for elevated citrate (Fig. 4h) thus confirming the impaired glucose metabolism in *ANGPTL4* KD ECs observed with respirometry. Interestingly, we observed decreased V_*PDH*_/V_*CS*_ ratio (flux through pyruvate dehydrogenase *relative to* citrate synthase) upon *ANGPTL4* depletion (Fig. 4i), which together with the OCR data indicates an increase in relative and absolute rates of FA oxidation (FAO) as compared to control, suggesting preference for FA utilization. In line with these findings, immortalized mouse lung endothelial cells (MLECs) isolated from WT and *Angptl4*^*iΔEC*^ mice exhibited decreased mRNA levels of genes involved in glucose uptake and glycolysis including *Slc2a1* (GLUT1)*, Hk2, Pfkfb3, Ldha*, while the expression of genes involved in FAO, such as *Cpt1a* and *Acsl1*, was increased (Supplementary Fig. 6f).

To further assess whether the reduced glycolytic phenotype observed upon ANGPTL4 KD was, at least in part, dependent on its secretion from ECs, we incubated control or *ANGPTL4* KD ECs in conditioned media (CM) enriched (NS-Hypoxia CM) or depleted of ANGPTL4 (siANGPTL4-Hypoxia CM) (Supplementary Fig. 6g). Interestingly, when HUVECs with *ANGPTL4* KD were incubated in ANGPTL4-enriched CM, they exhibited increased glycolysis when compared to *ANGPTL4* KD HUVECs grown in CM lacking ANGPTL4 (Supplementary Fig. 6h). Similar effects were observed on proliferative responses (Supplementary Fig. 6i), strongly suggesting autocrine functions of endothelial ANGPTL4. These results, together with the increased rate of FAO and presumably increased FA utilization, led us to investigate lipase-mediated inhibitory actions of endothelial ANGPTL4.

### *ANGPTL4* KD increases EL activity, FA uptake and oxidation

ANGPTL4 negatively regulates LPL^3^ as well as endothelial lipase (EL, gene name *LIPG*) which is expressed by both human and mouse ECs^52^. 

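*LIPG* (ENSG00000101670), which encodes endothelial lipase, lies on chromosome 18 of GRCh38 from 49560699 to 49599185 on the plus strand. In untreated cells it was at 237 ± 3.04 CPM in NS and 431 ± 5.19 CPM in *siANGPTL4* cells (SD, n = 3 each), a log2 fold change of 0.86 (standard error 0.03, adjusted p = 3.06e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With PBS, *LIPG* was at 268.7 ± 5.5 CPM in NS and 384 ± 10.2 CPM in *siANGPTL4* cells (SD, n = 3 each), and *ANGPTL4* at 26.8 ± 1.81 and 5.96 ± 0.688 CPM. The log2 fold changes were 0.52 for *LIPG* (standard error 0.05, adjusted p = 3.1e-09, same edgeR test) and −2.17 for *ANGPTL4* (standard error 0.10, adjusted p = 1.46e-13, same edgeR test). With CoCl_2_, *LIPG* was at 35.1 ± 0.255 CPM in NS and 49.1 ± 2.39 CPM in *siANGPTL4* cells (SD, n = 3 each), and *ANGPTL4* at 153 ± 2.94 and 15.6 ± 2.14 CPM. The log2 fold changes were then 0.48 for *LIPG* (standard error 0.05, adjusted p = 3.23e-08, same edgeR test), below the fold change threshold, and −3.29 for *ANGPTL4* (standard error 0.09, adjusted p = 8.35e-18, same edgeR test). In NS cells, CoCl_2_ itself lowered *LIPG* by a log2 fold change of −2.94 (standard error 0.05, adjusted p = 1.54e-19, same edgeR test). The *LIPG* values of *siANGPTL4* and NS libraries did not overlap within untreated, PBS or CoCl_2_ cells. A pooled correlation over libraries was not computed, since the libraries fall into clusters by condition of 3 libraries each.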

Our RNA-seq analysis showed an inverse correlation in the expression of *ANGPTL4* and *LIPG* in both basal and pseudo-hypoxic conditions (Supplementary Fig. 7a). Thus, we tested whether the effects of *ANGPTL4* on glycolysis could be mediated by its lipase inhibitory mechanism. Interestingly, upon *ANGPTL4* KD in the presence of lipoproteins naturally found in the media, we observed a significant elevation of lipase activity in the media from these cells (Fig. 5a). This effect was accompanied by increased FA uptake, FA translocase scavenger receptor (CD36) surface expression, and FAO (Fig. 5b-d). Based on these results, we hypothesized that the enhanced FA uptake observed upon *ANGPTL4* KD may be a causative factor for reduced glucose uptake and glycolysis: increased FA uptake/oxidation yields acetyl-CoA from which citrate is generated in the mitochondria. Citrate transport to the cytosol may then inhibit PFK and thus, glycolysis^53^. To address this hypothesis, we sought to validate whether *ANGPTL4* KD increases lipase activity in EC in the absence or presence of a well-described pharmacological inhibitor of EL activity, XEN455^54^. Importantly, mRNA levels of the two isoforms of EL (*LIPG1* and *LIPG2*) were both significantly increased upon *ANGPTL4* KD but unaltered by XEN455 (Supplementary Fig. 7b). In control conditions, where cellular lipase inhibitor (i.e., ANGPTL4) is present, XEN455 did not alter endothelial triglyceride lipase (Fig. 5e, left) and phospholipase activity (Fig. 5e, right). However, *ANGPTL4* KD-mediated induction of lipase activity in ECs was significantly reduced in the presence of XEN455 (Fig. 5e). To evaluate triglyceride lipase activity during lipolysis in ECs, we used radiolabeled TAG-rich particles (chylomicrons) and triolein (Fig. 5f, left and right panels). Increased lipid uptake was observed in si*ANGPTL4* conditions, as compared to NS control (Fig. 5f). As above, XEN445 co-treatment was able to reverse the increased lipid uptake found in *ANGPTL4* KD ECs (Fig. 5f). In addition to the pharmacological inhibition of EL, we also targeted it with siRNA (Supplementary Fig. 8a–d). Interestingly, we also observed reduced *ANGPTL4* KD-mediated increase of lipid uptake from triolein when *LIPG* was co-silenced with *ANGPTL4* (Supplementary Fig. 8e). After the hydrolysis of TAG-containing lipoproteins, the resulting FAs are transported into ECs via several transport proteins^55^. We observed that KD of *ANGPTL4* increased the uptake of fluorescently labeled FA (BODIPY-FL- C16), which was reversed when cells were cultured in the presence of XEN445 (Fig. 5g). Additionally, increased surface expression of CD36 in *ANGPTL4* KD ECs was also normalized by XEN445 (Fig. 5h). Similar effects were observed on FA transport protein 4 (*FATP4)* expression (Supplementary Fig. 7c).

**Fig. 5:**
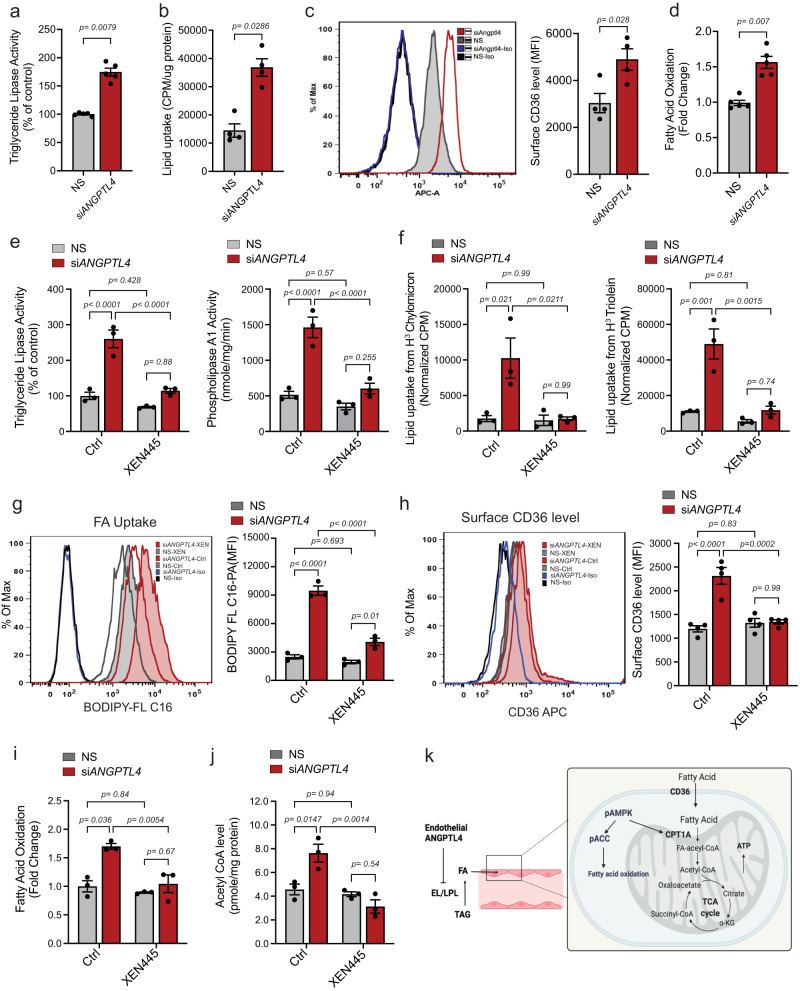
ECs lacking ANGPTL4 exhibit elevated lipoprotein lipolysis, FA uptake and metabolism. **a**–**d** HUVECs were transfected for 6 h with siRNA against *ANGPTL4* or NS control, cells were harvested 60 h post-transfection **a** Triglyceride lipase activity in the heparinized culture medium (*n* = 5 independent experiments). **b** Lipid uptake from [^3^H]-triolein **c**, representative histograms for CD36 surface protein levels determined by flow cytometry, M.F.I was used for quantification on the right. **b,** **c** (*n* = 4 independent experiments). **d** FAO determined by oxidation of ^14^C-Palmitate (*n* = 5 independent experiments). **e** HUVECs were transfected as above, 60 h post-transfection heparinized media was collected and incubated for 1 h with or without XEN445 at 37 ^°^C, then triglyceride lipase and phospholipase activity was measured. **f**–**k** HUVECs were transfected as above and then treated with XEN445 or vehicle control, cells were harvested 60 h post-transfection. **f** Lipid uptake from [^3^H]-Chylomicron (left panel) and [^3^H]-triolein (right panel). **g** Representative histograms for (BODIPY-FL-C16) uptake determined by flow cytometry, M.F.I was used for quantification of on the right. **h** Surface protein level of CD36 as in **c**. **i** FAO determined by oxidation of C^14^-Palmitate. **j** Level of cellular Acetyl CoA. (**e**–**j**, *n* = 3 independent experiments). **k** Schematic diagram showing the mechanism of ANGPTL4 mediated EL inhibition and FA uptake and metabolism in ECs. data are represented as means ± SEM. Two-way ANOVA with Tukey’s multiple comparisons test in (**a**–**j**). Exact *p* values are shown for each comparison. Source data are provided as a Source data file.

Next, we sought to determine the fate of the lipids that are taken up by ECs lacking ANGPTL4. Although ECs do not preferentially metabolize FA for ATP generation^56^, FAO was significantly increased in ECs lacking *ANGPTL4* (Fig. 5i). Concomitantly, acetyl-CoA levels were also increased (Fig. 5j). The effects were circumvented with XEN455 treatment (Fig. 5i and j) or by *LIPG* co-silencing (Supplementary Fig. 8e), suggesting that the effect of *ANGPTL4* KD on FAO was mediated by its lipase inhibitory activity (Fig. 5k). In line with the increased FAO, we also found an increase in superoxide content (Supplementary Fig. 7d). We then validated mRNA and protein levels of molecules associated with FA uptake and metabolism. We observed an increase in mRNA or protein levels of CPT1A, and ACSL1 as well as CD36 total protein after *ANGPTL4* KD when compared to NS conditions (Supplementary Fig. 7e, f). Moreover, phosphorylated-AMPK was also increased, which is well-known in FA partitioning to regulate FAO^14^ (Supplementary Fig. 7f). Interestingly, XEN445 or the co-silencing with *LIPG* normalized the levels of these molecules in *ANGPTL4* KD ECs (Supplementary Fig. 7e, f; Supplementary Fig. 8f, respectively). Besides enhanced FAO, we also sought to investigate additional fates of increased FAs in ECs with silenced *ANGPTL4*. ECs can store FAs in the form of lipid droplets, which protects them from FA-induced cellular stress^57^. We found an increased accumulation of neutral lipids (increased BODIPY staining) upon *ANGPTL4* KD (Supplementary Fig. 7g and Supplementary Fig. 8g) and increased mRNA levels of diacylglycerol acyltransferase 2 (*DGAT2*), an enzyme involved in cellular TG storage in the form of lipid droplets (Supplementary Fig. 7h). Inhibition or silencing of EL significantly attenuated these effects (Supplementary Fig. 7h and Supplementary Fig. 8g). Intriguingly, we did not observe increased ER stress genes or cell death when *ANGPTL4* was KD (Supplementary Fig. 7l and Supplementary Fig. 1c, d).

### EL inhibition partly reverses ANGPTL4 KD effects

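HUVECs transfected with NS or *siANGPTL4* as above were also sequenced after treatment with 10 μM XEN445, a small-molecule inhibitor of endothelial lipase (EL), or with DMSO as vehicle (n = 3 for each of the 4 conditions). The treatment lasted 24 h by the protocol that accompanies the data, whereas the labels of the XEN445 samples give 12 h. The deposited values are estimated counts, 43.9% of them not whole numbers, in a table of the 12 libraries. Total counts ranged from 27856020 to 32723123 (median 30608119) for NS with DMSO and from 14530393 to 27552858 (median 24523498) for *siANGPTL4* with DMSO. With XEN445, they ranged from 26198819 to 31155108 (median 27174857) for NS and from 23780503 to 28742753 (median 24351177) for *siANGPTL4*. The smallest detectable level, at 3 counts, was between 0.0959 and 0.194 CPM. All 4 conditions were fitted together on 13685 of 24864 genes, with the interaction of siRNA and XEN445 as the test of whether XEN445 acts differently in *siANGPTL4* and NS cells. Between replicates, the biological coefficient of variation was 7.81%. Residuals of libraries with the same replicate number had a mean correlation of 0.11 across genes, against −0.06 for libraries with different numbers, so the replicate number was also fitted as a block, and some of the values from that fit are given beside the others.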

To further validate whether lack of EL inhibition mediates the metabolic alterations due to *ANGPTL4* KD, we initially determined whether XEN455 treatment could restore the transcriptional changes induced by *ANGPTL4* depletion. We noticed that the expression of genes, altered after the silencing of *ANGPTL4*, was restored to a great extent by XEN445, as indicated by the number of genes that overlapped in these conditions (Fig. 6a). 

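In *siANGPTL4* against NS cells, 4816 genes were called DE with DMSO, 2465 higher and 2351 lower, and 5239 with XEN445, 2602 higher and 2637 lower, by edgeR's quasi-likelihood test. Called in the same direction under both treatments were 3697 genes, 1912 higher and 1785 lower, which were 76.8% of those called with DMSO and 70.6% of those called with XEN445. Another 17 genes were called in opposite directions. Of the genes called with DMSO, 553 higher and 566 lower were not called in that direction with XEN445, and of those called with XEN445, 690 higher and 852 lower were not called in that direction with DMSO. With the replicate block, 4848 genes were called with DMSO and 5265 with XEN445, and 3726 were shared, 1928 higher and 1798 lower. A threshold of 1.5 for the log2 fold change left 550 shared genes, 329 of them higher, and without a fold change threshold there were 7058. Over the 4877 genes called in untreated cells and tested here, the log2 fold changes with XEN445 had a slope of 0.86 on those with DMSO (SD 0.055 over replicate numbers, n = 3), 0.858 with the replicate block, and 90.1% of them kept their sign. XEN445 changed 6 genes in NS cells, where 782 genes had an unadjusted p-value below 0.05, and 1141 genes in *siANGPTL4* cells, 461 higher and 680 lower, and the replicate block gave 5 and 1188. The interaction of siRNA and XEN445 was called for 899 genes, 554 of them negative, and for 1021 with same-numbered libraries paired by the replicate block. Of the 4816 genes called with DMSO, the interaction was called for 336 (6.98%) in the direction back toward NS cells and for 133 in the direction away from them. XEN445 within *siANGPTL4* cells moved 476 (9.88%) of these genes back and 164 further. Of the 4848 genes called with DMSO under the replicate block, the interaction was called back for 377 (7.78%), and XEN445 within *siANGPTL4* cells moved 490 (10.1%) back. Among the 4877 genes chosen from the untreated cells, which do not share the DMSO libraries, the interaction was called back for 494 (10.1%) and further for 73, and under the replicate block for 546 (11.2%) and 87 of 4876 such genes. From the number of genes that overlap between the conditions, the paper concludes that XEN445 restored to a great extent the expression of genes altered by *ANGPTL4* silencing.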

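The glycolysis genes had a median log2 fold change in *siANGPTL4* against NS cells of −1.11 with DMSO (adjusted p = 2.54e-07, cameraPR on edgeR's statistics, and 2.34e-07 with the replicate block) and −0.56 with XEN445 (adjusted p = 0.00206, same test, and 0.00152 with the block). Their interaction of siRNA and XEN445 had a median of 0.61, with 19 of 24 genes positive, 13 called positive and 0 negative (adjusted p = 1.05e-12, cameraPR on edgeR's statistics, and 1.51e-12 with the replicate block). The HIF targets outside glycolysis went from a median of −0.42 with DMSO (adjusted p = 0.00163, cameraPR on edgeR's statistics, and 0.0024 with the replicate block) to −0.16 with XEN445 (adjusted p = 0.78, same test, and 0.794 with the block). Their interaction had a median of 0.42, with 27 of 32 genes positive (adjusted p = 3.85e-13, cameraPR on edgeR's statistics, and 2.12e-12 with the replicate block). *LDHA* was at 2092 ± 35.9 CPM in NS and 444.9 ± 8.91 CPM in *siANGPTL4* cells with DMSO, and at 2132 ± 59.5 and 1101 ± 156 CPM with XEN445 (SD, n = 3 each). Its log2 fold change was −2.23 with DMSO (standard error 0.08, adjusted p = 2.26e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.95 with XEN445 (standard error 0.07, adjusted p = 1.81e-08, same edgeR test), with an interaction of 1.28 (standard error 0.10, adjusted p = 1.92e-06, same edgeR test). For *LDHA*, the replicate block gave edgeR's adjusted p-values as 3.32e-12, 8.31e-09 and 1e-06. *SLC2A1* was lower by −1.59 in *siANGPTL4* cells with DMSO (standard error 0.10, adjusted p = 1.75e-09, same edgeR test) and differed by −0.06 with XEN445 (standard error 0.10, adjusted p = 0.594, same edgeR test), with an interaction of 1.53 (standard error 0.14, adjusted p = 5.61e-06, same edgeR test). For *SLC2A1*, edgeR's adjusted p-values were 3.49e-11, 0.346 and 9.23e-08 with the replicate block. Without replicate 1 of *siANGPTL4* with XEN445, the *SLC2A1* difference with XEN445 changed sign, to 0.04. Of the glycolysis genes labelled in Fig. 6c, 10 were tested, with medians of −1.51 with DMSO and −0.78 with XEN445, 9 of which had an interaction called positive.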

KEGG-GO pathway and heatmap analysis of these overlapping transcripts indicated that EL inhibition mainly rescued gene signatures involved in regulating glucose, lipid metabolism, and angiogenesis (Fig. 6b and c). We then tested whether XEN445 or *LIPG* co-silencing could normalize the effect on glucose metabolism mediated by *ANGPTL4* KD in ECs. We found a significant increase in glucose uptake (Fig. 6d), PFK activity (Supplementary Fig. 9a), extracellular proton flux (Fig. 6e and Supplementary Fig. 9b), NAD^+^/NADH ratio (Supplementary Fig. 9c), and partial restoration of the mRNA and protein levels of key glycolytic enzymes (Supplementary Fig. 9d–g). These results suggest that elevated EL activity upon *ANGPTL4* KD promotes FA uptake and oxidation which might be a cause of suppressed glycolysis. To substantiate this, we measured ECAR in the presence of the FAO inhibitor etomoxir (Eto) and observed a partial rescue of the impaired glycolysis (Fig. 6f). Since XEN445 treatment upon *ANGPTL4* KD also partially rescued angiogenic gene signatures (Fig. 6c), we wonder whether this effect could also be attained at the functional level by improving the impaired angiogenic phenotype. 

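The 11 tested angiogenesis genes labelled in Fig. 6c had a median log2 fold change in *siANGPTL4* against NS cells of −1.10 with DMSO, with all 11 called lower by edgeR, and −0.66 with XEN445, with 9 called lower. Their interaction of siRNA and XEN445 had a median of 0.44, with 11 positive and 5 called positive. Over the 35 genes labelled in the angiogenesis heatmap of Fig. 1e, the medians were −0.95 with DMSO and −0.97 with XEN445, and the interaction had a median of 0.03, with 18 positive and 1 called positive. *HMOX1* was at 2206 ± 466 CPM in NS and 217 ± 14.4 CPM in *siANGPTL4* cells with DMSO, and at 2099.8 ± 313 and 2131 ± 327 CPM with XEN445 (SD, n = 3 each). The log2 fold change of *HMOX1* was −3.35 with DMSO (standard error 0.15, adjusted p = 3.63e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.02 with XEN445 (standard error 0.14, adjusted p = 0.899, same edgeR test), a difference smaller than the spread between replicates whose sign changed with the filterByExpr filter (−0.01). Its interaction was 3.37 (standard error 0.20, adjusted p = 1.09e-07, same edgeR test), and the replicate block gave *HMOX1* adjusted p-values of 2.38e-11 with DMSO, 0.858 with XEN445 and 7.51e-08 for the interaction. *KDR* was at 876 ± 52.2 and 468 ± 6.84 CPM with DMSO and at 930.2 ± 34.4 and 521 ± 35.3 CPM with XEN445 in NS and *siANGPTL4* cells, respectively (SD, n = 3 each). Its log2 fold change was −0.91 with DMSO (standard error 0.06, adjusted p = 3.1e-09, same edgeR test) and −0.84 with XEN445 (standard error 0.06, adjusted p = 7.05e-09, same edgeR test), and its interaction of 0.07 did not pass the test (standard error 0.08, adjusted p = 0.661, same edgeR test). For *KDR*, edgeR's adjusted p-values with the replicate block were 2.67e-09, 5.12e-09 and 0.601.

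**Figure D2:**
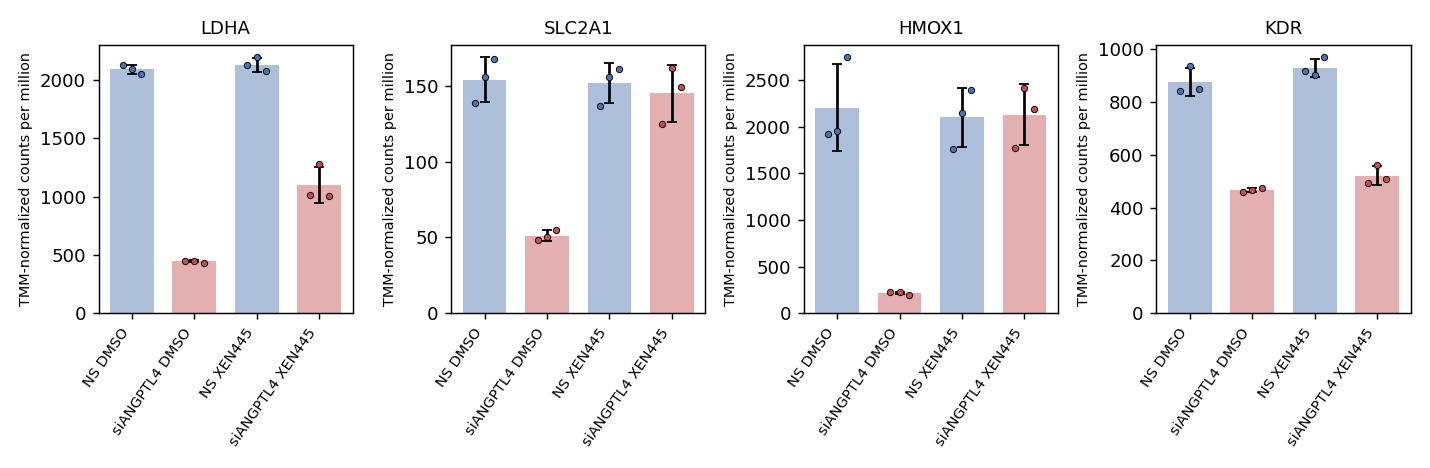
TMM-normalized CPM (vertical axes) of *LDHA*, *SLC2A1*, *HMOX1* and *KDR* in NS and *siANGPTL4* cells with DMSO or XEN445. Bars are means, error bars SD and points the 3 libraries per condition; *HMOX1* in *siANGPTL4* cells is at 217 CPM with DMSO and 2131 CPM with XEN445, and *KDR* at 468 and 521 CPM.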

Interestingly, lipase inhibition or its KD moderately restored the reduced EC proliferation and cord formation found in *ANGPTL4* KD ECs (Fig. 6g and Supplementary Fig. 9h).

**Fig. 6:**
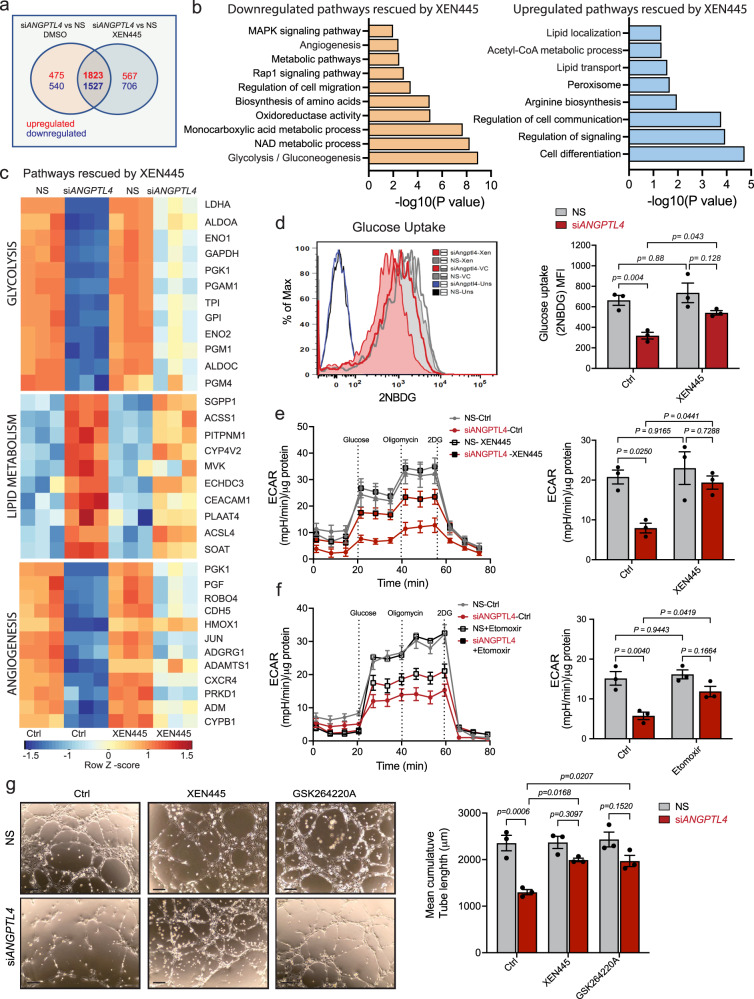
EC specific suppression of *ANGPTL4* expression rewire glucose metabolism in EL dependent manner. **a**–**c** HUVECs were transfected for 6 h with siRNA against *ANGPTL4* or NS control, then treated with XEN445 or vehicle control. Cells were harvested 60 h post-transfection for RNA-Seq analysis (*n* = 3 biological replicates). **a** Venn diagram showing the differentially expressed common genes between si*ANGPTL4* and NS treated with or without XEN445. **b** KEGG-GO pathway analysis of 1823 differentially and significantly upregulated and 1527 downregulated genes in si*ANGPTL4* vs NS treated with XEN445 (significance for DGE was determined with Limma’s decideTests). **c** Heatmap analysis of top pathways (glycolysis, lipid metabolism and angiogenesis) rescued by XEN445 upon silencing *ANGPTL4*. Color scale: red, high correlation; blue, low correlation. **d** Glucose (2NBDG) uptake as in Fig. 4a in cells incubated as above in the presence of XEN445 (*n* = 3 independent experiment performed in duplicate). **e** and **f** Glycolysis analyzed by Seahorse. HUVECs were transfected and treated as described above. At 48 h post-transfection, cells were replated onto Seahorse assay plates and incubated either with or without XEN445 for an additional 24 h (**e**) or with etomoxir for an additional 12 h (**f**) prior to Seahorse analysis to measure the ECAR. (**e** and **f**) right panel shows the quantification of glycolytic rate (ECAR) (*n* = 3 independent experiments). **g** HUVECs were transfected as above, then treated with XEN445 or GSK264220A and harvested 60 h post-transfection for Matrigel cord formation assay as in Fig. 1k in basal conditions. Representative micrographs (left panel) and quantification (right panel) of cumulative tube lengths. (*n* = 3 independent experiments performed in duplicate). Scale bars, 50 μm (**g**). Data are represented as means ± SEM. Two-way ANOVA with Tukey’s multiple comparisons test in (**d**–**g**). Exact *p* values are shown for each comparison. Source data are provided as a Source data file.

### Lipase inhibition partly restores tumor angiogenesis

We next explored whether EC-specific deletion of *Angptl4* promotes tumor FA uptake. To do so, we collected LLC tumors 15 days post-implantation in WT and *Angptl4*^*iΔEC*^ mice. We first observed that ex-vivo lipase activity was increased in tumors isolated from *Angptl4*^*iΔEC*^ mice (Supplementary Fig. 10a). To measure intra-tumor lipid uptake, radiolabeled triolein was gavaged 2 h before sacrifice, which revealed increased lipid uptake in *Angptl4*^*iΔEC*^ tumors (Supplementary Fig. 10b). These results indicate that endothelial *Angptl4* KO elevates tumor-associated lipolysis and lipid uptake potentially via increasing local lipase activity. However, the uptake of lipids from triolein into adipose tissue (WAT) and liver was not altered in *Angptl4*^*iΔEC*^ mice when compared to WT (Supplementary Fig. 10c, d). In line with this, we did not observe alterations on circulating TAG, cholesterol, or HDL levels (Supplementary Fig. 10e). Taken together, these results suggest that ANGPTL4 in the quiescent vascular endothelium of WAT or liver does not significantly contribute overall lipase inhibition. However, in the angiogenic-activated tumor endothelium, ANGPTL4 might reduce lipolysis potentially inhibiting lipase activity in a local manner.

We then determined whether XEN445 treatment in *Angptl4*^*iΔEC*^ mice could normalize defects in EC function and tumor angiogenesis. *Angptl4*^*iΔEC*^ mice were subcutaneously injected with LLC cells. Once the tumor became palpable, mice were orally administered with XEN455 every other day, and tumor progression was monitored (Fig. 7a). While we did not observe a significant difference in tumor growth between the WT mice receiving either vehicle control (DMSO) or XEN445, we did notice that XEN445 administration to *Angptl4*^*iΔEC*^ mice enhanced tumor growth as compared to *Angptl4*^*iΔEC*^ mice receiving vehicle control (Fig. 7b). XEN445 partially reversed the tumor angiogenic defects observed in *Angptl4*^*iΔEC*^ mice (Fig. 7c). XEN445 also significantly reversed tumor-induced increased vascular permeability observed in *Angptl4*^*iΔEC*^ mice, assessed as intra-tumoral hemorrhage analysis by Ter119 staining (Supplementary Fig. 11a), with no effect of XEN445 in WT mice (Supplementary Fig. 11a). We additionally tested whether XEN445 administration could normalize the glucose uptake defect in tumor ECs in vivo by intravenously injecting the fluorescent glucose analog 2NBDG in tumor-bearing mice and determining the colocalization of fluorescent glucose within CD31^+^ ECs. Tumors from *Angptl4*^*iΔEC*^ mice had an overall reduced uptake of 2NBDG (Fig. 7d) that was accompanied with reduced colocalization within ECs. Notably, XEN445 administration rescued this effect and increased EC glucose uptake in tumors from *Angptl4*^*iΔEC*^ mice (Fig. 7d). These results highlight a potential crosstalk of EC metabolic pathways in vivo. Next, we analyzed FA uptake and TAG lipolysis in ECs in *Angptl4*^*iΔEC*^ mice since the defect in glucose metabolism in vitro was primarily associated with elevated FA uptake and oxidation upon *ANGPTL4* KD. First, mice were orally administered with fluorescently labeled FA, which would then be esterified, packaged within chylomicrons in the gut, remodeled, and transported to different tissues (Supplementary Fig. 11b). We observed enhanced FA uptake in the ECs and non-EC parenchymal cells from *Angptl4*^*iΔEC*^ tumor-bearing mice as compared to WT tumor-bearing mice, and administration of either the EL inhibitor XEN445 or the pan-lipase inhibitor GSK264220A in *Angptl4*^*iΔEC*^ mice reduced lipoprotein-derived labelled FA uptake in tumor ECs (Fig. 7e and Supplementary Fig. 11c–e). Interestingly, and in line with the results, depletion of EC *Angptl4* increased endothelial CD36 levels (Fig. 7f). Thus, increased lipase activity within the tumor and elevated CD36 expression favors lipid mobilization and utilization in the tumor-EC compartment when endothelial *Angptl4* is absent.

**Fig. 7:**
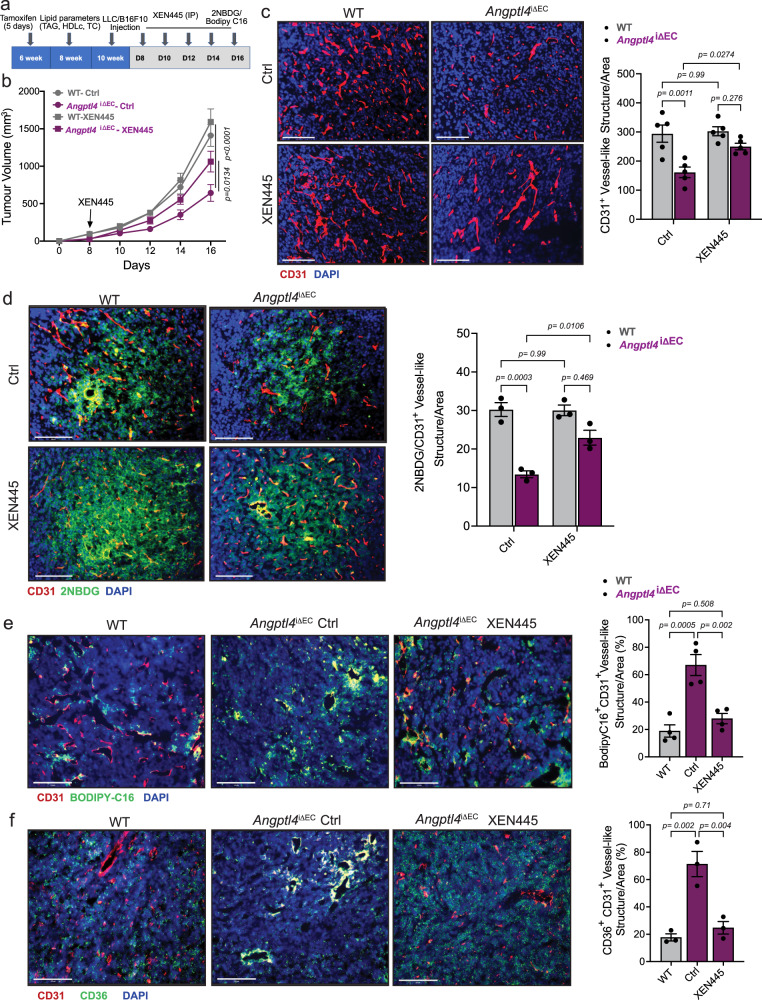
Inhibition of EL activity in EC-specific *Angptl4* KO mice normalizes EC metabolism and angiogenesis. **a** Scheme showing the experimental strategy. **b**–**f** Tumor analysis of WT Ctrl (*n* = 5), WT XEN445 treated (*n* = 6), *Angptl4*^iΔEC^ Ctrl (*n* = 5) mice and *Angptl4*^iΔEC^ XEN445 treated (*n* = 6) with s.c. injection of LLCs in the dorsal flank. **b** Tumor volume. **c** Left, representative micrographs of CD31 (red) and DAPI (blue) immunostaining. Right, Quantification of CD31^+^ vessel-like structures (*n* = 5 quantified) **d** Left panel, representative micrographs of immunofluorescence staining of CD31 (red), 2NBDG (green) and DAPI (blue). Right panel, quantification of 2NBDG positive CD31 positive vessel-like structures. **e** Left, Representative micrographs showing immunostaining of CD31 (red) and fluorescent FA (BODIPY-FL-C16) (green). **f** Left, representative micrographs of CD31 (red) and CD36 (green) immunostaining. Right panels (**d**–**f**) are quantification of at least 4 different images from each mouse. (*n* = 3 quantified per genotype out of 5 or 6 randomly selected, except for **e** (*n* = 4 quantified). Scale bars, 100μm (**c** and **d**), 125 μm (**e** and **f**). Data are represented as means ± SEM. Two-way ANOVA with Tukey’s multiple comparisons test in (**b**–**d**). One-way ANOVA with Tukey’s multiple comparisons test in (**e**) and (**f**). Exact *p* values are shown for each comparison. Source data are provided as a Source data file.

Our results indicate that an increase in lipase activity within the tumor is responsible for the anti-tumor and anti-angiogenic effects mediated by endothelial ANGPTL4 deficiency and suggest that proper regulation of local lipase activity in ECs is important for the regulation endothelial functions and tumor angiogenesis.

## Discussion

The paracrine role of ANGPTL4 in ECs in blood vessel formation and integrity has been studied with inconclusive results. However, the specific role of endothelial ANGPTL4 in regulating EC functions and metabolism is largely unknown, especially regarding endothelial bioenergetics and angiogenesis. Here we report that endogenous EC ANGPTL4 promotes a metabolic phenotype that favors angiogenesis. Briefly, we identified that, by regulating local lipase activity in ECs, ANGPTL4 controls FA utilization to sustain the use of glucose for angiogenesis.

ANGPTL4 is a multifunctional protein whose expression and function are greatly influenced by microenvironmental and pathophysiological conditions^58^ suggesting a context-, cell type- and tissue-specific activity. Ample literature unequivocally involves ANGPTL4 in regulating lipid metabolism^2,3,59,60^. However, its role in regulating two directly related processes: angiogenesis and vascular permeability, has also been heavily documented with conflicting results^2^, either repressing vascular permeability and angiogenesis^18,21,22,28,30,61,62^, or having proangiogenic actions and destabilizing barrier functions^17,19,29,32,63–65^. However, most of these studies primarily involved exposure of endogenous ANGPTL4-expressing ECs to exogenous ANGPTL4 or exploiting whole-body KO mice, thus neglecting a potential EC-specific autonomous/autocrine role of ANGPTL4. In the present work, we found that suppressing *ANGPTL4* expression in ECs reduces their angiogenic functions, which supports a pro-angiogenic role for endothelial ANGPTL4. We found that this effect was accompanied by transcriptional changes in gene signatures associated with angiogenic processes such as cell adhesion, migration, and morphogenesis. Furthermore, pro-angiogenic gene expression signatures induced by hypoxia^66^ were also downregulated upon *ANGPTL4* silencing in ECs, which is in line with initial observations that *ANGPTL4* expression was induced by hypoxia in human ECs to mediate a strong proangiogenic response in the chicken chorioallantois membrane assay^17^. In vivo, in contrast to previous work showing decreased perinatal retinal angiogenesis when *Angptl4* was deleted in a global manner^32^, we found that endothelial KO of *Angptl4* in neonatal mice did not affect physiological retinal angiogenesis while affecting pathological tumor-induced angiogenesis. The effect on pathological tumor-induced angiogenesis occurred in the absence or presence of tumor-derived *Angptl4*, which in turn has been described to have both pro- or anti-angiogenic effects^47^, indicating that endothelial ANGPTL4 facilitates pathological angiogenesis cell-autonomously, since reduced tumor angiogenesis observed in *Angptl4*^*iΔEC*^ mice could not be compensated by ANGPTL4 derived from cancer cells that also express and produce ANGPTL4^4,31,47^. In contrast to previous studies that evaluated the paracrine actions of ANGPTL4^21,22^, our results further emphasize that EC-derived ANGPTL4 is required to support pathological angiogenesis. Although physiological and pathological angiogenesis share many similarities, some distinctions between these two events are overt, implying subtle differences in underlying mechanisms. The interplay of EC ANGPTL4 with the described regulators of angiogenesis in physiological settings vs. pathological settings could be different – an area that warrants future investigation.

In addition to its impact on tumor-induced angiogenesis, we found that EC-specific deletion of *Angptl4* decreased tumor-mediated vascular permeability. ANGPTL4 has been associated with tumor metastasis by modulating the integrity of vascular EC layers^21,31^. It was described that ANGPTL4 affects vascular permeability through integrin αvβ1-mediated PAK/Rac signaling, weakening EC–EC contacts^67^. In another setting, ANGPTL4 induced vascular permeability by binding to neuropilin 1 (NRP1) and NRP2, activating the RhoA/ROCK signaling pathway and leading to the breakdown of EC junctions^65^. Alternatively, ANGPTL4 has been reported to prevent the metastatic process by inhibiting vascular permeability through αvβ3 interaction, thereby enhancing adherens and tight junction integrity and promoting pericyte recruitment^22^. Our present findings show that tumor vessels in *Angptl4*^*iΔEC*^ mice are less permeable and have increased pericyte coverage, potentially reducing tumor vascular leakage. 

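In the RNA-seq of untreated HUVECs, *ITGAV* (chromosome 2 from 186590056 to 186680901, plus strand), which encodes αv, was at 392 ± 13 CPM in NS and 791 ± 15.8 CPM in *siANGPTL4* cells (SD, n = 3 each). This is a log2 fold change of 1.01 (standard error 0.03, adjusted p = 1.16e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ITGB3* (chromosome 17 from 47253827 to 47313743, plus strand), which encodes β3, was at 216 ± 4.06 CPM in NS and 128 ± 5.8 CPM in *siANGPTL4* cells (SD, n = 3 each), a log2 fold change of −0.76 (standard error 0.04, adjusted p = 3.72e-14, same edgeR test). *ITGB5* (chromosome 3 from 124761948 to 124901418, minus strand), which encodes β5, was at 83 ± 3.43 CPM in NS and 38.6 ± 1.83 CPM in *siANGPTL4* cells (SD, n = 3 each), a log2 fold change of −1.10 (standard error 0.05, adjusted p = 6.46e-15, same edgeR test).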

In vitro, we found decreased mRNA and surface expression of αvβ3, and to a lesser extent of αvβ5, in the absence of ANGPTL4 in ECs, suggesting that different mechanisms, than those described previously, might be at play in *ANGPTL4* KD ECs. In this regard, we also found that ECs lacking *ANGPTL4* upregulate FoxO and Hippo pathways, known to reduce angiogenesis and promote EC quiescence and vascular stability^39–41^. These changes are linked to modifications in EC metabolism changes are linked to modifications in EC metabolism^53^, supporting our hypothesis that ANGPTL4-deficient ECs activate safeguard mechanisms to maintain cell viability and their quiescent state.

While homeostatically quiescent, ECs become activated during angiogenesis, thus increasing their metabolic demand often distinctively from that of their resident tissue^34^. Recent insights suggest that changes in EC metabolism can play a significant role, driving angiogenesis alongside established angiogenic growth factors^24,68,69^. As a result, targeting EC metabolism has gained attention as a potential therapeutic approach to inhibit angiogenesis. One interesting discovery in our study is that the absence of endothelial ANGPTL4 not only downregulates genes associated with angiogenic responses but also disrupts relevant EC metabolic pathways. Notably, glycolytic gene signatures, a well-known metabolic pathway during angiogenesis^56^, were downregulated when *ANGPTL4* was silenced in ECs. Simultaneously, we observed an increase in gene signatures related to lipid metabolism, particularly in the utilization of fatty acids, which have been linked to quiescence^42,70^. Intriguingly, we also observed an upregulation of FOXO family genes, known to regulate c-Myc and its downstream metabolic genes^40^ and Hippo signaling pathways, particularly the downregulation of transcriptional co-activators YAP1/TAZ, well-known to regulate metabolic processes and angiogenesis^40–42^.

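In untreated cells, *FOXO1* (chromosome 13 from 40555667 to 40666641, minus strand) was at 122 ± 8.74 CPM in NS and 114 ± 7.21 CPM in *siANGPTL4* cells (SD, n = 3 each), a difference within the spread between replicates. Its log2 fold change was −0.10 (standard error 0.05, adjusted p = 0.0667 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p-value was 0.0208 with the replicate block. *FOXO3* (chromosome 6 from 108559835 to 108684774, plus strand) rose from 34.1 ± 2.63 CPM to 58.8 ± 1.54 CPM (SD, n = 3 each), a log2 fold change of 0.79 (standard error 0.05, adjusted p = 1.48e-11, same edgeR test). *FOXO4* (chromosome X from 71095851 to 71103532, plus strand) fell from 12.3 ± 1.2 CPM to 6.89 ± 0.691 CPM (SD, n = 3 each), a log2 fold change of −0.83 (standard error 0.10, adjusted p = 2e-07, same edgeR test). *YAP1* (chromosome 11 from 102110447 to 102233424, plus strand) was at 100.5 ± 4.21 CPM in NS and 59.7 ± 2.86 CPM in *siANGPTL4* cells (SD, n = 3 each), a log2 fold change of −0.74 (standard error 0.04, adjusted p = 1.82e-12, same edgeR test). *WWTR1*, which encodes TAZ (chromosome 3 from 149517235 to 149736714, minus strand), was at 545 ± 18.9 CPM in NS and 203 ± 7.03 CPM in *siANGPTL4* cells (SD, n = 3 each), a log2 fold change of −1.43 (standard error 0.04, adjusted p = 8.56e-19, same edgeR test). The set of YAP and TAZ targets was nonetheless higher in untreated *siANGPTL4* cells, by a median of 0.53 (16 of 23 genes higher).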

In addition to LPL and HL, ANGPTL4 also inhibits EL^52^. Due to the presence of EL and GPIHBP1-anchored LPL on the luminal surface, ECs also participate in vascular lipolysis, FA uptake, and trans-endothelial transport to parenchymal tissues^33,34^. However, the effect of EC ANGPTL4-mediated regulation of lipolysis on EC functions and angiogenesis remains unexplored. Our findings show that in the absence of ANGPTL4, EL activation increased lipid uptake and oxidation while reducing glycolysis and angiogenic responses in vitro. This might be due to excess citrate generated from FAO, which can inhibit the rate-limiting glycolytic enzyme PFK^53^. Our metabolomics data align with this, indicating higher citrate levels in ECs lacking ANGPTL4, associated with reduced PFK activity, impaired glycolysis, and defective angiogenic responses. Our results are consistent with previous studies showing that reduced EC glycolysis can decrease angiogenic responses and reduce metastasis, at least in part by promoting tumor vessel normalization^50,71^. Increased free fatty acids (FFA) have been reported to reduce EC activation and angiogenesis^42,70^. On the other hand, absence of endothelial CPT1α has been described to cause vascular sprouting defects due to reduced proliferation without affecting migratory responses. Furthermore, inhibition of FAO, using etomoxir, led to similar results, while overexpression of CPT1α produced the converse effects^72^. The primary distinction with our current findings lies in the forced increase in FAO caused by the enhanced FA uptake resulting from increased lipolysis in the absence of ANGPTL4. This surge of FA uptake and oxidation counteracts glycolysis, potentially affecting both the proliferative and migratory responses of EC^50^. However, the report of Schoors et al. is related to basal FAO-derived carbons for angiogenesis. In their setting, there were no changes in FA uptake, while glycolysis was not altered^72^. 

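The lipid metabolism genes labelled in Fig. 6c, of which 7 were tested, had a median log2 fold change in *siANGPTL4* against NS cells of 1.08 with DMSO, with 7 called higher by edgeR, and 0.90 with XEN445, with 6 called higher. Their interaction of siRNA and XEN445 had a median of −0.23, with 5 negative and 2 positive and 0 called. The genes of FA activation and β-oxidation had medians of −0.18 with DMSO (adjusted p = 0.379, cameraPR on edgeR's statistics, and 0.401 with the replicate block) and −0.36 with XEN445 (adjusted p = 0.0599, same test, and 0.0712 with the block). The latter passed when all genes with at least 1 count were kept (median −0.42, adjusted p = 0.00782, cameraPR on edgeR's statistics). Within *siANGPTL4* cells, XEN445 shifted the median of these genes by −0.10, with 24 lower and 4 higher (adjusted p = 0.00325, cameraPR on edgeR's statistics, and 0.00344 with the replicate block). Within the same cells, the glycolysis genes rose by a median of 0.56 (adjusted p = 6.4e-12, cameraPR on edgeR's statistics, and 1.39e-11 with the replicate block).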

RNA-seq data revealed that XEN445 partially rescued glycolysis-related gene signature and normalized lipid and FA metabolic gene signatures in ECs lacking ANGPTL4. This effect was accompanied with a partial rescue of the angiogenic gene signature and the capacity to utilize glucose, reflecting partial normalization of angiogenesis both in vitro and in vivo. Although it’s unclear if FAs directly influence the observed gene expression changes, they might exert their effects indirectly via FOXO or YAP1/TAZ pathways. Alternatively, increased FFA in ECs may act as peroxisome proliferator-activated receptor (PPARα) ligands, potentially contributing to maintaining quiescent, non-activated states, as seen in inflammatory activation^73^.

Together, our data suggest that EL-mediated enhanced lipolysis and FA uptake modulates EC metabolism. Normalizing EC metabolism after *ANGPTL4* KD rescued to some extent the angiogenic defects observed in vitro, highlighting how EC-derived ANGPTL4 maintains the cellular metabolic homeostasis required for angiogenesis. However, it remains unclear whether ANGPTL4 also regulates angiogenic function in ECs by binding to a specific receptor to exhibit its downstream signaling, or as an intracellular modulator of different signaling cascades. Alternatively, whether these actions are regulated in conjunction with our newly described metabolic effects.

Recent studies have shown that ECs not only transport FAs to parenchymal cells but also use them for ATP generation and biomass production^35,36,74^. Following lipase-dependent TG hydrolysis, FAs are taken up by ECs via different FA transporters including CD36^35–37^. Interestingly, prior work has an inverse correlation between the expression of ANGPTL4 and CD36^75^, whereby  CD36 in EC acts as a gatekeeper for parenchymal cell FA uptake^35^. Excess FA retention in EC might affect the EC function, particularly glycolytic metabolism and subsequent angiogenic processes^42,70^, and increased CD36 expression is correlated with decreased angiogenesis^76^. Consistent with these findings, we noticed increased FA uptake and retention in cancerous cells as well as in tumor-associated ECs of *Angptl4*^*iΔEC*^ mice. Moreover, inhibition of lipase activity by XEN445 or GSK264220A decreased lipid uptake and normalized the level of CD36 in ECs, suggesting that the effect of ANGPTL4 on lipase activity is, at least in part, responsible for alterations in CD36 levels, though the exact mechanisms require further investigation.

Importantly, anti-angiogenic signaling has been shown to promote FA uptake in ECs by increasing the expression of *CD36* and *LIPG* and negatively regulating the expression of *ANGPTL4*^75^, suggesting that anti-angiogenic signaling can also exert its effects by metabolic regulation^24^. Interestingly, we observed that depletion of ANGPTL4 in ECs reduces the expression of VEGFR2 and diminishes VEGF-mediated activation of ERK1/2 signaling and downstream angiogenic responses. On the contrary, another study that evaluated the paracrine effect of ANGPTL4, on EC expressing ANGPTL4, showed that ANGPTL4 negatively regulated P-Y1175-VEGFR2/ERK1-2 signaling impacting EC-cell junction patterning^61^. Nevertheless, our data suggest that EC-derived ANGPTL4 may exert its pro-angiogenic function in an autocrine cell-autonomous manner by inhibiting local lipase activity. However, the absence of mouse-specific antibodies hinders a complete understanding of how different secreted forms of ANGPTL4 may interact with endothelial ANGPTL4 in regulating angiogenic responses, which could help reconcile previous work examining paracrine actions of different ANGPTL4 forms in EC functions.

In cell-based activity assays, ANGPTL4 has been shown to inhibit EL^52^. However, genetic mimicry analysis in humans does not support EL inhibition by ANGPTL4 in regulating circulating lipids^77^. Our in vitro studies support the idea that ANGPTL4’s effects on EC metabolism and angiogenesis are largely mediated through its inhibition of EL, which is highly expressed in human ECs. Nevertheless, the absence of endothelial ANGPTL4 may enhance tumoral lipid uptake, potentially due to increased lipase activity in the tissue. It’s essential to consider that some of these effects might also be mediated by the lack of LPL inhibition within the activated vasculature of the tumor, as a pan-lipase inhibitor also reduced FA uptake in tumor-associated ECs. Interestingly, we found no effect on lipid uptake from triolein in WAT or the liver, suggesting that the contribution of endothelial ANGPTL4 to lipase inhibition (LPL or EL) in these tissues, that are not under angiogenic activation, could be considered residual when compared to ANGPTL4 from adipocytes and hepatocytes^12,14,15,78,79^. Accordingly, we found that circulating lipid levels were not affected in *Angptl4*^*iΔEC*^ mice. While EL has been known to regulate VLDL and LDL metabolism in both humans and mice, it primarily influences HDL metabolism. Thus, one would expect that the absence of endothelial ANGPTL4 would affect HDL levels to some extent. However, studies in mice have shown inconsistent results regarding the impact of ANGPTL4 on HDL-C^80^. Plasma HDL levels are not altered by ANGPTL4 deletion in mice. Furthermore, human carriers of ANGPTL4 E40K showed increased plasma HDL levels rather than decreased^81^. Since our experiments were performed in animals under chow feeding, it remains to be investigated the participation of endothelial ANGPTL4 in metabolic pathophysiological conditions such as adipose tissue expansion under high fat diet feeding that requires an angiogenic activated endothelium^82^.

Previously, it has been demonstrated that activation of *LIPG* in breast cancer cells promotes extracellular lipid uptake and facilitates tumor growth and progression^83^. In a similar line, we also observed increased expression of *LIPG* and corresponding lipase activity after silencing of *ANGPTL4* in ECs, but in our case, we found reduced angiogenesis and tumor growth. On the other hand, *LPL* gene deficiency increases cancer risk. Interestingly, tumor-suppressive effects of LPL inducers, such as PPAR ligands, NO-1886, and indomethacin, have been demonstrated in animal models^84^.

Altogether, our studies indicate that in pathological angiogenic conditions, ANGPTL4 is stimulated in ECs to maintain local lipase inhibition, thus diminishing FA utilization and activating a glycolytic state that supports angiogenesis. Our study highlights the importance of maintaining the balance between FA and glucose metabolism for EC quiescence and angiogenesis^39,40,68^. It is nowadays increasingly accepted that manipulation of EC metabolic pathways alone (even without changing angiogenic signaling) alters angiogenic responses and can underlie the excess formation of new blood vessels in tumors^24^. Our results indicate that EC-derived ANGPTL4 is required for maintaining metabolic homeostasis, not only regarding lipid uptake and transport but also regarding intracellular EC bioenergetics for neovascularization. Our study opens the door to exploring endothelial ANGPTL4 as an EC-metabolism-focused therapeutic avenue to target pathological angiogenesis.

## Methods

### Mice

Experiments were conducted under the ethical guidelines and protocols approved by IACUC (Institutional Animal Care and Usage Committee) in Yale University School of Medicine (Animal protocol, 2022-116576). To generate inducible endothelial-specific *Angptl4*–deficient mice, *Angptl4*^*flox/flox*^ mice^12^ were crossed to *Cadh5-Cre*^*ERT2*^ mice^85^ to achieve specific inactivation after tamoxifen (TMX) Cre mediated excision (referred to as *Angptl4*^*iΔEC*^ mice). All mouse strains were in the C57BL6J genetic background. *Angptl4*^*flox/flox*^ mice (hereafter referred to as WT mice) are also injected with TMX. For analysis at postnatal day (P) 6 neonates, 50 µg of TMX was injected i.p. on three consecutive days, P1-P3 as previously described^86^. For adult angiogenesis/tumor progression studies, *Angptl4* KO was induced in EC via 5 consecutive i.p. daily injections of tamoxifen (100 mg/kg) to 4-week-old mice^86^. Genotype of *Angptl4*^*flox/flox*^ mice was verified by PCR using ERT2 primers and primers flanking the 5′ homology arm of the *Angptl4* gene and LoxP sites from the tail-extracted DNA. KO efficiency was verified in endothelial cells by sorting different cell populations (CD45^-^CD31^+^-ECs; CD45^+^ CD31^-^ -lymphocytes, CD45^-^CD31^-^ - parenchymal cells) followed by RT-qPCR, using primers that expand exon 5 (Primers sequences in Supplementary Table 1). All mice were housed in a barrier animal facility with a constant temperature and humidity in a 12-h dark/light cycle. All mice were fed with a standard chow diet (CD) and water and food were provided *ad libitum*. Both male and female mice were used since no sex-specific differences were observed.

### Cell culture and treatments

HUVECs were obtained from the tissue culture core laboratory of the Vascular Biology and Therapeutics Program (Yale University, New Haven, CT) and cultured in M199/EBSS medium supplemented with 20% FBS) and EC growth factor (ECGS, 1:200) (Gibco), as described^86^. When required, cells were treated with lipase inhibitor XEN445 (10μM) (Cyman Chemicals) or GSK264220A (10μM) (Tocris) for indicated time points. Equivalent volume of DMSO was used as a vehicle control. In some instances, cells were treated with 50 ng/ml VEGFA (R&D Systems, Cat# 293-VE-010/CF), 100 μM CoCl2 or 50 μM Etomoxir (Sigma) for indicated time points. LLC (Cat# CRL-1642) and B16F10 (Cat# CRL-6475) cells were purchased from ATCC and were used for tumor growth studies, were cultured in DMEM (Corning), with 10% FBS (Corning), 1% GlutaMAX (Gibco), and 1% antibiotic/antimycotic (Corning).

### Transfection with siRNAs

HUVECs (2 ×10^5^/well) were plated in 6-well plates in above indicated media. Cells were allowed to adhere overnight. siRNA-mediated knockdown of ANGPTL4 and/or LIPG was performed using sets of four SMARTpool siRNAs (Dharmacon). Transfection was carried out using RNAiMAX (Life Technologies). Briefly, prior to transfection, the medium was replaced with fresh, serum-reduced Opti-MEM. The cells were incubated in this transfection medium (OptiMEM containing siRNA and RNAiMAX) for 6 h. Afterwards, medium was switched back to the standard HUVEC culture medium containing 20% FBS. Cells were then incubated for varying durations, ranging from 24 to 96 h, although most experiments were conducted 60 h post-transfection (highly efficient gene silencing). Non-silencing (NS) siRNAs were used as control. Knockdown efficiency was evaluated by qRT-PCR, ELISA or immunoblot. siRNA information in Supplementary Table 2.

### Generation of Tumor cell line depleted of ANGPTL4

Stable knockdown for *Angptl4* was obtained by lentiviral mediated transduction of specific shRNAs against *Angptl4* (Horizone Discovery, Supplementary Table 2) in LLC cells and selected in puromycin^87^. Knockdown efficiency of *Angptl4* was evaluated by qRT-PCR for *Angptl4*.

### ANGPTL4 elisa

ANGPTL4 levels in HUVECs culture media or in cell lysate were determined using a commercially available ELISA kit (Human Angiopoietin-like 4 DuoSet ELISA, R&D Systems, Cat #DY3485). At the indicated post-transfection times, medium was collected, centrifuged to remove floating cells, and stored at 4 °C. Cells were washed with PBS and lysed in lysis buffer (see below) containing protease inhibitors and stored at −80 °C. 100 μL of undiluted medium or 25 μL cell lysate were used respectively for ELISA detection. Optical density (OD) was measured with a SpectraMax microplate reader (Molecular Devices) with absorbance set at 450 nM and 540 nM. ANGPTL4 levels were normalized total protein content and expressed as ng/ml/mg protein.

### Collection of ANGPTL4 enriched and depleted conditioned medium

To obtain conditioned media from HUVECs enriched or depleted of ANGPTL4 (hypoxia-induced in NS Ctrl HUVECs or hypoxia-induced siANGPTL4 HUVECs, respectively), cells were transfected with either NS or siANGPTL4 as above indicated. After transfection, cells were incubated in a hypoxic incubator set at 1% O_2_ balanced with N_2_ for 48 h. Media was collected and stored. Enrichment of ANGPTL4 was determined by ELISA.

### RNA isolation and quantitative real-time PCR

Total RNA from transfected cells or from the tissues was isolated using TRIzol reagent (Invitrogen) according to the manufacturer’s protocol. cDNA was prepared using iScript RT Supermix (Bio-Rad), as per manufacturer’s instruction. Quantitative real-time PCR (qRT-PCR) was performed using EvaGreen Supermix (BIORad) on an iCycler Real-Time Detection System (BIORAD). The mRNA levels were normalized to 18 S rRNA. Primers sequences in Supplementary Table 1.

### RNA-sequencing

Total RNA was isolated from HUVECs that were transfected with NS or siANGPTL4 and treated with or without CoCl_2_ or lipase inhibitor XEN445, using Qiagen’s RNeasy kit. The purity and integrity of the RNA samples was analyzed using a Bioanalyzer (Agilent Technologies) at Yale Center for Genomic Analysis (YCGA). RNA (500 ng) was purified with oligo-dT beads and cDNA library is end-repaired, and A-tailed using a Kapa mRNA Hyper prep kit (Cat# KK8581, Wilmington, MA). Indexed libraries quantified by qRT-PCR using a commercially available kit from Kapa DI Adapter Kit (Cat# KK8722, Wilmington, MA) and insert size distribution determined with the LabChip GX or Agilent Bioanalyzer. Samples are sequenced using 100 bp single or paired-end sequencing on an Illumina HiSeq 2500 according to Illumina protocols. Primary analysis - sample de-multiplexing and alignment to the human genome - was performed using Illumina’s CASAVA 1.8.2 software suite.

### Analysis of RNA-sequencing data and pathway analysis

Paired-end reads were imported into Partek Flow (Copyright ©; 2018 Partek Inc., St. Louis, MO, USA) and validated to have an average read quality >35. Reads were aligned to the *Homo sapiens* genome assembly GRCh38 (hg38) with the STAR aligner and annotated with Ensembl in Partek Flow software. Raw FASTQ files and processed data (aligned and annotated raw gene counts) are available at Gene Expression Omnibus (GSE211128). After post-alignment QA/QC validation that percentage of aligned reads was >90%, total counts per gene were quantified and resultant gene count table imported into R for further analysis. Genes with more than ~50 counts in at least three samples were included, and subsequent quality control and differential analysis were performed with edgeR-limma-voom as described (https://www.ncbi.nlm.nih.gov/pmc/articles/PMC4937821/, https://genomebiology.biomedcentral.com/articles/10.1186/gb-2014-15-2-r29). For downstream analysis, significance was determined with Limma’s decideTests function with a Log2 Fold Change of greater than 0.5 and a Benjamini-Hochberg False Discovery Rate of less than 0.05. Pathway analysis, both KEGG (10.1093/nar/28.1.27, 10.1093/nar/gkaa970, 10.1002/pro.3715) and Gene Ontology (https://www.ncbi.nlm.nih.gov/pmc/articles/PMC3037419/, https://pubmed.ncbi.nlm.nih.gov/33290552/) were used to categorize genes. Heatmaps were generated with the heatmap.2() function in gplots.

### HUVEC proliferation, viability and apoptosis assays

To test proliferation, 24, 48, 72, or 96 h post-transfection HUVECs were collected, and cell number was assessed by using a hemocytometer^86^. Viability was further determined by Trypan blue dye exclusion. A flow cytometry based EdU incorporation assay was also performed to assess new DNA synthesis as a proxy for cell proliferation using ClickIT-EdU cell proliferation kit (ThermoFisher, Cat#C10632,). At the indicated times post-transfection, cells were incubated with EdU (10μM) for 3 h before collection and further processed according to the manufacturer’s instructions. To measure viability, 48 or 72 h post-transfection, cells were collected and stained with CCK8 cell viability dye (Cell viability assay kit, Sigma), absorbance recorded at 450 nm. To determine apoptosis, Annexin V apoptosis detection assay kit (ThermoFisher, Cat#88-8005-74) by flow cytometry BD LSRII (BD Biosciences)^88^.

### Senescence-associated β-galactosidase staining

We used senescence-associated β-galactosidase staining kit (Cell Signaling Technology, Cat#9860 S). To quantify the staining, we selected four representative microscopic images for each sample. HUVECs were exposed to 100 µM of hydrogen peroxide (H_2_O_2_) for 3 h (positive control). Imaging was conducted on an Invitrogen EVOS microscope equipped with a 10x objective lens. The images were subsequently analyzed and quantified using Fiji/NIH ImageJ software (National Institutes of Health).

### Western blot analysis

At the indicated times, whole-cell lysate isolation and western blot was performed^86,88^. Membranes were probed with the respective primary antibodies (anti-Phospho-AMPKα, AMPKα, Phospho-p44/42 MAPK, p44/42 MAPK, VEGF Receptor 2, Hexokinase II, LDHA, PFKP, PKM2, PDH, ACSL1 (Cell Signaling Technology), (anti-LIPG, Origene), anti-HSP90 (BD Biosciences), anti-CPT1A (Abcam) and anti-CD36 (Proteintech) (all antibody dilution 1: 1000) at 4^o^C overnight. Membranes were washed with TBS-T followed by incubation with appropriate secondary fluorophore-conjugated antibodies (Invitrogen). Protein bands visualized using the Odyssey Infrared Imaging System (LI-COR Biotechnology), and densitometry performed using ImageJ. Antibody information in Supplementary Table 3.

### HUVEC cord formation assay

After 60 h of *ANGPTL*4 silencing, HUVECs (70 ×10^3^ cells/well) were cultured in a 24-well tissue culture plate coated with 250μl of Growth Factor Reduced Matrigel (BD Biosciences)^89^.

### HUVEC cell migration assay

A trans-well cell migration assay was performed using the 24-well trans-well chamber system (8 μm pore size, Costar, # 3422)^86^. 60 h post-transfection (75000 cells) were plated onto the inserts (upper side) coated with 0.1% gelatin. The bottom chambers were filled with M199/EBSS medium containing either BSA, VEGF (50 ng/ml) or FBS (20%) and allowed the cells to migrate through the inserts for 6 h, then fixed with 4% PFA followed by staining with eosin (Dip-stain solution II, #VDB-016) and methylene blue solution (Dip-stain solution III, #VDB-016). Cells that were migrated to the outer side of inserts were photographed and total number of cells was counted.

### HUVEC sprouting assay

The sprouting angiogenesis assay was performed in HUVECs upon silencing *ANGPTL4*^44,86^. 24 h post-transfection, cell media was changed to EGM-2 (Lonza CC-3162). The following day, 1×10^6^ HUVECs were mixed with 2500 beads in EGM-2 medium for 4 h at 37 °C. Coated beads were resuspended in fibrinogen solution (2.0 mg/mL fibrinogen, 0.15 Units/mL of aprotinin) at a concentration of ~200 beads/mL. 0.625 Units/mL of thrombin was added to each well of a 24-well plate and then 0.5 mL of the fibrinogen/bead suspension was added to each well. HUVECs were allowed to undergo morphogenesis for 2-3 days. Beads were then permeabilized in 0.5% Triton-X 100 for 2 h at room temperature, followed by incubation with Alexa Fluor™ 594 Phalloidin (Invitrogen) and DAPI for 3 h at RT. Sprout and branch morphology was analyzed in ImageJ. Sprouts were defined as vessels with at least one nucleus separated from the bead, and branches were defined as vessels with a separate nucleus that originate from an existing sprout.

### Mouse lung endothelial cell isolation and immortalization

MLECs were isolated^86,90^, from three pairs of lungs dissected from 3-4 weeks-old wild-type WT or *Angptl4*^*iΔEC*^ mice). Freshly isolated lung tissue was minced with scissors and allowed to digest at 37 °C with 2 mg/mL ≈ 175 u/mg Type I collagenase (Sigma) for 1 h. Lung tissue was further subjected to mechanical disruption by passage ≈ 12 times through a 14-gauge needle and filtration through 70μm steel mesh. ECs were immuno-isolated using sheep anti-rat IgG–coated magnetic beads precomplexed with anti-PECAM-1 antibody (Pharmingen). After 2-3 days, cells were immortalized and re-immunoselected with PECAM-1 magnetic beads. Cells were propagated in EGM-2 media supplemented with EGM-2 microvascular (Lonza).

### Mouse retina vascular system analysis

For retina staining, procedures were followed as we described^86,90^. Briefly, retinas were dissected out and stained for 2 h in a 1:50 solution of Isolectin-B4-647 (Life Technologies), followed by mounting and imaging on a confocal microscope. Retinal area and vascular density were assessed using ImageJ^86^.

### Matrigel plug assay

For Matrigel plug angiogenesis assay, male mice (24 weeks old) were subcutaneously implanted with 500 μl of Matrigel containing heparin (0.1 mg/ml), FGF (50 ng/ml), and VEGF (50 ng/ml)^91^ (R&D systems, Cat# 3139-FB-025/CF, 493-MV-005/CF). After 7 days, mice were euthanized, and plugs were excised and photographed. Hemoglobin content in the plugs was determined via spectrophotometer^92^. For the analysis of vasculature, Matrigel plugs were fixed in 4% paraformaldehyde for 24 h, and paraffin-embedded and sectioned onto poly L-Lysine coated slides. Slides processed and incubated with Isolectin GS-IB4, Alexa Fluor 647 (Invitrogen) for 2 h at RT and counterstained and mounted with ProLong gold containing DAPI (Invitrogen). Images for microvessel structures were taken with a fluorescence microscope (EVOS, Life Technologies).

### Tumor growth, angiogenesis, EdU incorporation and tumor permeability analysis

LLC and B16F10 cells were injected subcutaneously into the dorsal flank of 8- 10-week-old female mice^46,86,90^. Tumor growth was monitored by measuring the length and width of the tumor using a caliper, and tumor volume was determined by: volume = 0.52 × (width)^2^ × (length). All mice were euthanized when tumor reached approximately 1 cm^3^, and tumors were collected and weighed. Tumors were cut into 5 mm pieces and fixed in 4% PFA on ice for 4 h, followed by overnight incubation in 30% sucrose solution, then embedded in OCT and frozen for immunofluorescence analysis. For EdU incorporation, mice were intravenously injected with 0.1 ml of EdU (10 mg/kg) and 6 h later, mice were euthanized, and tumors were collected and prepared as above indicated. The incorporated EdU was detected by a ‘click-It reaction’ with Alexa Fluor 647 according to the manufacturer’s instructions (ThermoFisher, Cat# C10340), see below for detailed analysis. To determine vascular permeability, mice were intravenously injected with 100μl FITC-Dextran (70 kDa or 4 kDa, 25 mg/mouse)^93^. Extracellular vascular FITC-Dextran fluorescence was analyzed by a fluorescence microscope. Vascular permeability was also assessed by administering Evans Blue (EB) dye as described^94^. An 1% Evans Blue solution saline (100μl/mouse) was injected intravenously. One hour after injection, the mice were euthanized, and tumor tissues were harvested and weighed. The EB dye was then extracted by immersing the tissues in formamide and incubating them at 55 °C overnight. The concentration of EB in the tumor was quantified using spectrophotometric measurements at 620 nm and normalized to the total weight.

### Immunofluorescence staining

Tumors were excised from WT and *Angptl4*^*iΔEC*^ mice and prepared as above indicated. Serial sections of the tumor were cut (5 μm thickness) with a cryostat and mounted on poly L-lysine-coated slides (ThermoFisher). Slides were permeabilized with 0.1% Triton X100 in PBS for 10 minutes and blocked in 20% FBS in PBS. For immunostaining, antibodies for CD31 (BD, clone:MEC13.3, Cat# 5502730 was used to detect vessel structures, and anti-Ki67 antibody (R&D) was used to detect proliferating cells. For detecting pericyte coverage, antibodies for NG2 (Invitrogen, clone: 546930, cat# MA5-24247,) and αSMA (Invitrogen, Cat#50-9760-82) were used along with CD31-PE (BD, clone:MEC13.3, Cat #102406). Nuclei were counterstained using ProLong gold containing DAPI (Invitrogen, Carlsbad, CA). For determining EC cycling, EdU and ERG co-staining was performed using anti-ERG antibody (Abcam, Cat# ab92513). Sections were visualized under a fluorescence microscope (EVOS, Life Technology). 3 sections per sample were analyzed and 2-4 images were captured from random areas of each tumor section. Microvessel density was quantified by measuring the CD31^+^ vessel-like structures per sample per area. The values per area of individual images were then averaged to obtain the mean value per area-fraction for each tumor. For quantifications ImageJ was used. Antibody information in Supplementary Table 3.

### Single-cell sorting of mouse lung ECs

Tissue homogenates (lung and tumor) were stained with the following antibodies: anti-mouse CD45 (eBioscience, clone 30-F11, #13-0451-82), anti-mouse CD31-PE, as above. For flow cytometry, live cells were gated by staining with LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (Invitrogen, Cat# L23105,). All antibodies were titrated to determine optimal signal-to-noise separation and minimize background fluorescence. The gating strategy was set up using Fluorescence Minus One (FMO) controls. (Antibody information is in Supplementary Table 3). ECs were identified and sorted as CD45^-^CD31^+^ cells using BD FACS Aria (BD Biosciences)^46,88^ for RNA isolation to determine *Angptl4* levels via qRT-PCR, as described above. All flow cytometric analyses were performed using a BD LSRII (BD Biosciences).

### Glucose utilization and lactate secretion assay

Cells (3 × 10^5^) were cultured in M199/EBSS medium containing 5 mM glucose. After 24 h, medium was replaced with respective medium containing VEGFA or CoCl_2_ for 24 h, and residual glucose present in the spent medium was monitored using a GOD-POD-based glucose assay kit (Biovision). Consumed glucose was estimated by subtracting the remaining glucose in the medium from the initial concentration in control medium (90 mg/dL). Lactate was measured by using a commercially available lactate assay kit (Biovision) according to the manufacturer’s protocol. Values were normalized to total number of cells.

### Oxygen consumption (OCR) and extracellular acidification rate (ECAR) measurements with Seahorse

ECAR and OCR were measured using an XFe96 extracellular flux analyzer (Seahorse, Agilent). Basal ECAR was measured by subtracting the ECAR rate after treatment with 50 mM 2-deoxyglucose (Sigma). Maximum ECAR rate was measured by subtracting the rate after 2-deoxyglucose treatment from the rate after treatment with 1 μM oligomycin A. Basal respiration was determined by subtracting the OCR values after treatment with 1 μM antimycin A (Sigma) and 1 μM rotenone (Sigma). ATP-coupled respiration was measured by treatment with 1 μM oligomycin A (Sigma) and subtracting oligomycin A OCR values from basal respiration.

### Acetyl CoA assay

Acetyl CoA levels in the HUVECs upon silencing ANGPTL4 was determined by commercially available assay kits (Sigma, USA) according to the manufacturer’s instructions.

### NAD^+^/NADH assay

NAD/NADH levels in the HUVECs upon silencing ANGPTL4 was determined by commercially available assay kits (Cayman, USA) according to the manufacturer’s instructions.

### Enzyme (PFK and HK) activity assay

Enzyme activity was analyzed in cells post transfection and treatments^95^. HUVECs cultured under desired experimental conditions were homogenized in a hypotonic potassium phosphate buffer (20 mM, pH7.5) containing protease inhibitor cocktail (Roche). PFK activity was determined by an enzyme-coupled reaction method. The enzyme reaction was performed in Tris-Cl buffer (50 mM, pH 8.0) containing ATP (0.1 mM), MgCl_2_ (3.3 mM), NADH (0.1 mM), glyceraldehydes-3-phosphate dehydrogenase (1U/ml), aldolase (1U/ml), triose phosphate isomerase (6 U/ml). The reaction was started by adding 3.3 mM fructose 6-phosphate and absorbance was recorded at 340 nm at every 30 s for 10 min. For analyzing HK activity cell lysate was added to the assay buffer (100 mM KCl, 250 mM MgCl2, 10 mM ATP, 50 mM EDTA, 100 μM glucose, 1U G6PDH and 10 mM NADP). Increase in the absorbance (340 nm) was followed every 30 s for 10 min using a spectrophotometer (SpectraMAX, Molecular Devices) under constant temperature (37 °C). The values were normalized to protein content.

### Uptake of fluorescently labeled glucose and FA

Uptake of glucose and FA in ECs were analyzed by using fluorescently labeled probes: 2NBDG and Bodipy-Fl-C16 respectively according to the manufacturer’s instructions. After the indicated incubations conditions, cells were treated with 100μM of 2NBDG (ThermoFisher, Cat# N13195) or 1μM of BODIPY-FL-C16 (ThermoFisher,Cat#D3821) for 30 min at 37^°^C. Cells were washed with PBS, and the uptake of these probes was analyzed by flow cytometry. For in vivo analysis of FA and glucose uptake in ECs, mice were given 2NBDG or BODIPY-FL-C16 either intravenously or orally for 1h^96^. Fluorescence of 2NBDG or BODIPY-FL-C16 in ECs was analyzed either by flow cytometry of single-cell suspensions prepared from different tissues or by the immunofluorescence microscopy of the frozen sections of tissues co-stained with anti CD31-PE antibody (BD Bioscience). FACS Gating strategy is in Supplementary Fig. 12.

### Metabolic flux and enrichment studies using MIMOSA (mass isotopomer multiordinate spectral analysis)

MIMOSA analysis was performed to determine the metabolic flux and enrichment of metabolites from glycolysis and the TCA cycle from [U-^13^C_6_]-glucose^51^. At the indicated time post-transfection, cells were quenched by washing with ice-cold PBS and collected in 150 μl of an ice-cold metabolite extract solution (20% methanol, 0.1% formic acid, 3 mM NaF, 100 μM EDTA, and 1 mM phenylalanine. Metabolite concentrations and ^13^C-enrichments were determined by mass spectrometry using a SCIEX 5500 QTRAP equipped with a SelexION for differential mobility separation (DMS). Samples were injected onto a Hypercarb column (3μm particle size, 3×150 mm, ThermoFisher) at a flow rate of 1 mL/min, using a Shimadzu high-performance liquid chromatography (HPLC) system. Metabolites were eluted with a combination of aqueous (A: 15 mM ammonium formate and 10uM EDTA) and organic mobile phase (B: 60% acetonitrile, 35% isopropanol and 15 mM ammonium formate) according to the following gradient: t = 0 min, B = 0%; t = 0.5 min, B = 0%, t = 1 min, B = 40%; t = 1.5 min, B = 40%; t = 2 min, B = 0%; t = 6 min, B = 0%. Metabolite detection was based on multiple reaction monitoring (MRM) in negative mode using the following source parameters: CUR: 30, CAD: high, IS: -1500, TEM: 625, GS1: 50 and GS2: 55. DMS parameters were DT: low, MD: 2-propanol, MDC: low, DMO: 3 and DR: off, while Separation Voltage (SV) and Compensation Voltage (CoV) were optimized individually for each metabolite in order to maximize signal intensity and isobar resolution. The individual MRM transition pairs (Q_1_/Q_3_) are listed in Supplementary Data 1. Retention times were confirmed with known standards and peaks integrated using El-Maven (Elucidata). The atomic percent excess (APE) was calculated using Polly interface (Elucidata) and corrected for background noise and for natural abundance. All measured metabolites in each sample were normalized by total protein content (Supplementary Data 1).

### Triglyceride lipase and phospholipase A1 activity assay

Total lipase activity in either culture medium or post-heparin plasma was measured by incubating samples with 10% Intralipid/[^3^H] Triolein emulsion as a substrate^97^. For the analysis of heparin-releasable triglyceride lipase activity in the tissues or in the cells, cells/tissue were homogenized in ice-cold PBS containing 2 mg/ml BSA, 5U/ml heparin, 5 mM EDTA, 0.1%SDS and 1% Triton. Homogenates were centrifuged, and supernatant was separated and 100 µl supernatant was mixed with 10% Intralipid/[^3^H]-triolein emulsion for 1 h at 25 °C. Triglyceride lipase activity was normalized to tissue weight or protein concentration from cell lysate. Phospholipase A1 activity was determined using a commercially available assay kit (ThermoFisher, Cat#E10219) according to the manufacturer’s protocol.

### Fatty acid oxidation assay

FA oxidation in HUVECs was determined using [^14^C] palmitate^12^. HUVECs were incubated with reaction mixture (0.5 mmol/L palmitate conjugated to 7% BSA/[^14^C]-palmitate at 0.4 mCi/ml) for 30 minutes. The reaction mixture was then transferred to an Eppendorf tube (1.5 ml), the cap of which housed a Whatman filter paper disc pre-soaked with sodium hydroxide. ^14^[CO_2_] trapped in the filter paper was then released by using 1 M perchloric acid and moderately agitating the tubes at 37 °C for 1 h. Radioactivity adsorbed onto the filter disc was quantified by a liquid scintillation counter.

### Measurement of superoxide generation

Cellular superoxide (O_2_^-^) levels were determined in HUVECs transfected with NS or *ANGPTL4* siRNAs using a fluorescence dye, DHE (ThermoFisher, Cat#D11347), according to the manufacturer’s instructions by flow cytometry.

### Preparation of radiolabeled chylomicron

Mice were fasted for 4 h and then injected with the LPL inhibitor poloxamer (1 g/kg). After 1 h, mice were gavaged with an emulsion mixture containing [^3^H]-triolein (80μCi) and intralipid 20% emulsion oil in 100 μl final volume/mouse. Plasma was collected 3 h after the gavage and the radiolabeled chylomicron fraction was collected through ultracentrifugation^59^.

### Lipid uptake in cells and tissue

Lipid uptake in tissue or in transfected cells was performed by using [^3^H] triolein^14^. Briefly, for tissue lipid uptake, mice fasted for 4 h were orally administered with 100 µl emulsion containing 2µCi [^3^H]-triolein. Organs were harvested 2 h after oral gavage and lipids were extracted with isopropyl alcohol-hexane (2:3). For cells in culture, at the indicated time post-transfection they were starved with serum free-culture medium containing fatty acid-free BSA for 3 h followed by incubation with the emulsion above indicated. The lipid layer was separated, and radioactivity (CPM) of [^3^H]-triolein was analyzed by a liquid scintillation counter.

### Plasma lipid measurements

Blood was collected retro-orbitally from the overnight-fasted (12-16 h) mice, and plasma was separated by centrifugation. HDL-C was separated by precipitation of non–HDL-C, and both HDL-C fractions. Total plasma TAGs and cholesterol were enzymatically analyzed using commercially available kits (Wako Pure Chemicals)^12,14,88^.

### Statistics & reproducibility

Statistical analyses were performed using GraphPad Prism. In vitro experiments include at least >2 technical replicates of 3 different biological replicates. All the data are presented as mean ± SEM. Statistical differences measured using two-tailed unpaired nonparametric t test (Mann–Whitney U test). For multiple groups comparisons, two-way ANOVA was applied. Post-hoc analysis using Tukey’s multiple comparisons. *P*-values below 0.05 were considered statistically significant. Differentially expressed genes of RNA-seq data were identified as described above in RNA-seq data analysis section. The statistical parameters for each experiment can be found in the figure legends. Study details for reproducibility purposes are detailed in Reporting Summary provided with this paper.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE211128. Raw steady state metabolite measurement data can be found in Supplementary Data 1. All other data that support the findings of this study are within the article and its Supplementary Information and Source Data files. Source data are provided with this paper.

# Supplementary material for: Suppression of angiopoietin-like 4 reprograms endothelial cell metabolism and inhibits angiogenesis
**Source:** Nat Commun. 2023 Dec 12;14:8251. doi: 10.1038/s41467-023-43900-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Suppression of Angiopoietin-like 4 Reprograms Endothelial Cell Metabolism and Inhibits Angiogenesis**

Balkrishna Chaube<sup>1,2,3</sup>, Kathryn M Citrin<sup>1,2,3,4</sup>, Mahnaz Sahraei<sup>1</sup>, Abhishek K. Singh<sup>1,2</sup>, Diego Saenz de Urturi<sup>1,2,3</sup>, Wen Ding<sup>1</sup>, Richard W Pierce<sup>2,5</sup>, Raaisa Raaisa<sup>6</sup>, Rebecca Cardone<sup>6</sup>, Richard Kibbey<sup>3,4,6</sup>, Carlos Fernández-Hernando<sup>1,2,3,7</sup> and Yajaira Suárez<sup>1,2,3,7\*</sup>.

Supplementary Figures 1-12 with legends

Supplementary Table 1-3

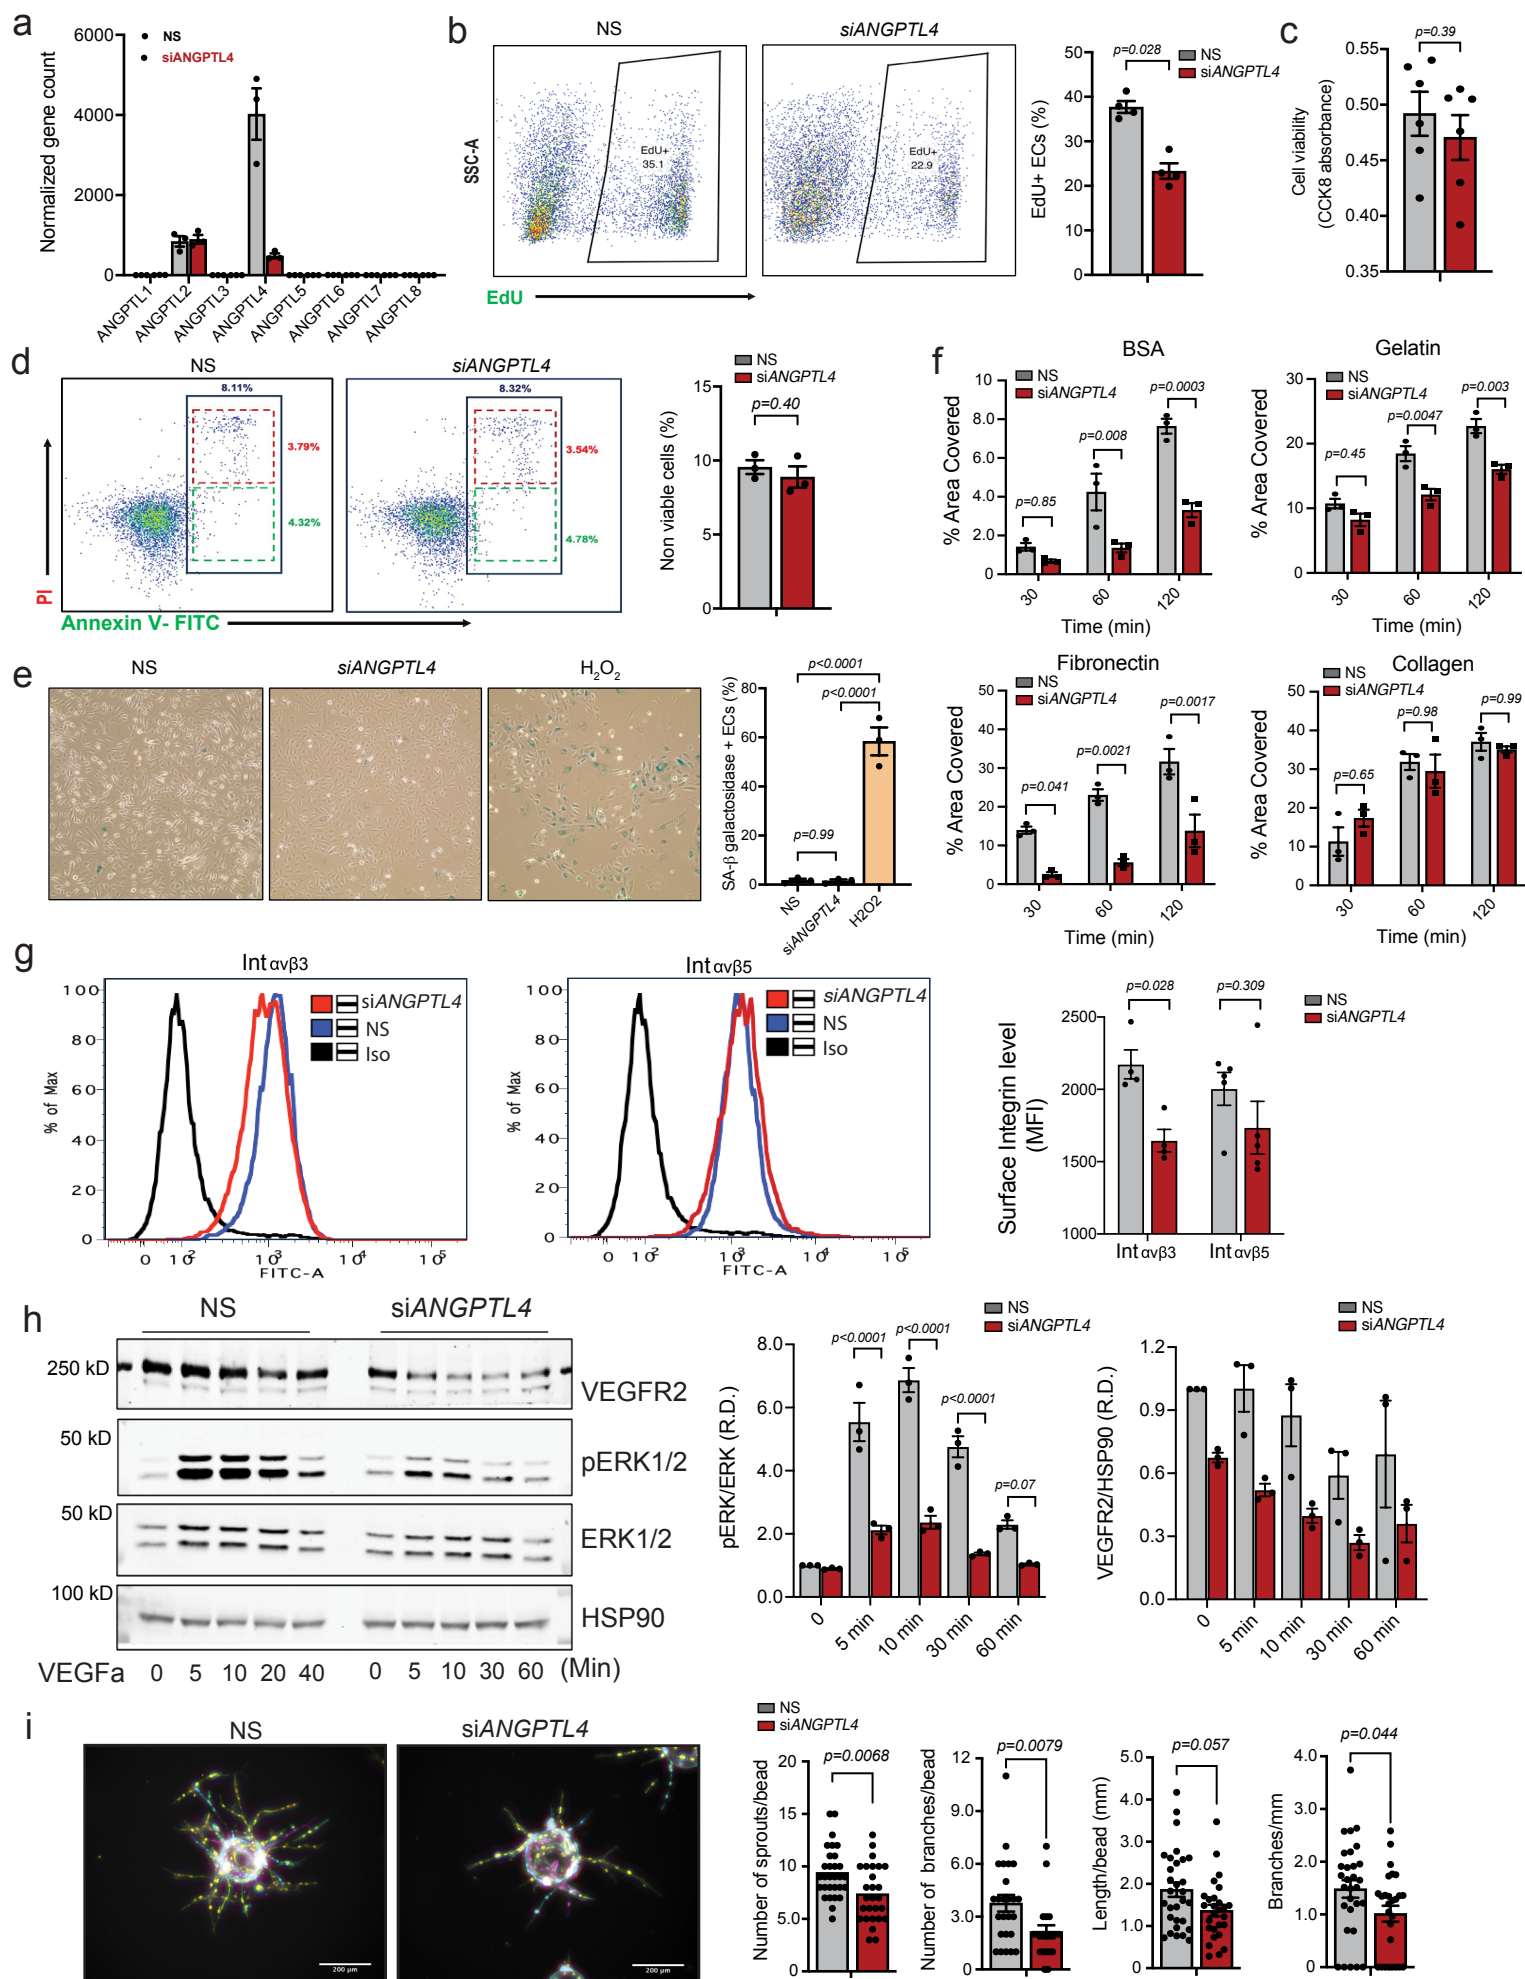

**Supplementary Fig. 1. ANGPTL4 is Required for EC Angiogenic Function *in vitro*.** **a-h**, HUVECs were transfected for 6h with siRNA against *ANGPTL4* or NS control. Cells were harvested 60h post-transfection unless otherwise indicated. **a**, RNAseq analysis as shown in Fig. 1c (n=3 biological replicates). Normalized log2 expression of ANGPTL family genes in HUVECs. **b**, EdU incorporation in HUVECs assessed by flow cytometry at 48h post-transfection. Representative dot plot (left) and the bar graph showing the % EdU positive cells (right). **c**, At 60h post-transfection, cell viability was assessed by measuring the absorbance of CCK8 at 450nm. **d**, Apoptosis in HUVECs was assessed by staining with Annexin V and propidium iodide (PI), by flow cytometry. Right panel displays the percentage of total non-viable cells, which is the sum of both Annexin V+ and PI-Annexin V double-positive cells, for each group. **e**, Senescence-associated  $\beta$ -galactosidase staining was conducted. HUVECs treated with 100  $\mu$ M H<sub>2</sub>O<sub>2</sub> used as a positive control. Representative images show the  $\beta$ -galactosidase staining (left). Right panel displays the quantification of  $\beta$ -galactosidase positive cells. **f**, Cell adhesion was evaluated on glass coverslip coated with indicated matrix protein at the indicated time points. Bar graphs represent %area covered on glass coverslips. **g**, Representative histograms for integrins  $\alpha$ v $\beta$ 3 and  $\alpha$ v $\beta$ 5 surface protein levels as accessed by flow cytometry (Left), M.F.I was used for quantification on the right. (**b-g**) n=3-6 independent experiments as shown, performed in duplicate. **h**, Representative immunoblot images showing the level of VEGFR2, pERK1/2 and ERK1/2. HSP90 was used as a loading control. Right panel shows the densitometric quantitation of indicated immunoblots (Representative blots of 1 experiment out of 3 with similar results). **i**, Representative micrograph showing the 3-D HUVECs sprouting in fibrin gels. Right panels showing the quantitation of different parameters as indicated (Data representative of a single experiment. The dots represent the mean quantification derived from four images per technical replicate). Data are represented as means  $\pm$  SEM. Mann–Whitney U test in (**b-d**) (**e**) (**g**) and (**i**). One-way and two way ANOVA with Tukey's multiple comparisons test in (**e**) and (**f**) respectively. Scale bar, 200  $\mu$ m (**i**). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

a

P7 Retina

WT

*Angptl4*<sup>ΔEC</sup>

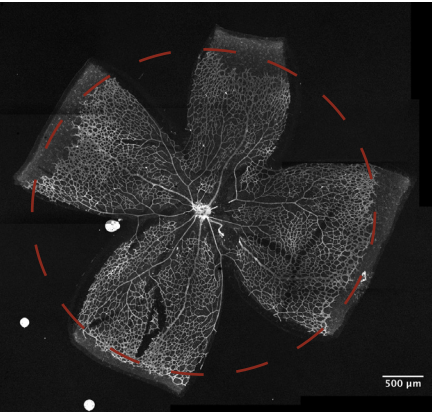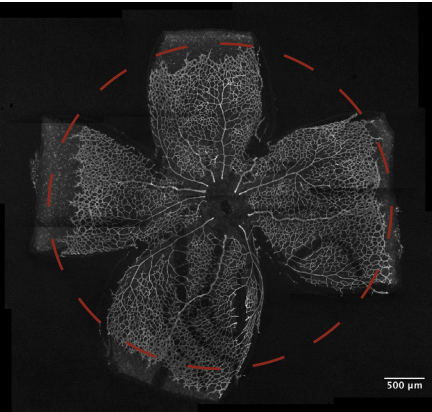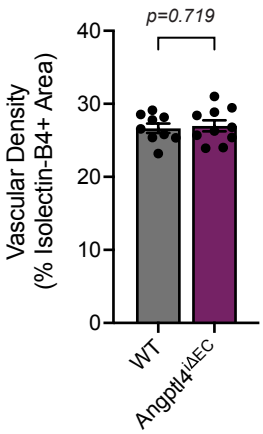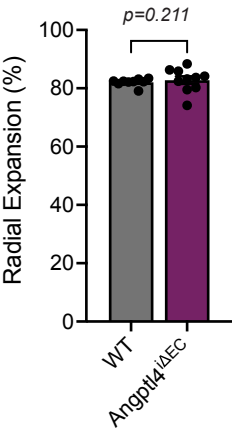

b

P14 Retina

WT

*Angptl4*<sup>ΔEC</sup>

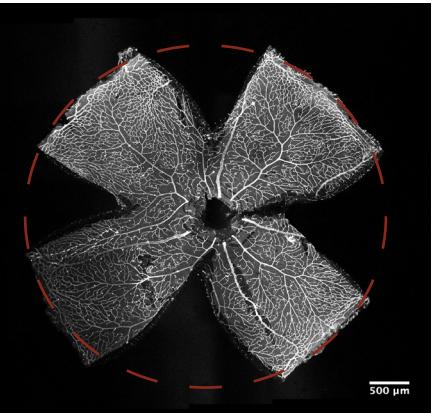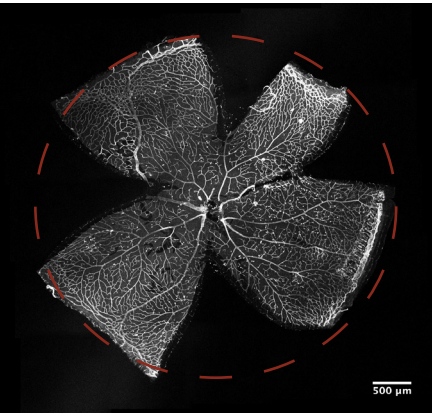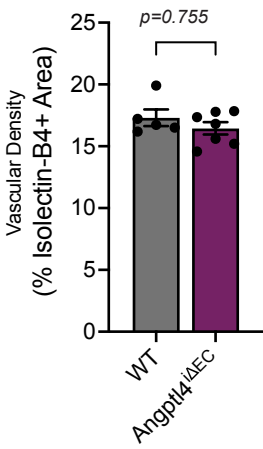

**Supplementary Fig. 2. EC specific deletion of *Angptl4* does not affect physiological retinal angiogenesis.** *Angptl4* deletion on retinal vasculature (mice injected with tamoxifen P1–P3, assessed at P7 and P14). **a**, Retinal whole mounts. Left, representative immunofluorescence of IB4-AF647 staining (grey) in P7 mouse retinas showing no apparent change in vascular density or radial expansion in *Angptl4*<sup>iΔEC</sup> mice (n= 10) as compared to WT mice (n= 9). Right, quantification of vascular density and radial expansion (n= 10 or 9 per genotype, at least 4 images per mouse was quantified). **b**, Retinal whole mounts. Left, representative immunofluorescence staining of IB4-AF647 (grey) in P14 mouse retinas showing no apparent change in vascular density in *Angptl4*<sup>iΔEC</sup> mice (n= 7) as compared to WT mice (n= 5). Right, quantification of vascular density (n= 7 or 5 per genotype, at least 4 images per mouse was quantified). All data are represented as means ± SEM. Student's t test (two-tailed, unpaired, nonparametric) in (**a** and **b**). Scale bars, 500 μm. Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

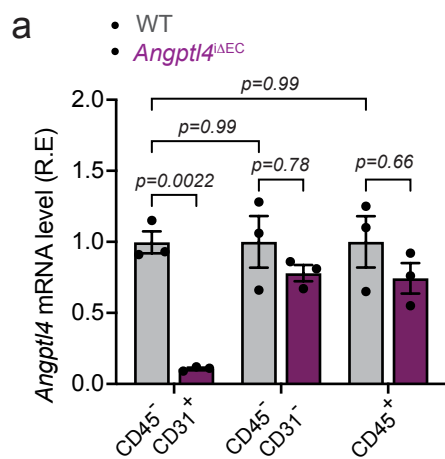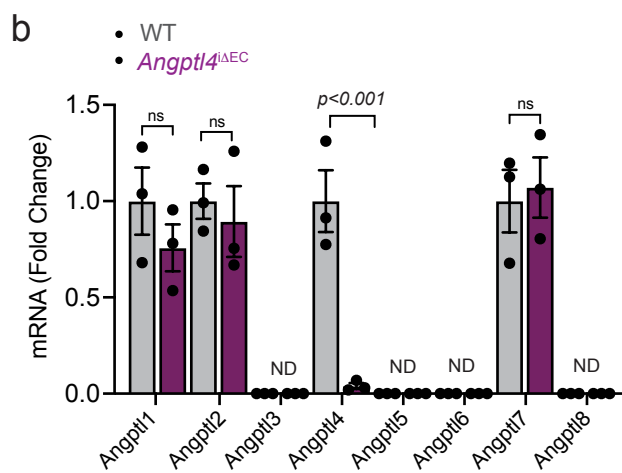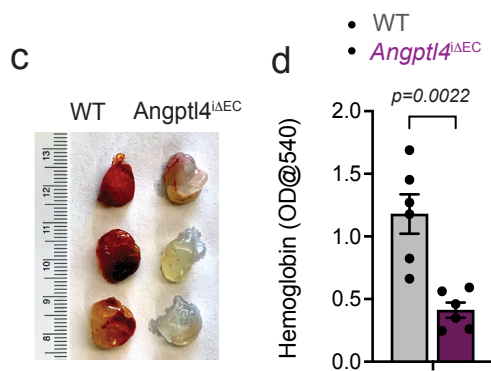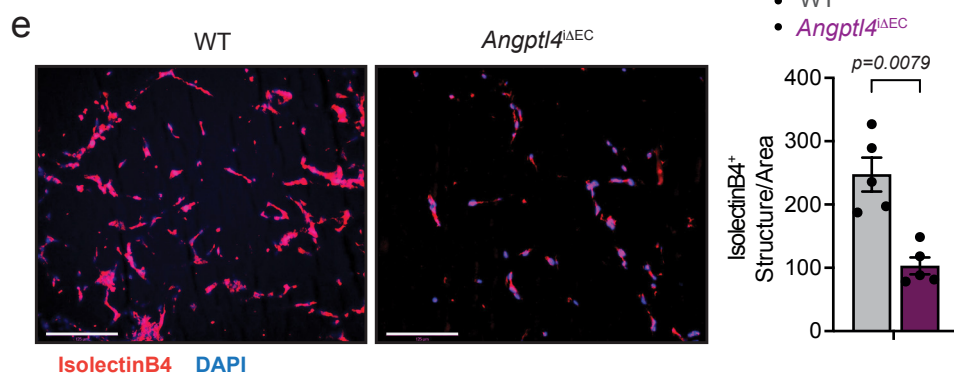

**Supplementary Figure 3: EC specific deletion of *Angptl4* Impairs angiogenesis.** **a**, Bar graph showing the mRNA levels of *Angptl4* in different cells isolated from lungs of WT and *Angptl4*<sup>ΔEC</sup> mice (n= 3 for each genotype) via FACS sorting. **b**, qRT-PCR analysis of *Angptl* family genes in MLECs isolated from WT and *Angptl4*<sup>ΔEC</sup> mice (n= 3 for each genotype). **c**, Representative images showing 3 Matrigel plugs isolated from WT and *Angptl4*<sup>ΔEC</sup> mice. **d**, Quantification of hemoglobin content in the Matrigel plugs. (n=6 per genotype). **e**, Left, representative images of Matrigel plugs sections stained with isolectin B4. Right, quantitation of EC positive area/vessel area in the plugs (n=5 per genotype). Scale bars, 125μm (**e**) Data are represented as means ± SEM. One-way ANOVA with Tukey's multiple comparisons test in (**a**) Student's t test (two-tailed, unpaired, nonparametric) in (**b**) and Mann–Whitney U test (**d** and **e**). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

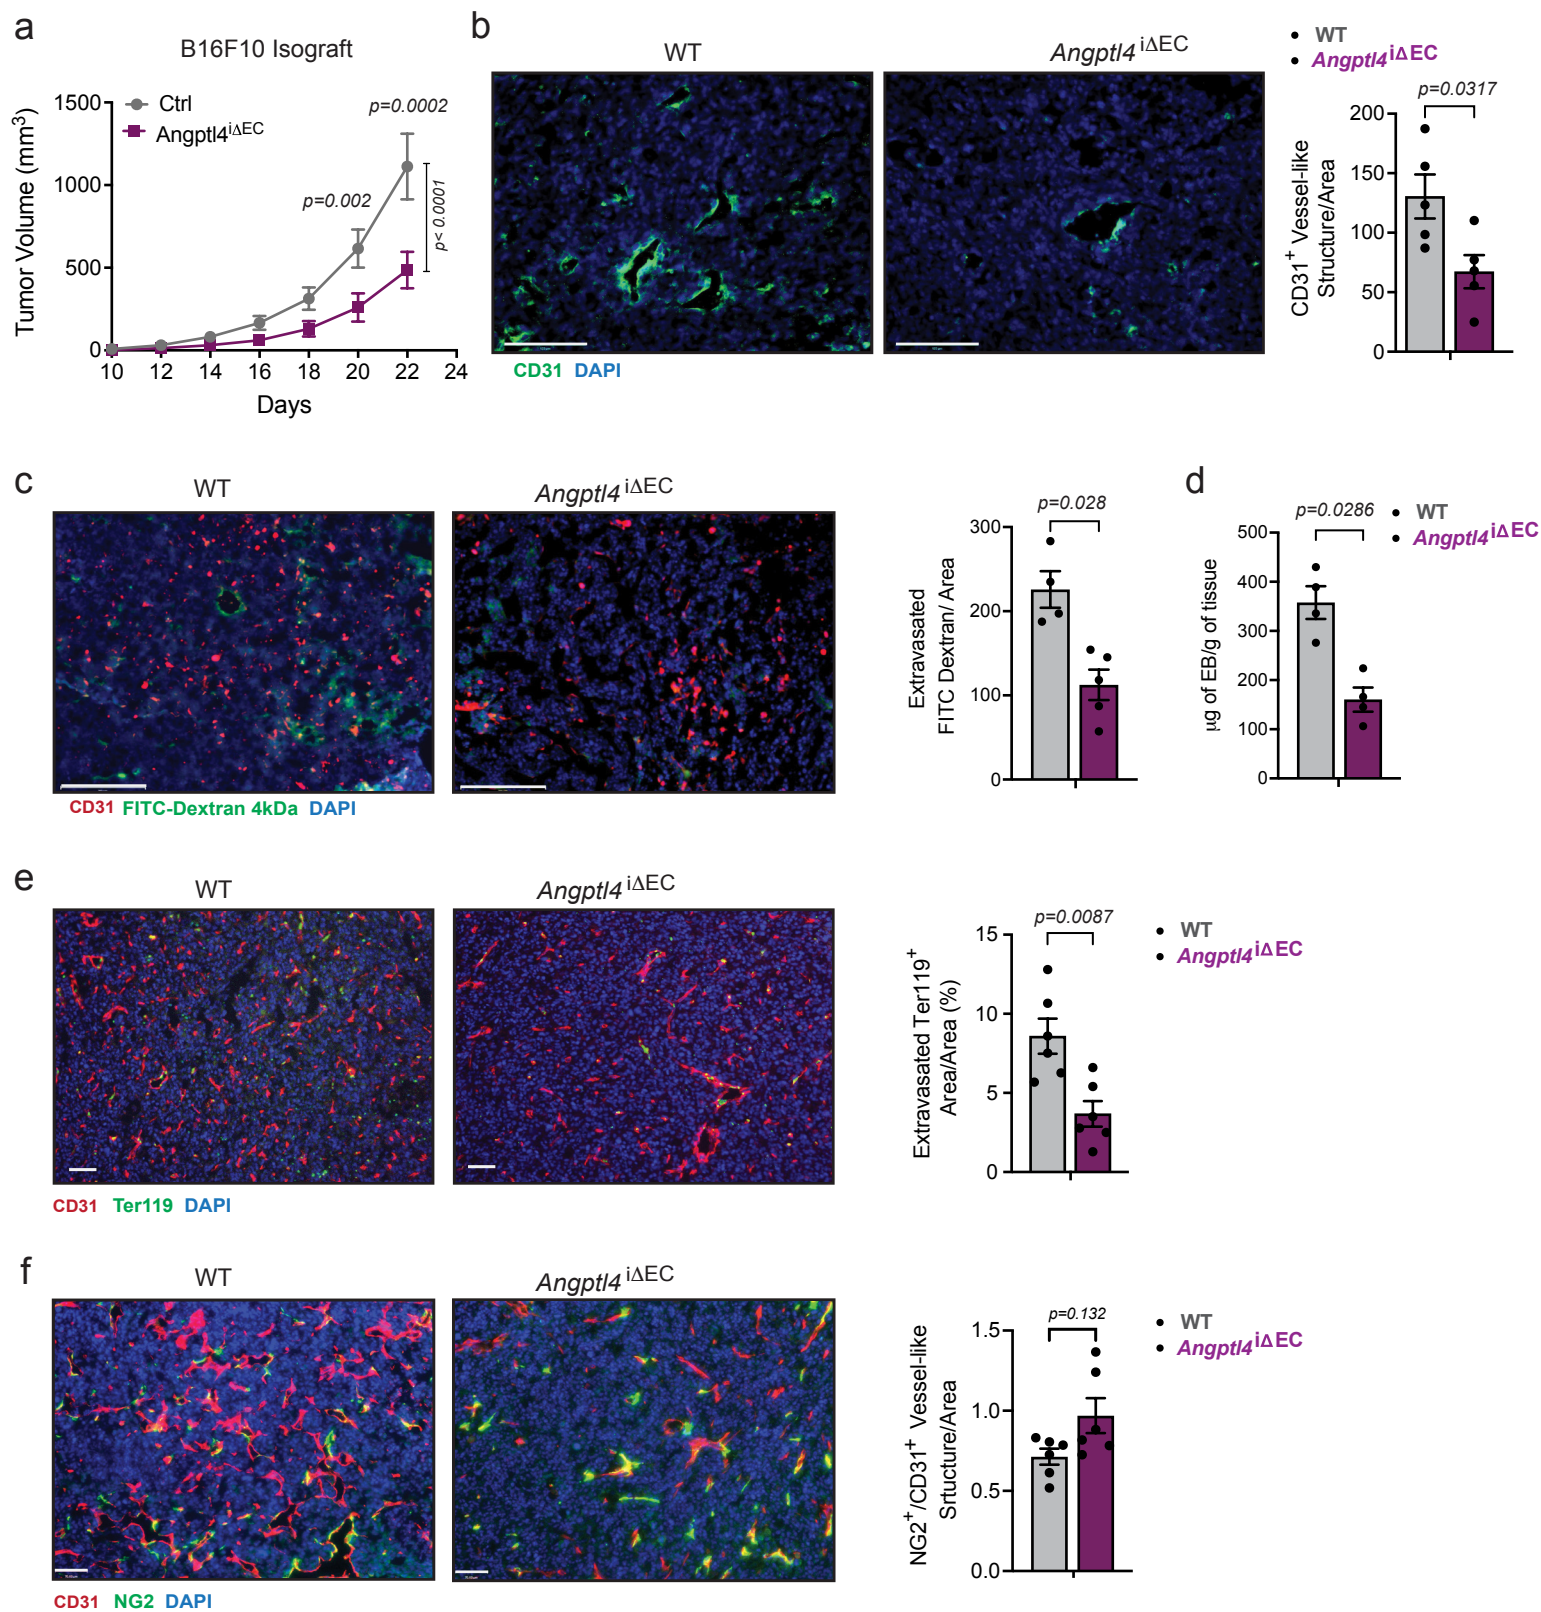

**Supplementary Fig. 4. EC specific deletion of *Angptl4* Impairs tumour angiogenesis**

**a** and **b**, Tumor growth analysis of WT and *Angptl4*<sup>iΔEC</sup> mice with s.c. injection of B16F10 cells in the dorsal flank (n=9 for each genotype). **a**, Tumor volume. **b**, Left, representative micrographs of CD31 (green) and DAPI immunostaining. Right, Quantification of CD31<sup>+</sup> vessel-like structures. **c**, Left, representative images of cross-sections of LLC tumours from WT and *Angptl4*<sup>iΔEC</sup> mice stained for FITC-Dextran (4kDa) (green) and EC marker CD31 (red). Right, quantification of extravasated FITC-Dextran. **d**, LLC tumours bearing WT and *Angptl4*<sup>iΔEC</sup> mice were intravenously injected with EB. Bar graph represents the quantitation of extravasated EB extracted from the overnight incubation of tumours in formamide solution and absorbance was recorded at 580 nm (n=4 per genotype). **e**, Left, representative images of cross-sections of LLC tumours from WT and *Angptl4*<sup>iΔEC</sup> mice, stained for Ter119 (green) and EC marker CD31 (red). Right, quantification of extravasated Ter119. **f**, Left, representative micrographs of LLC tumours from WT and *Angptl4*<sup>iΔEC</sup> mice, stained for NG2 (green) and EC marker CD31 (red). Right, quantification of NG2 covered CD31<sup>+</sup> vessel-like structures. Right panels (**b**, **c**, **e** and **f**) represent quantification of at least 4 different images from each mouse (**b**, n= 5 quantified per genotype out of 9 randomly selected, **c**, n=4 or 5 quantified per genotype. **e** and **f**, n=6 quantified per genotype out of 6 or 9 randomly selected). Scale bars, 125 μm (**b**), 200 μm (**c**), 70 μm (**e** and **f**). All data are represented as means ± SEM. Two-way ANOVA with Tukey's multiple comparisons test in (**a**) and Mann–Whitney U test in (**b-f**). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

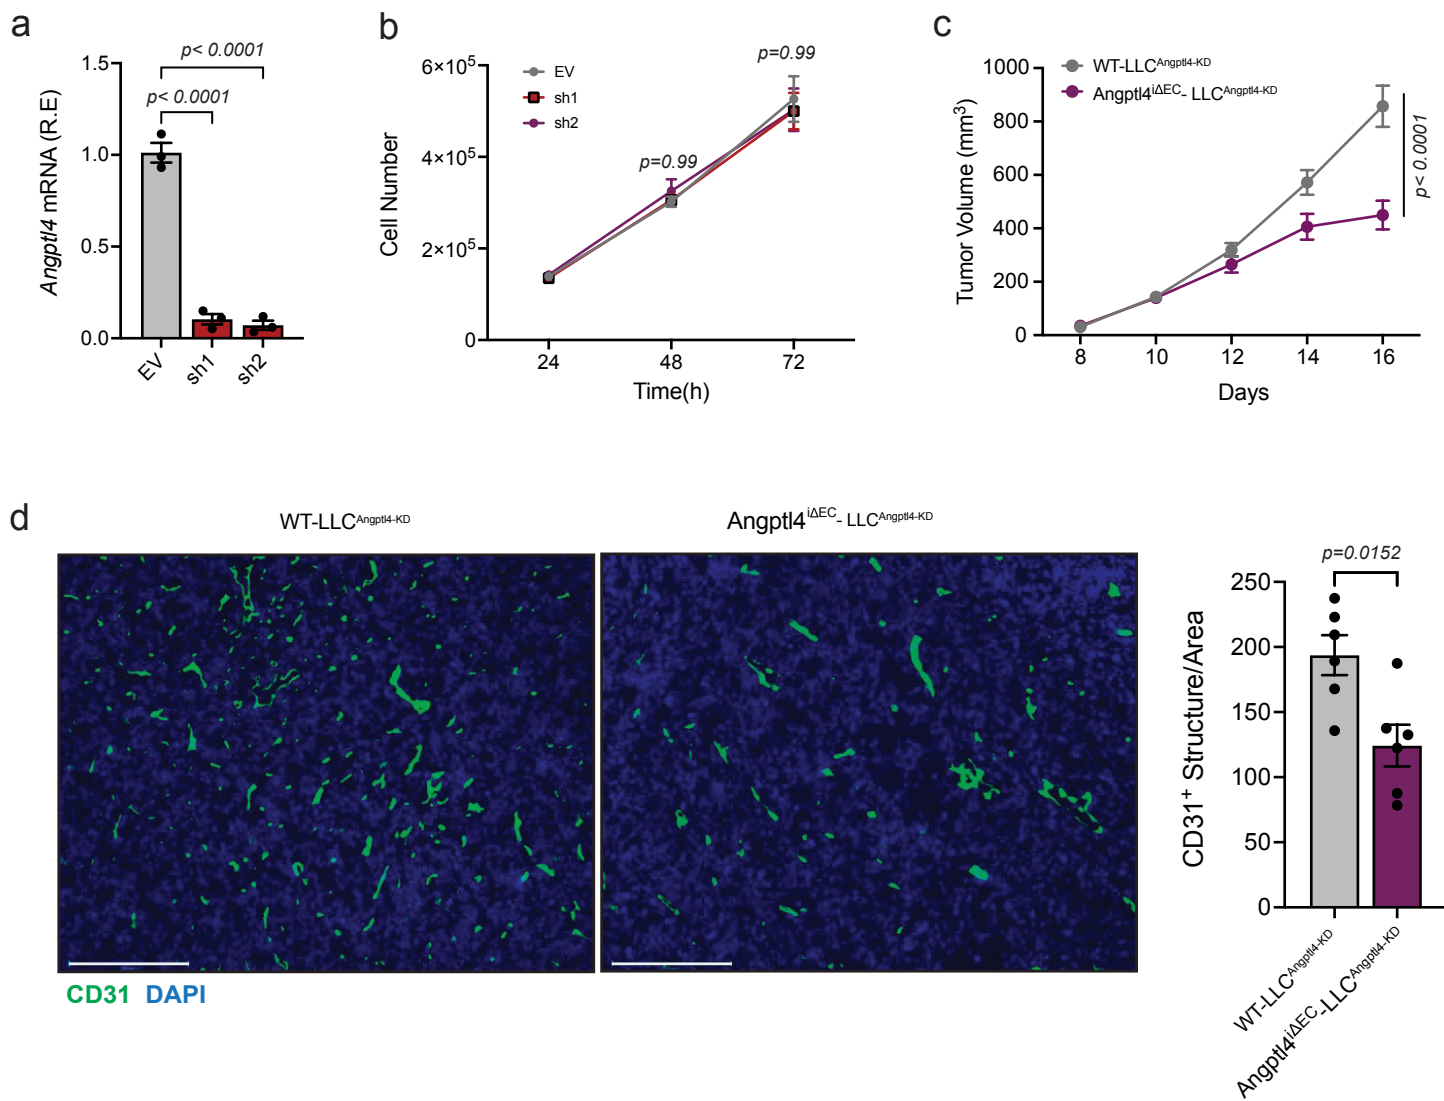

**Supplementary Fig. 5. EC specific ANGPTL4 is required for endothelial tumour.** **a**, LLCs were transduced with lentivirus carrying shRNAs against *Angptl4*, and stable clones were selected using puromycin. qRT-PCR data show reduced expression levels of *Angptl4* in LLC cells after achieving stable knockdown through lentiviral-mediated shRNA transduction (n= 3 independent experiments). **b**, Cell count analyses for LLC stable clones (EV vs. sh*Angptl4* referred to as LLC-*Angptl4*-KD) reveal no effects on cell proliferation (n= 3 independent experiments). LLC clones with the highest knockdown efficiency (sh2) were selected for the tumor isograft analysis in WT and *Angptl4*<sup>iΔEC</sup> mice. **c**, Growth curve of LLC lacking ANGPTL4 (LLC-*Angptl4*-KD) isograft in WT and *Angptl4*<sup>iΔEC</sup> mice (n= 6 for each genotype). **d**, Bar graph shows the end-stage tumour weight of LLC-*Angptl4*-KD derived tumours in WT and *Angptl4*<sup>iΔEC</sup> mice (n= 6 for each genotype). **e**, Left, representative micrographs of LLC-*Angptl4*-KD derived tumours in WT and *Angptl4*<sup>iΔEC</sup> mice, stained for CD31 (green) and DAPI (n= 6 for each genotype). Right panels represent quantification of at least 4 different images from each mouse (n=6 per genotype). Scale bars, 200 μm (**e**). All data are represented as means ± SEM. Mann–Whitney U test in (**d** and **e**). One way or Two-way ANOVA with Tukey’s multiple comparisons test in (**a**) and (**b**, **c**) respectively. Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

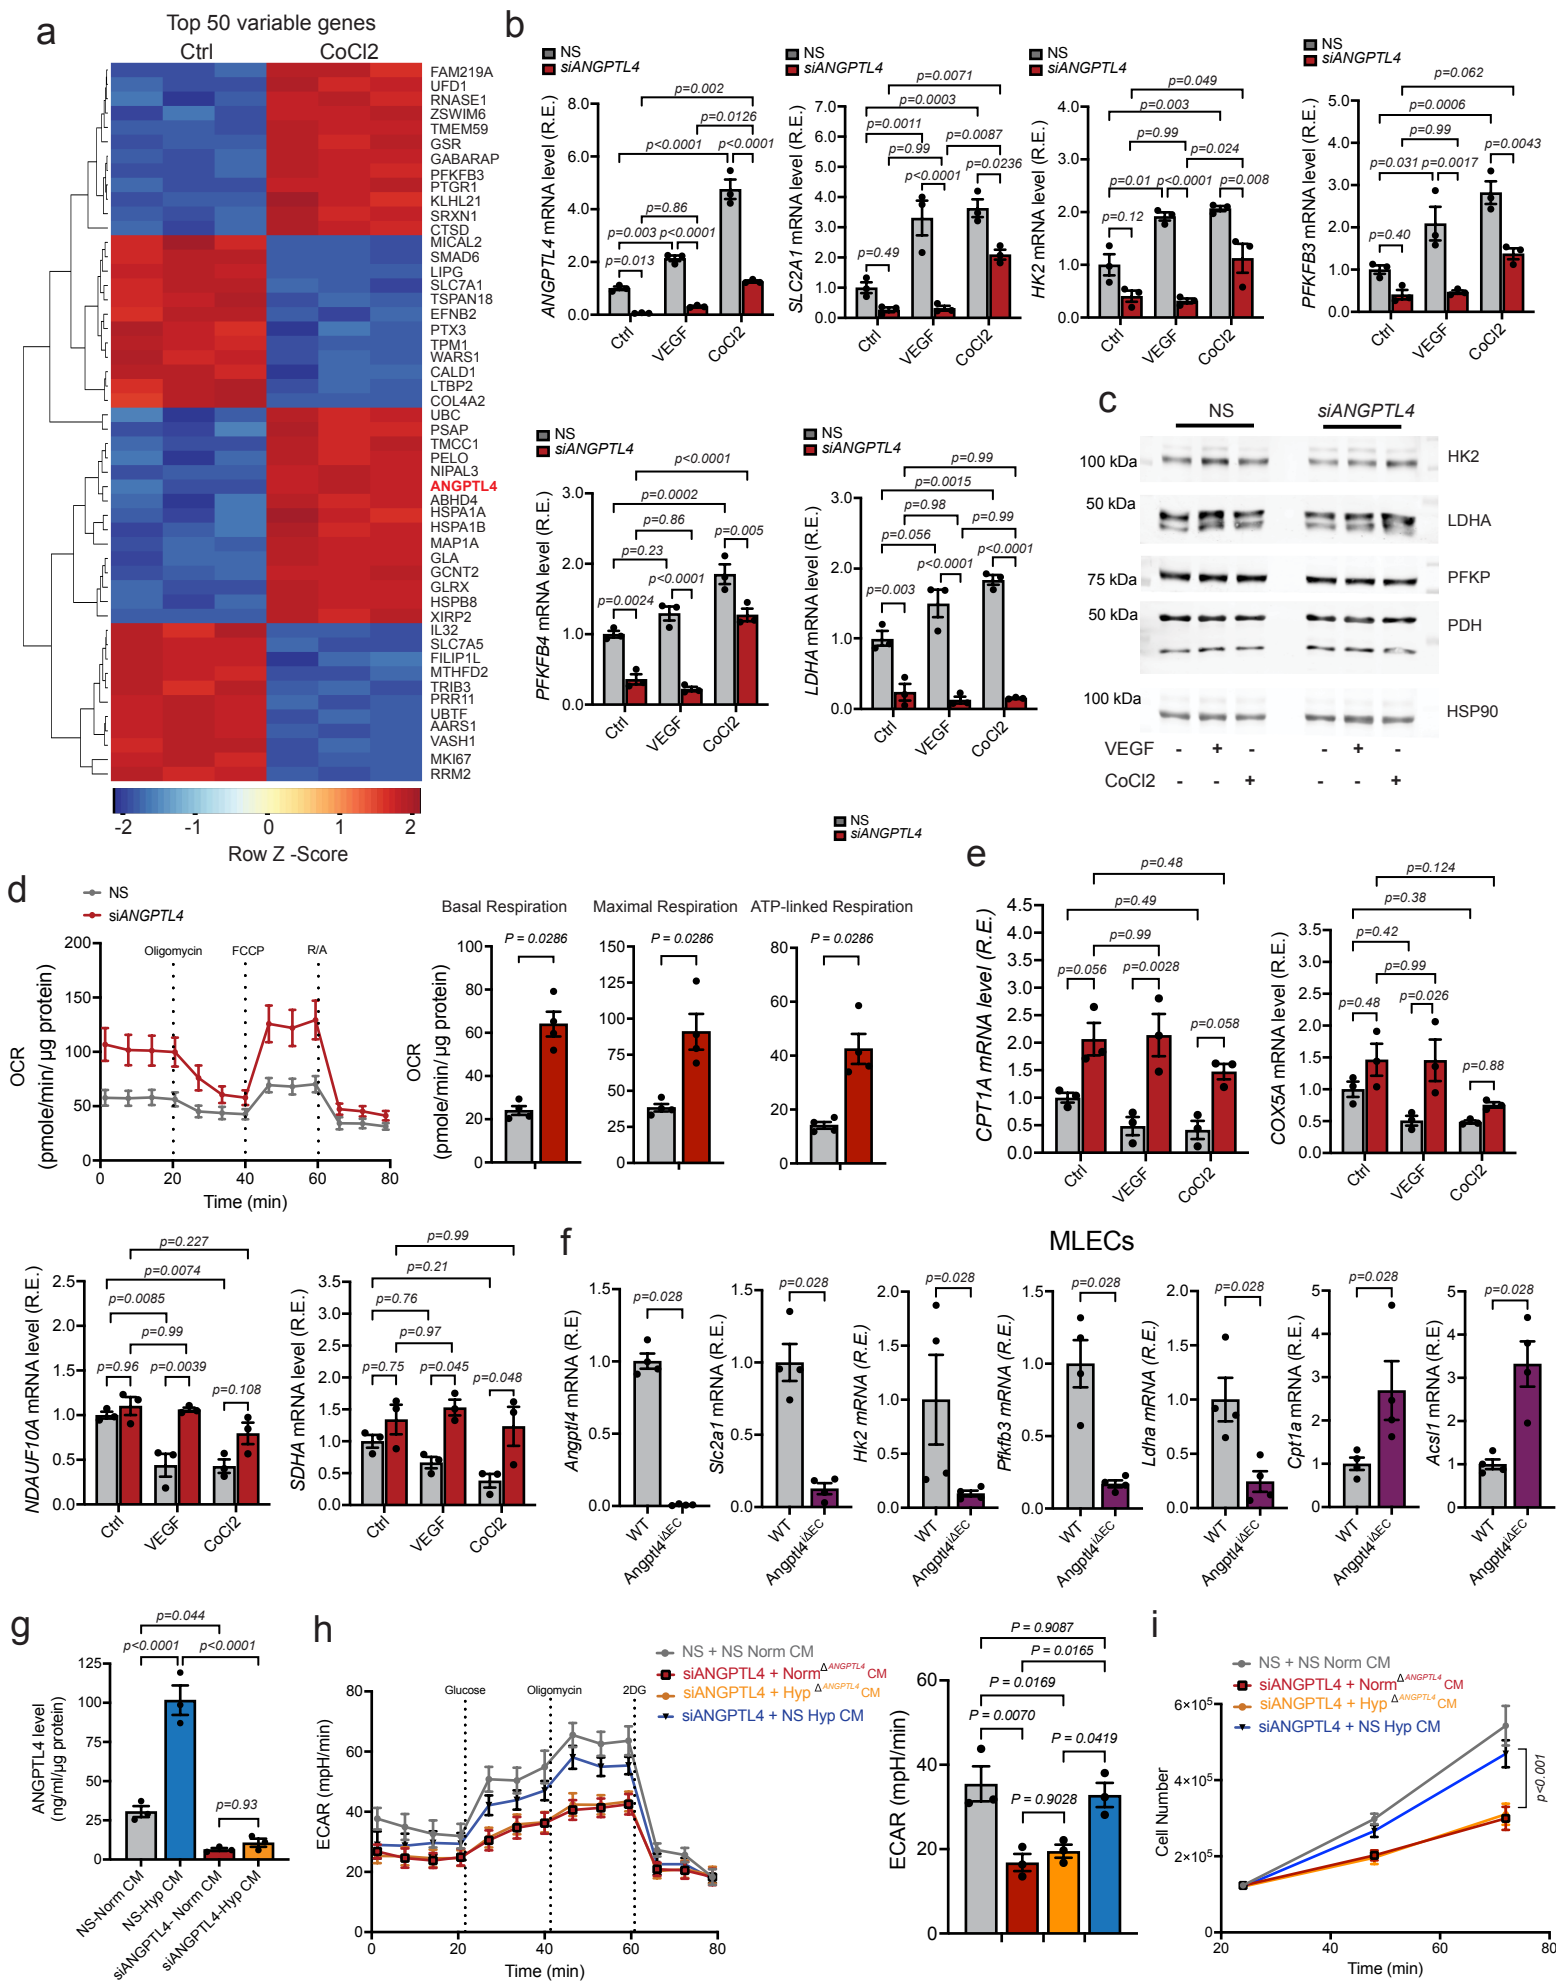

**Supplementary Fig. 6. ANGPTL4 modulates VEGF or CoCl<sub>2</sub> induced metabolic response in HUVECs.** HUVECs were transfected for 6h with siRNA against *ANGPTL4* or NS control and then treated with VEGF, CoCl<sub>2</sub> or vehicle control as indicated, cells were harvested 60h post-transfection. **a**, Heatmap representing the transcript levels of top 50 variable genes in HUVECs treated with 100  $\mu$ M CoCl<sub>2</sub> from the RNAseq analysis, as shown in (Fig. 1c) (n=3 biological replicates). Color key: red, high correlation; blue, low correlation. **b**, HUVECs were transfected with siRNAs against NS or *ANGPTL4* as described above. qRT-PCR analysis of indicated genes. Expression of these genes was normalized with 18S rRNA (n=3 independent experiments). **c**, Immunoblots showing the protein levels of glycolytic enzymes in HUVECs grown under similar conditions as used in (**b**). (Immunoblots represent a single experiment). **d**, Seahorse analysis showing Oxygen consumption rate (OCR). HUVECs were transfected as described above. 48h post-transfection, they were replated on Seahorse plates. Right panel represents the quantification of basal, maximal and ATP linked respiration (n=4 independent experiments). **e**, qRT-PCR analysis of indicated genes related to FAO in HUVECs grown under similar conditions as in (**b**) (n= 3 independent experiments performed in duplicates). **f**, qRT-PCR analysis of indicated genes related to glycolysis and FAO in MLECs isolated from WT and *Angptl4*<sup>iΔEC</sup> mice (n= 4 for each genotype). Expression of these genes was normalized with 18S rRNA. **g**, HUVECs were transfected with siRNA against *ANGPTL4* as described above and grown in either normoxia or hypoxia for 48h. Quantitative ELISA analysis of secreted levels of ANGPTL4 in the CM (n= 3 independent experiments performed in duplicates). **h**, (Left panel) Seahorse analysis in *ANGPTL4* KD HUVECs grown in the presence of CM enriched (NS-Hyp CM) or depleted (*siANGPTL4*-Hyp CM refers to as Hyp<sup>ΔANGPTL4</sup> CM) for ANGPTL4. Right panel shows the quantification of ECAR (glycolysis) (n=3 independent experiments). **i**, Proliferation of *ANGPTL4* KD HUVECs grown in the presence of CM enriched or depleted for ANGPTL4, expressed as relative cell number to NS at indicated time points (n=3 independent experiments). Unless indicated above, all data are represented as means  $\pm$  SEM. Mann–Whitney U test in (**d** and **f**). Two-way ANOVA with Tukey's multiple comparisons test in (**b**, **e**, and **g-i**). Hyp- Hypoxia, Norm-Normoxic condition, CM- Conditioned Medium. Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

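The heatmap of Supplementary Fig. 6a shows NS cells with PBS or CoCl_2_, 3 libraries each. Of its genes, 27 drawn as higher with CoCl_2_ were tested, with log2 fold changes from 0.27 to 4.33, a median of 2.09 and 26 called higher by edgeR. The 23 drawn as lower were all called lower, with log2 fold changes from −5.61 to −1.64 and a median of −2.41. Since these genes were chosen for their variation between the same libraries, their change was described and not tested as a set.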

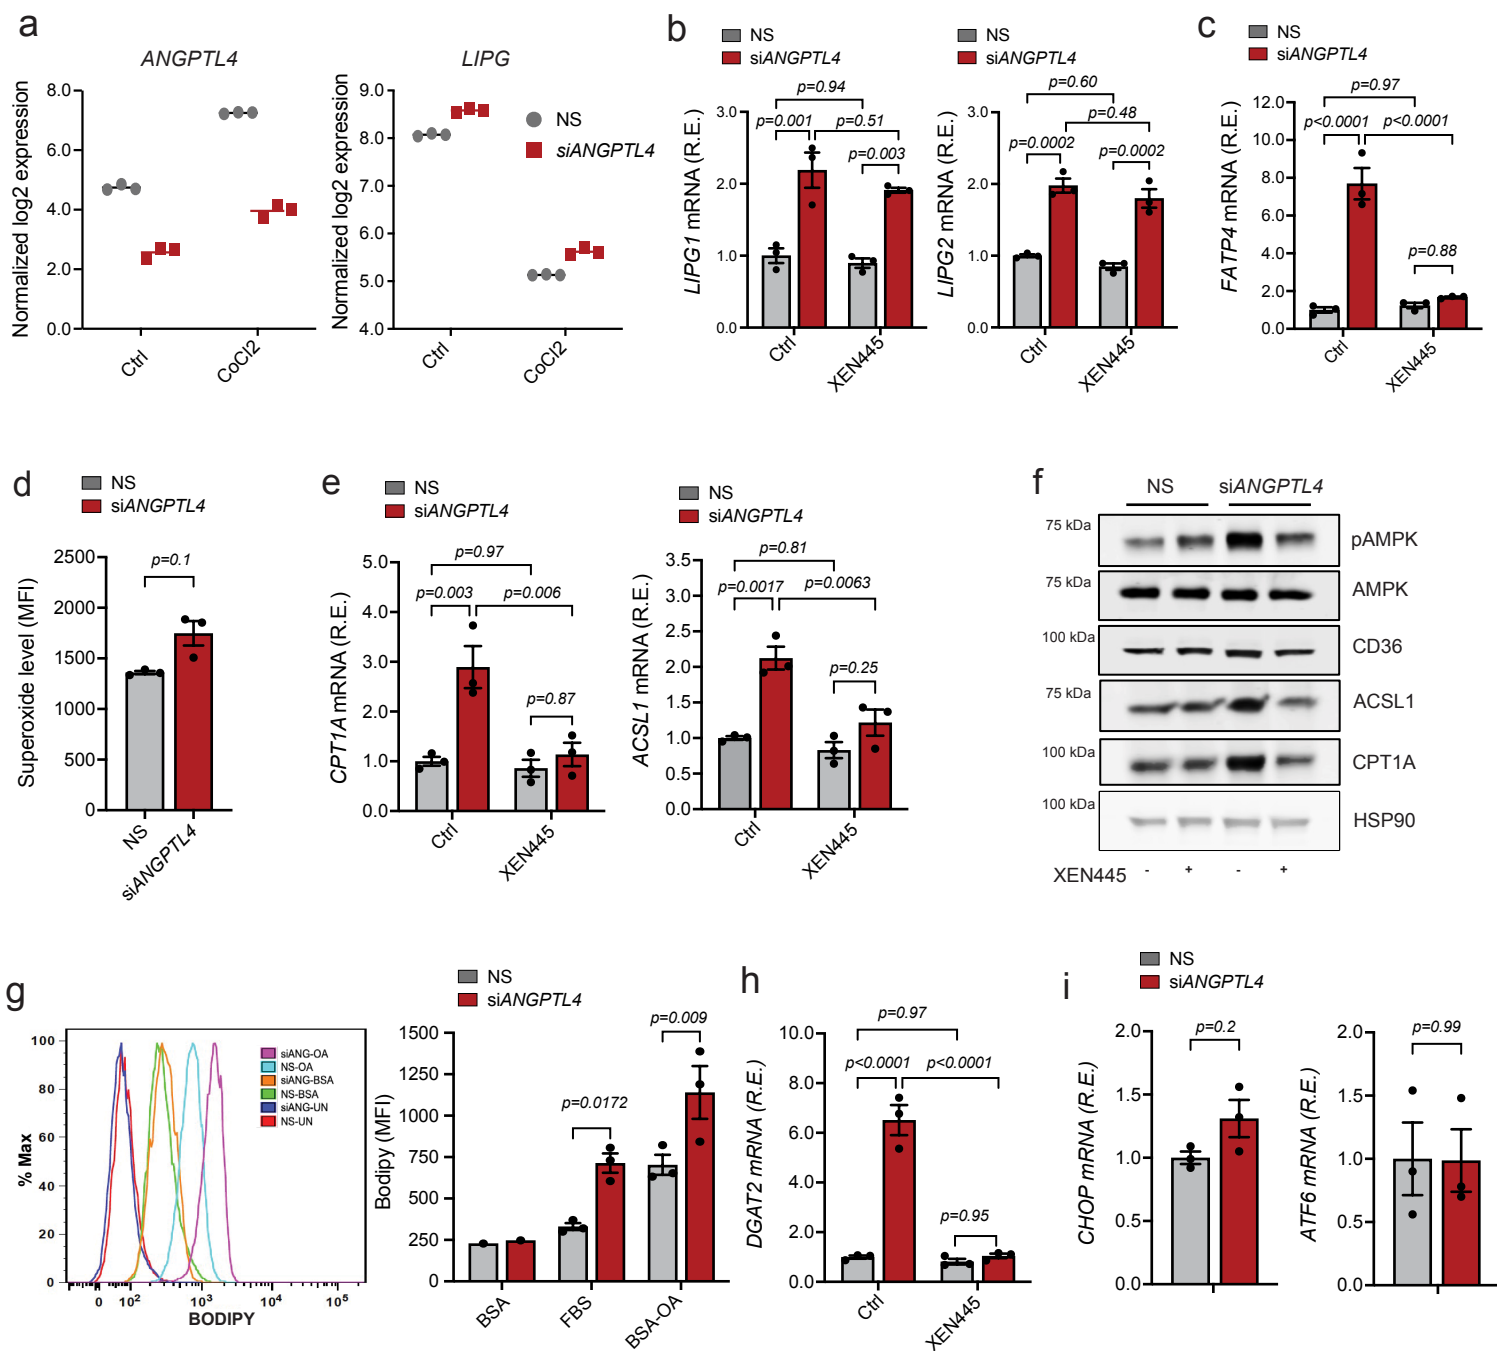

**Supplementary Fig. 7. ANGPTL4 regulates EC lipase activity and FA metabolism.** **a**, RNAseq analysis showing the normalized log2 expression of *ANGPTL4* and *LIPG* in HUVECs as in (Fig 3a) (n=3 biological replicates). **b** and **c**, HUVECs were transfected for 6h with siRNA against *ANGPTL4* or NS control and then treated with XEN445 or vehicle control, cells were harvested 60h post-transfection. qRT-PCR analysis of showing expression of *LIPG1*, *LIPG2* genes (**b**) and *FATP4* (**c**). Expression of these genes was normalized with 18S rRNA (**b** and **c**, n= 3 independent experiments as shown, performed in duplicate). **d**, Superoxide level in HUVECs post 60h transfection with *ANGPTL4* siRNA as determined by mean fluorescence intensity (MFI) of DHE (dihydroethidium) via Flow cytometry (n=3 independent experiments). **e**, qRT-PCR analysis of *CPT1A* and *ACSL1* genes in HUVECs grown under the conditions described above. Expression of these genes was normalized with 18S rRNA (n=3 independent experiments). **f**, Immunoblots of indicated molecules in whole cell lysate of HUVECs grown under the conditions described above. HSP90 was used as loading control (Immunoblots represent a single experiment). **g**, HUVECs were transfected as described above. 60h post-transfection, HUVECs were FBS-starved for 12h followed by loading with either BSA, 20% FBS or BSA-Oleic acid for 6h. Left, representative histogram showing the neutral lipid storage in HUVECs as determined by staining with BODIPY via Flow cytometry. Right, M.F.I was used for quantification on the right. (n=3 independent experiments). **h**, mRNA level of *DGAT2* gene in HUVECs grown under the similar conditions used in (**b**). Expression of *DGAT2* gene was normalized with 18S. **i**, mRNA levels of ER stress marker genes in HUVECs grown under the similar conditions used in (**d**) (n=3 independent experiments performed in triplicate). All data are represented as means  $\pm$  SEM. Two-way ANOVA with Tukey's multiple comparisons test in (**b**, **c**, **e**, **g** and **h**). Mann–Whitney U test in (**d** and **i**). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

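The log2 of the mean normalized CPM of *ANGPTL4* was 5.27 in NS and 3.07 in *siANGPTL4* cells without treatment, 4.74 and 2.58 with PBS, and 7.25 and 3.96 with CoCl_2_. For *LIPG*, the corresponding log2 values were 7.89 and 8.75 without treatment, 8.07 and 8.59 with PBS, and 5.13 and 5.62 with CoCl_2_. Each is the log2 of a mean over 3 libraries (n = 3), with TMM normalization within each experiment and no pseudocount.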

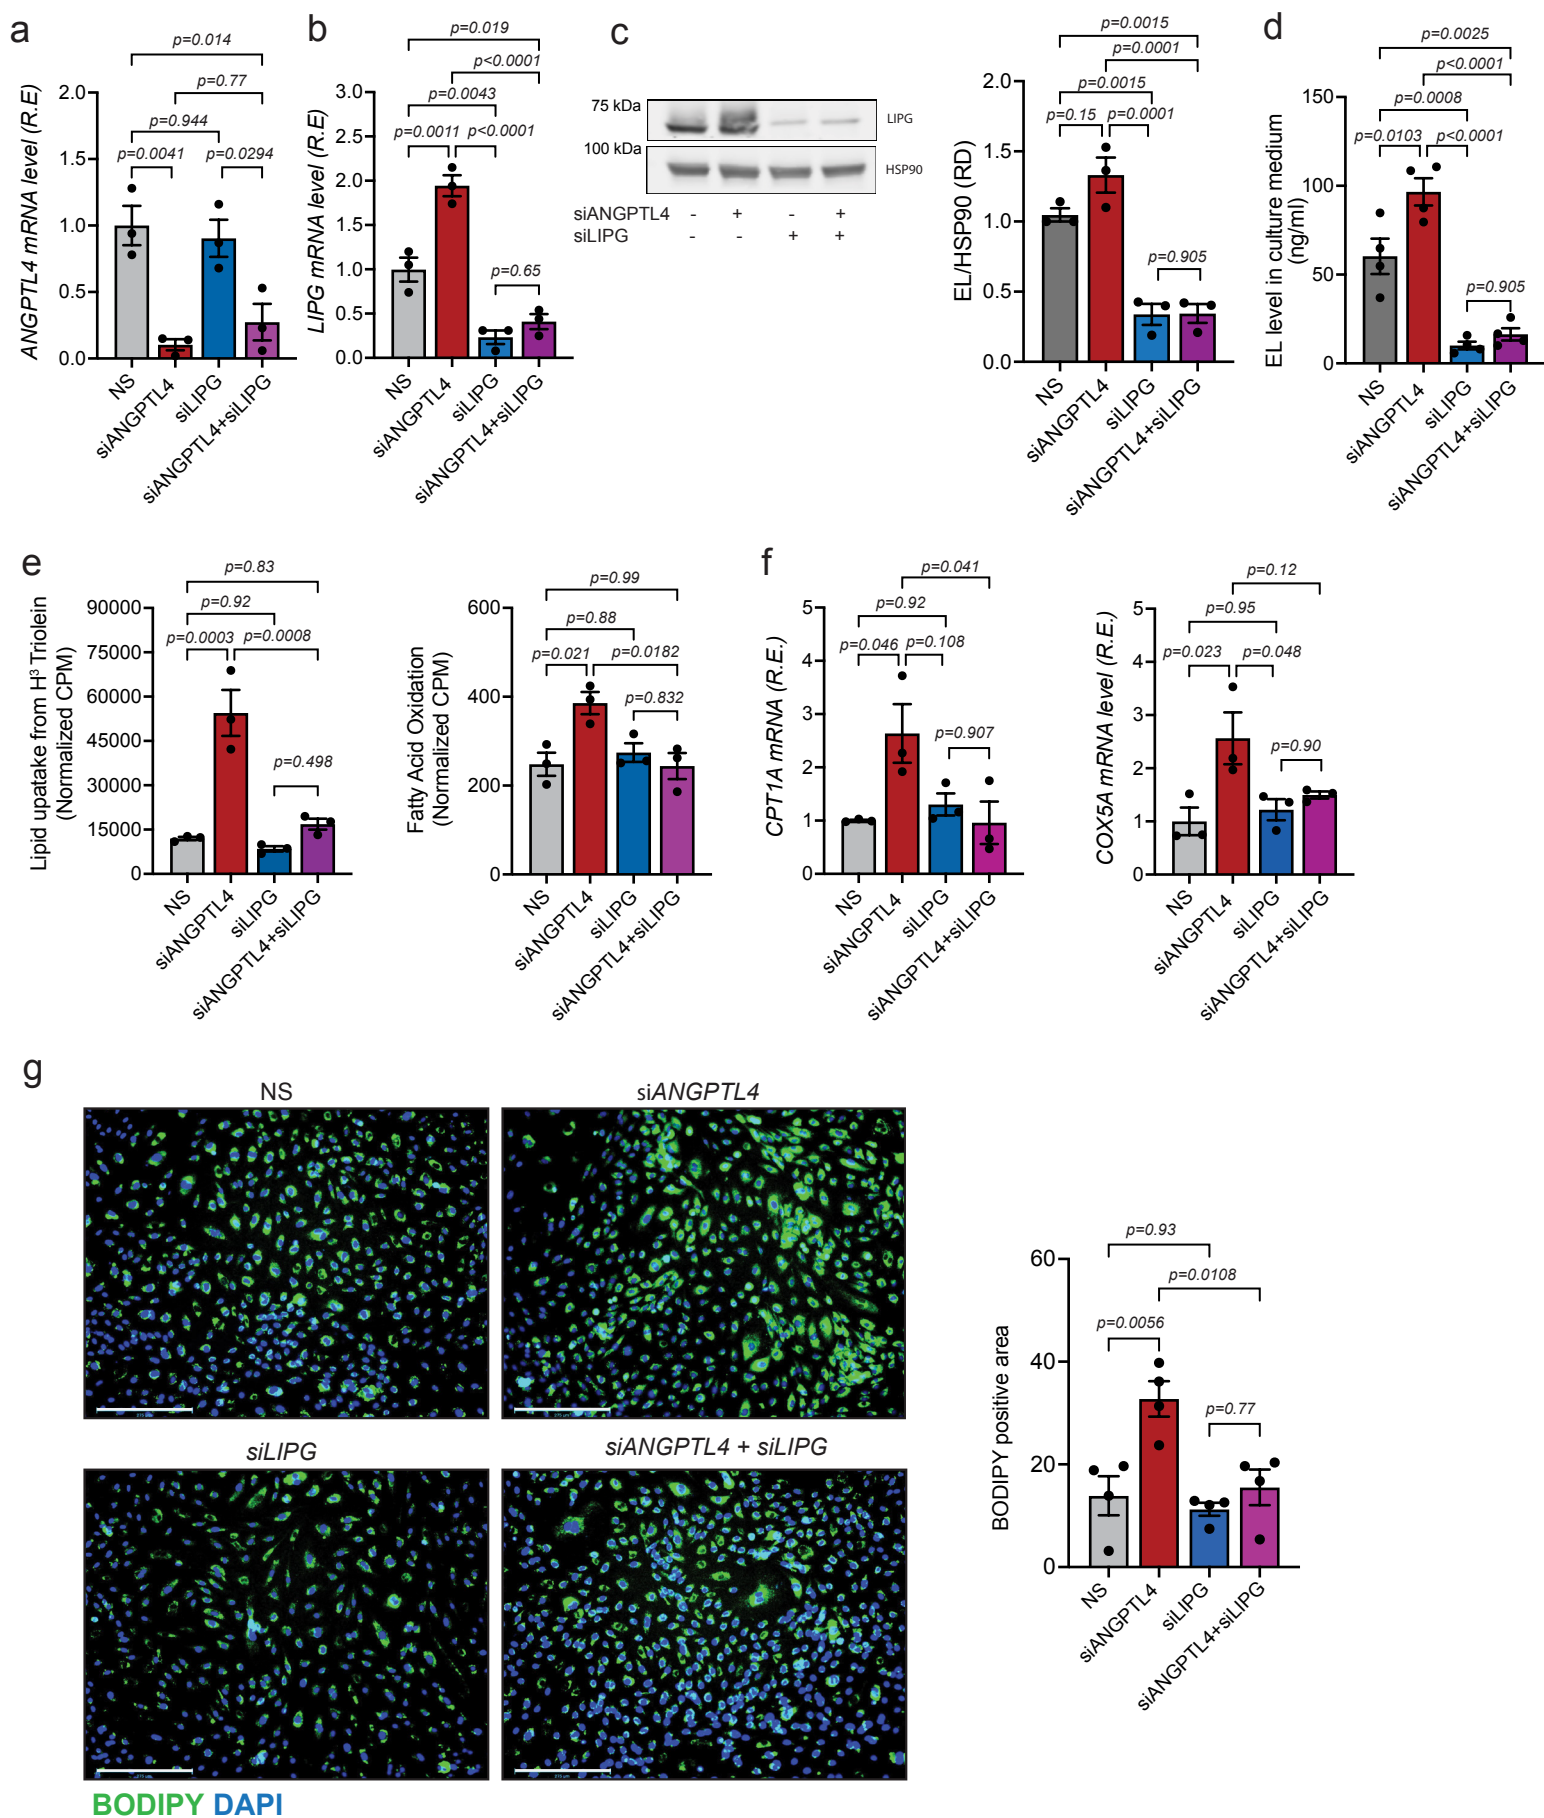

**Supplementary Fig. 8. ECs lacking *ANGPTL4* exhibit elevated FA uptake and storage in lipase dependent manner.** **a-e**, HUVECs were co-transfected with siRNAs against *ANGPTL4* and/or *LIPG*, or with a NS control, for 6h. Cells were then harvested 60h post-transfection. **a** and **b**, mRNA levels of *ANGPTL4* and *LIPG* showing the knockdown efficiency of these genes (n= 3 independent experiment). **c**, Representative immunoblots of EL in whole cell lysate of HUVECs grown under the conditions described above (Representative blots of 1 experiment out of 3 with similar results). HSP90 was used as loading control. Right panel shows the densitometric quantitation of immunoblots (n=3 independent experiments). **d**, Bargraph shows the secreted level of EL in the heparinized culture medium from the HUVECs grown in the similar conditions as used in (**a**), determined by quantitative ELISA (n= 4 independent experiment). **e**, Lipid uptake from [<sup>3</sup>H]-triolein in HUVECs under the similar growth condition used in (**a**). Right panel shows FAO as determined by oxidation of C<sup>14</sup>-Palmitate (n= 3 independent experiment). **f**, qRT-PCR analysis of *CPT1A* and *COX5A* genes in HUVECs grown under similar conditions used in (**a**) (n= 3 independent experiment). **g**, Representative micrograph showing the neutral lipid accumulation in HUVECs stained with BODIPY (Representative experiment out of 2 with similar results, dots are the mean of the quantification of 4 images per technical replicates). Scale bars, 275  $\mu$ m (**g**). All data are represented as means  $\pm$  SEM. Two-way ANOVA with Tukey's multiple comparisons test in (**a-g**). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

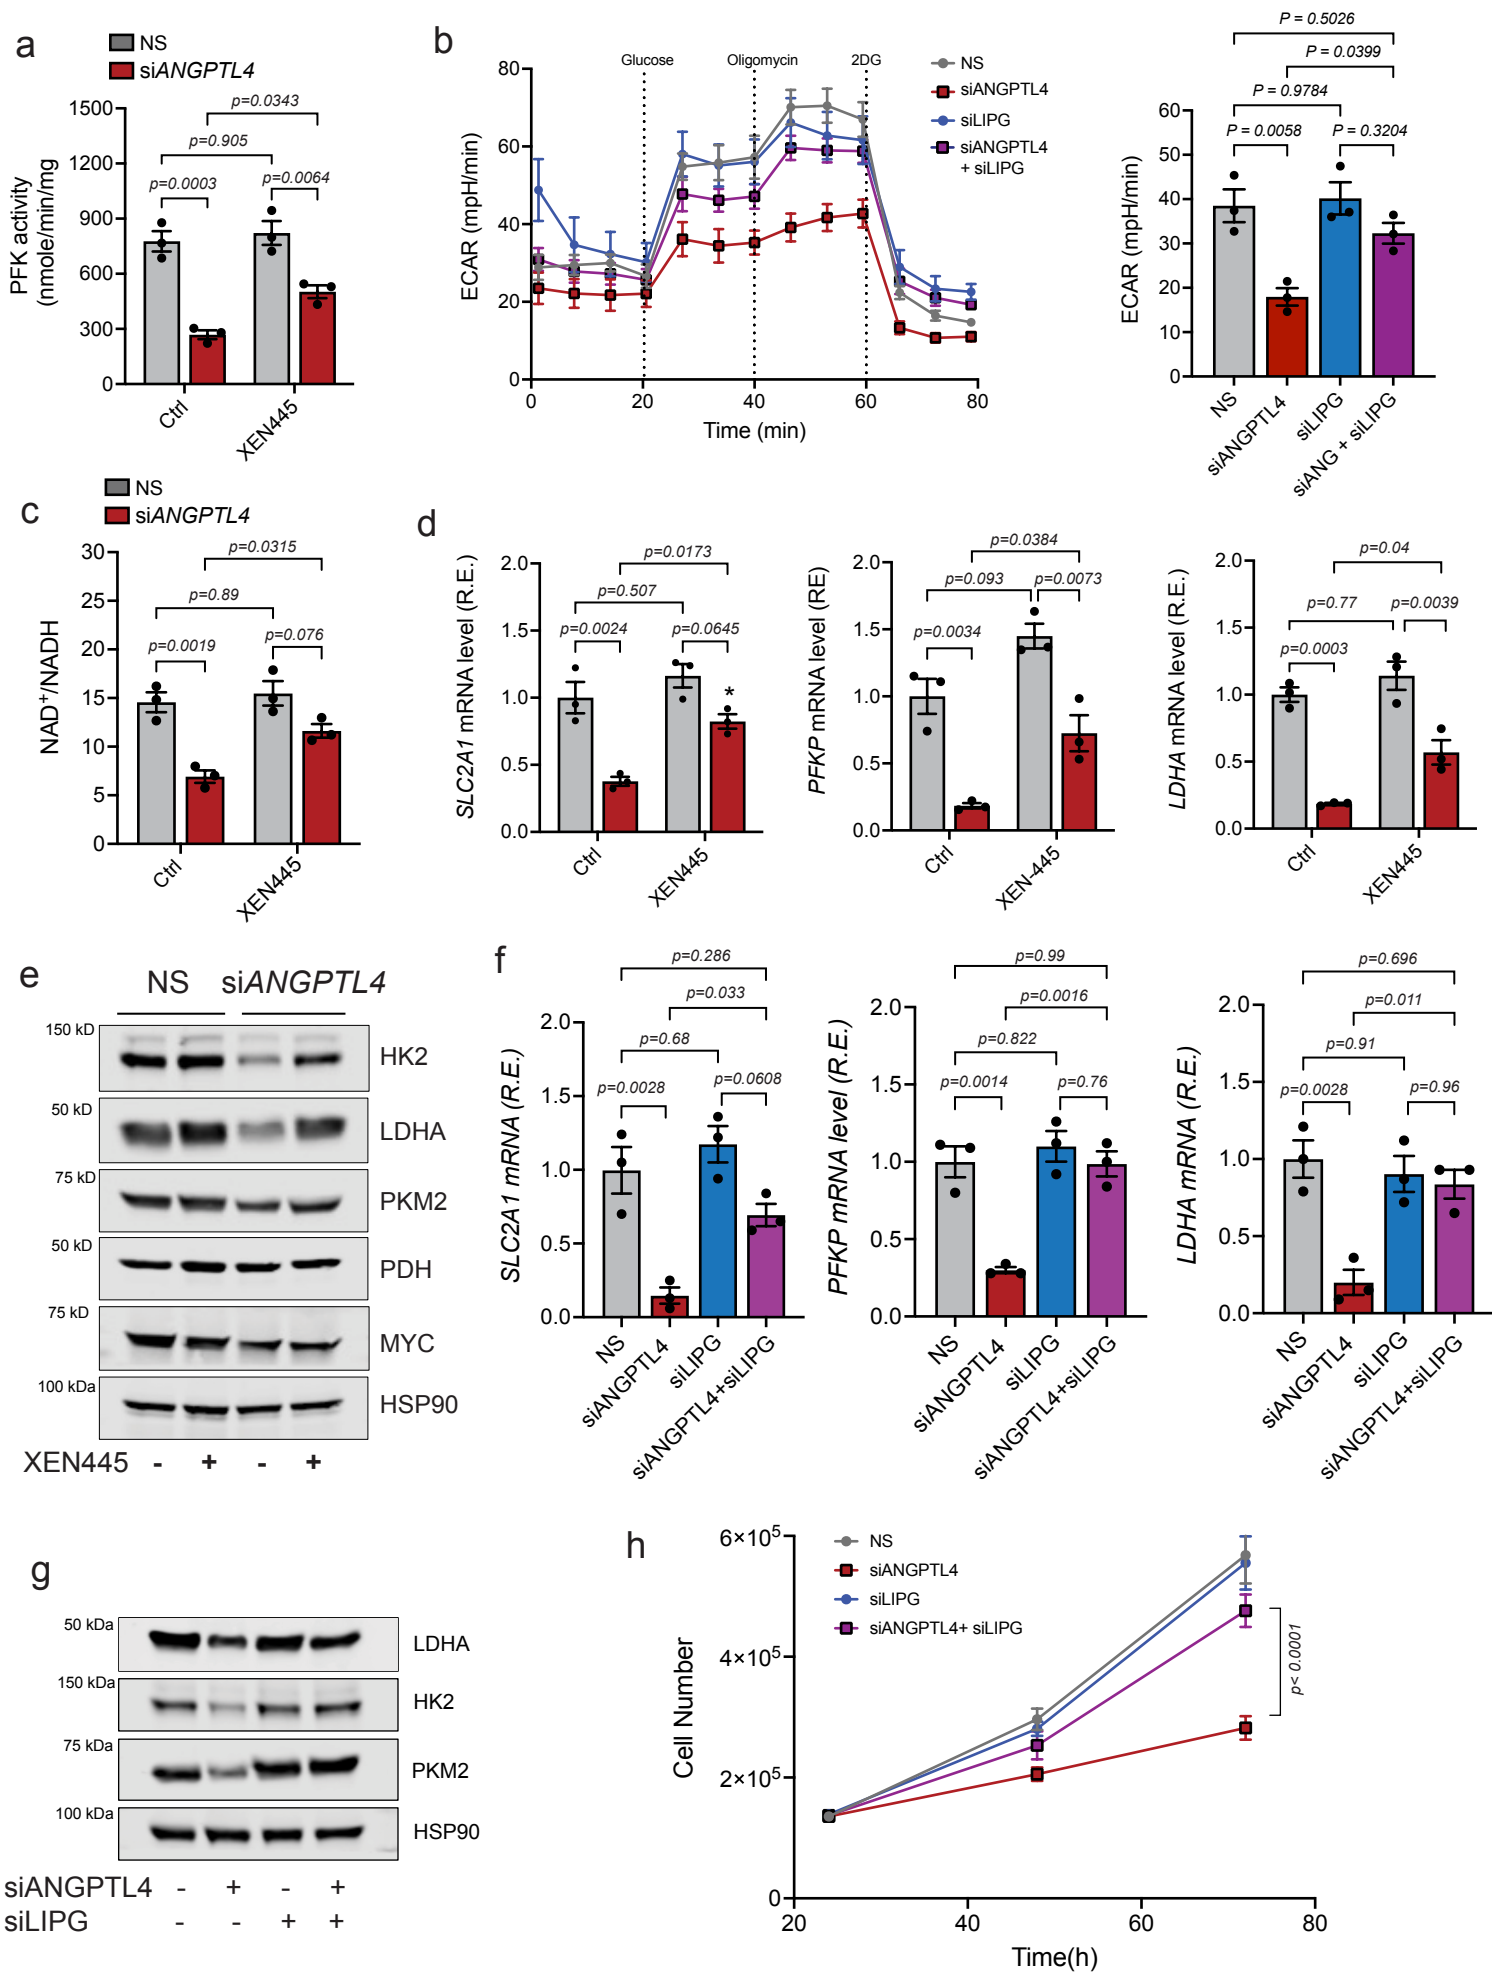

**Supplementary Fig. 9. *ANGPTL4* knockdown in HUVECs rewire glucose metabolism via activating LIPG.** **a**, HUVECs were transfected for 6h with siRNA against *ANGPTL4* or NS control and then treated with XEN445 or vehicle control, cells were harvested 60h post-transfection. Enzyme activity of PFK (n= 3 independent experiment performed in duplicates). **b**, HUVECs were co-transfected with siRNAs against *ANGPTL4* and/or LIPG, or with a NS control, for 6h. 48h post-transfection, they were replated on Seahorse plates. Seahorse analysis evaluates the extracellular acidification rate (glycolysis). Bar graph on the right is quantification of extracellular acidification rate (n=3 independent experiments). **c**, Determination of NAD<sup>+</sup>/NADH in HUVECs upon silencing *ANGPTL4* as described in (a) (n= 3 independent experiment performed in triplicates). **d**, qRT-PCR analysis of glycolytic metabolism genes in HUVECs grown under similar conditions as in (a). Expression of these genes was normalized with 18S (n= 3 independent experiment performed in duplicates). **e**, Representative immunoblots showing the protein levels of glycolytic enzymes in HUVECs grown under similar conditions as in (a). (Representative blots of 1 experiment out of 3 with similar results). **f**, qRT-PCR analysis of glycolytic metabolism genes in HUVECs grown under similar conditions used in (b). Expression of these genes was normalized with 18S (n= 3 independent experiment performed in duplicates). **g**, Immunoblots showing the protein levels of glycolytic enzymes in HUVECs (Immunoblots represent a single experiment). **h**, Proliferation of HUVECs grown under similar conditions used in (b), expressed relative cell number to NS at indicated time points post-transfection (n= 3 independent experiment). All data are represented as means  $\pm$  SEM. Two-way ANOVA with Tukey's multiple comparisons test in (a-h). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

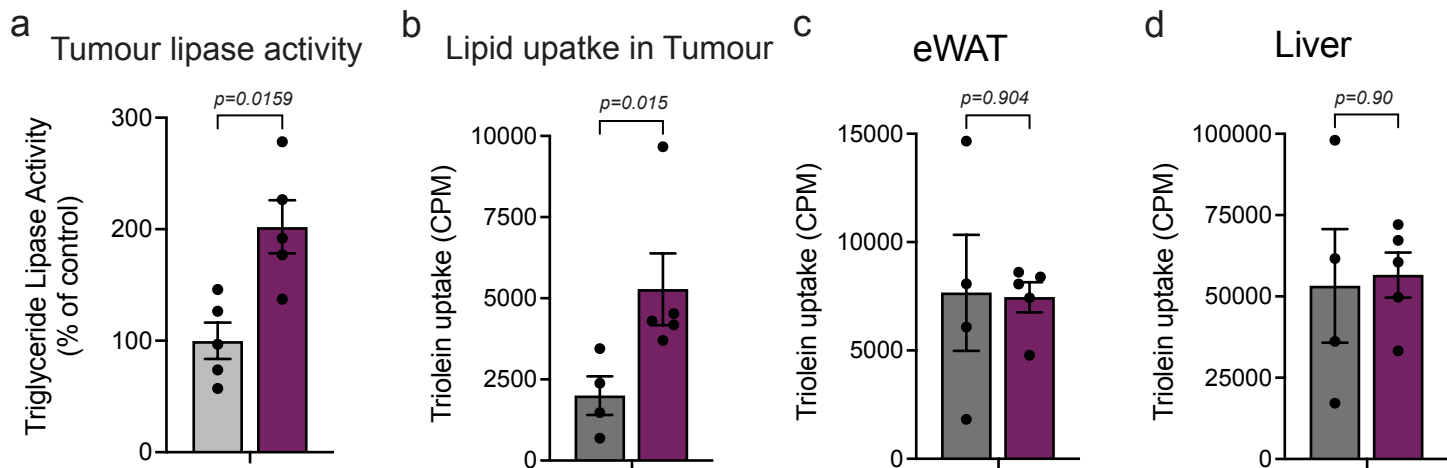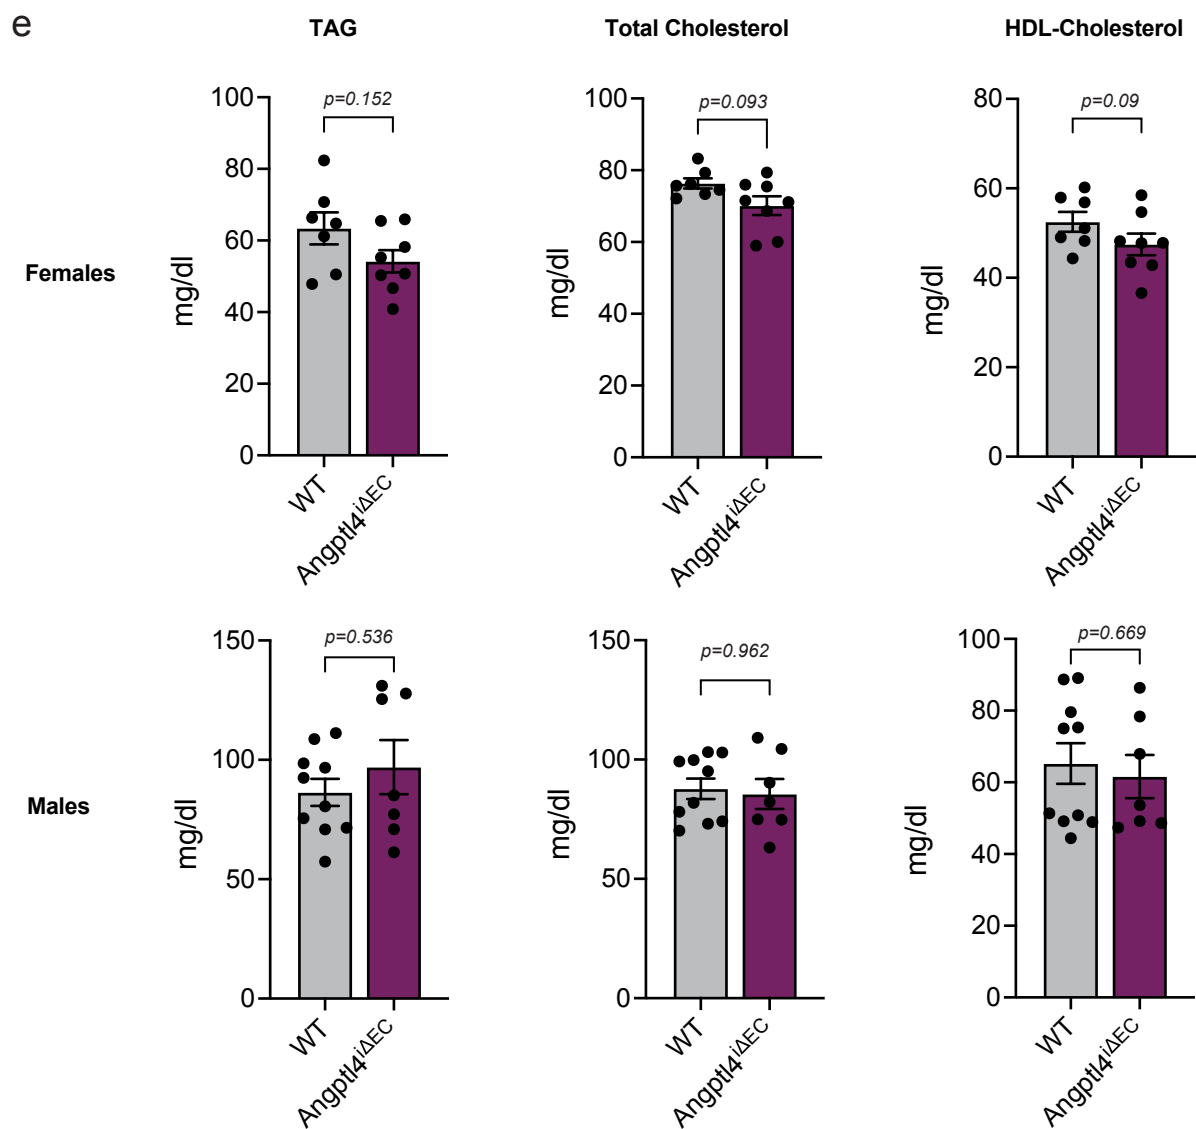

**Supplementary Fig. 10. EC specific deletion of *Angptl4* does not affect plasma lipid levels *in vivo*.** **a**, Triglyceride lipase activity in the tumour from WT and *Angptl4*<sup>iΔEC</sup> mice. **b-d**, Lipid uptake in the tumour (**b**), eWAT (**c**), and liver (**d**) from [<sup>3</sup>H]-triolein in WT and *Angptl4*<sup>iΔEC</sup> mice (n= 4-5 mice per genotype). **e**, Levels of triglycerides (TAG), total cholesterol and HDL cholesterol in the plasma from females (upper panel) and males (lower panel) WT and *Angptl4*<sup>iΔEC</sup> mice (females n= 7-8 mice in each group; males n= 7-10 mice in each group). All data are represented as means ± SEM. Mann–Whitney U test in (**a-e**). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

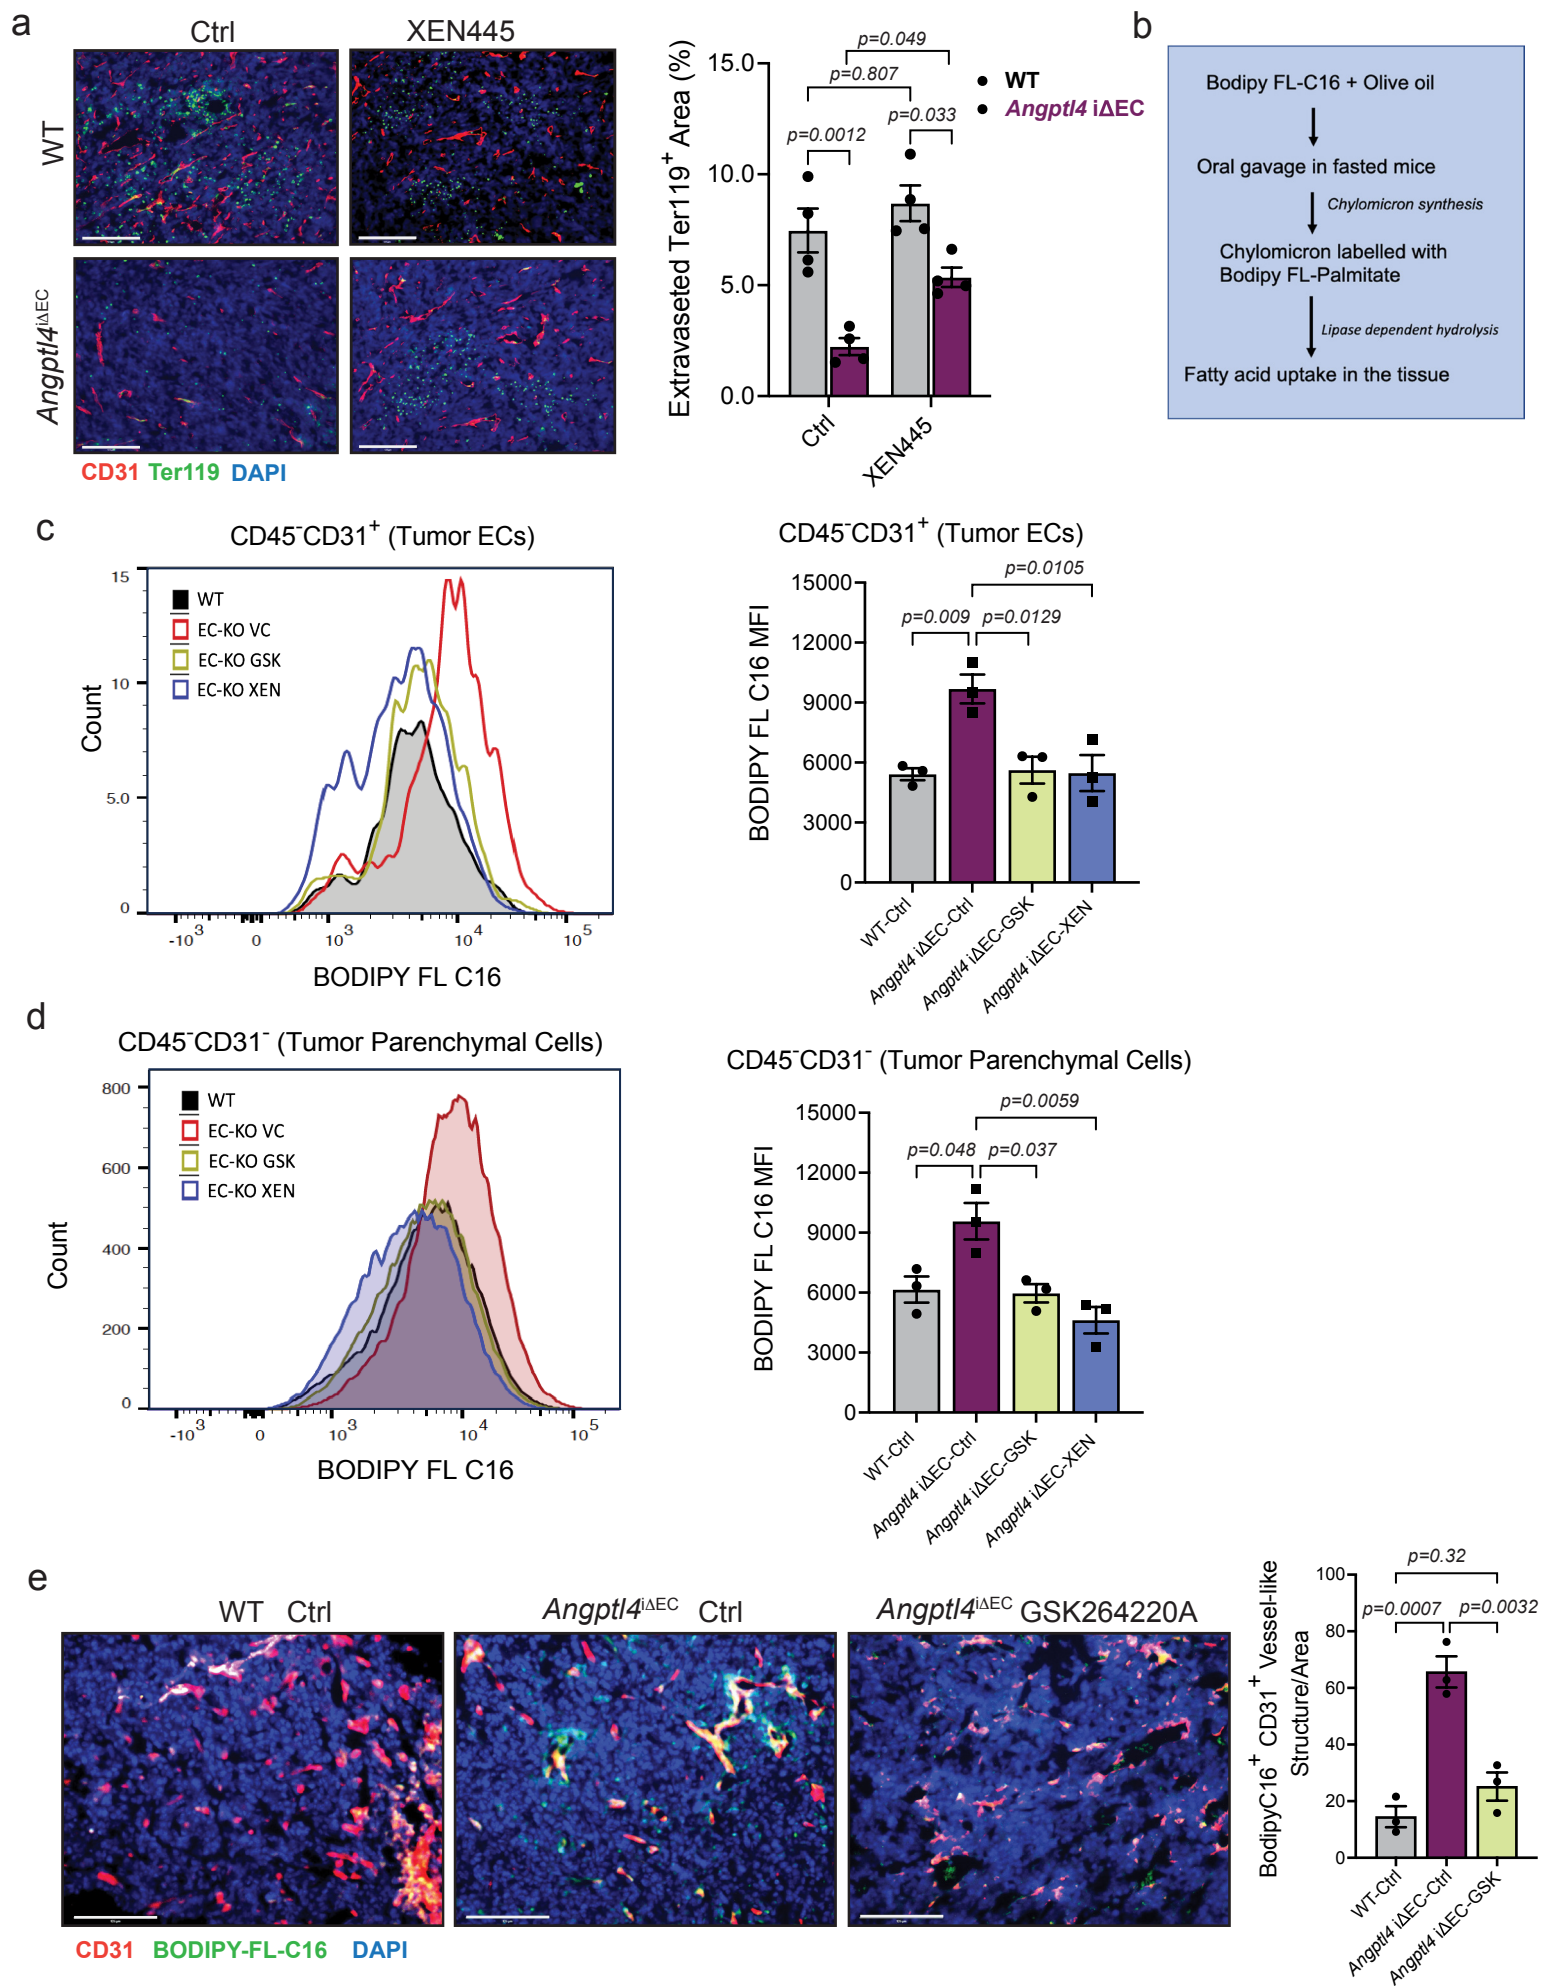

**Supplementary Fig. 11. EC specific ANGPTL4 regulates vascular lipolysis *in vivo* via inhibiting.** Tumor analysis of WT Ctrl (n=4), WT XEN445 treated (n=4), *Angptl4*<sup>ΔEC</sup> Ctrl (n=4) mice and *Angptl4*<sup>ΔEC</sup> XEN445 treated (n=4) with s.c. injection of LLCs in the dorsal flank as described in (Fig. 2) **a**, Left, representative micrographs Ter119 (green) and CD31 (red) immunostaining. Right panel represent quantification of extravascular Ter119 in tumours.(n=4 quantified per genotype, at least 4 different images from each mouse were quantified). **b**, Scheme showing the experimental strategy. **c** and **d**, Flow cytometry analysis of BODIPY-FL-C16 uptake in tumour parenchymal (CD45<sup>-</sup> CD31<sup>-</sup> cells) (**c**), and tumour ECs (CD45<sup>-</sup> CD31<sup>+</sup>) (**d**) from WT and *Angptl4*<sup>ΔEC</sup> treated with or without XEN445 or GSK264220A (n= 3 mice per group). Right panels, MFI of BODIPY-FL-C16 is quantified for the indicated groups. **e**, Left, representative micrographs of LLC tumours from WT and *Angptl4*<sup>ΔEC</sup> mice treated with GSK264220A, stained for EC marker CD31 (red) and fluorescent FA (BODIPY-FL-C16) (green). Right panel represents quantitation of CD31 and BODIPY-FL-C16 double positive vessel like structures in tumours. (n= 3 mice per group, at least 4 different images from each mouse were quantified). Scale bars, 125 μm (**a** and **e**). All data are represented as means ± SEM. Two-way ANOVA with Tukey's multiple comparisons test in (**a**). One-way ANOVA with Tukey's multiple comparisons test in (**c-e**). Exact *p* values were shown for each comparison. Source data are provided as a Source data file.

**a** Gating strategy for analysing labeled Fatty acids (BODIPY-FL-C16) or glucose (2NBDG)

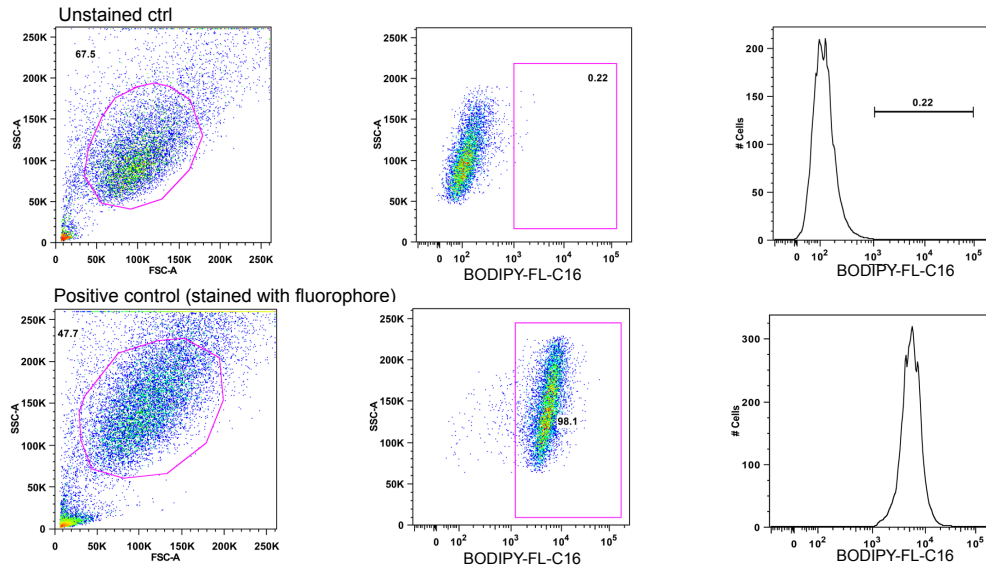

**b** Gating strategy for analysing surface expression of CD36

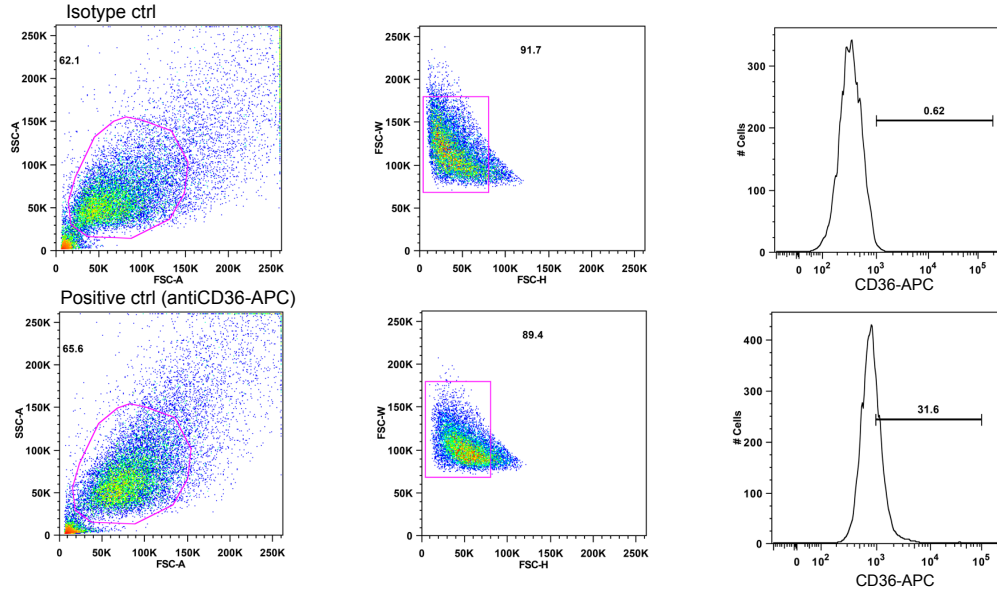

**C** Gating strategy for isolating ECs from mouse lungs

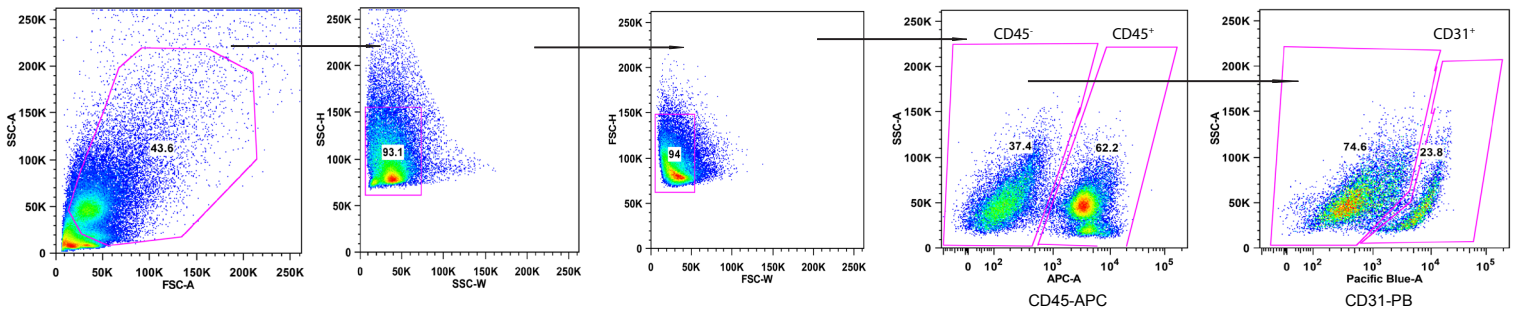

**d** Gating strategy for BODIPY FL C16 uptake in tumor ECs and Parenchymal cells

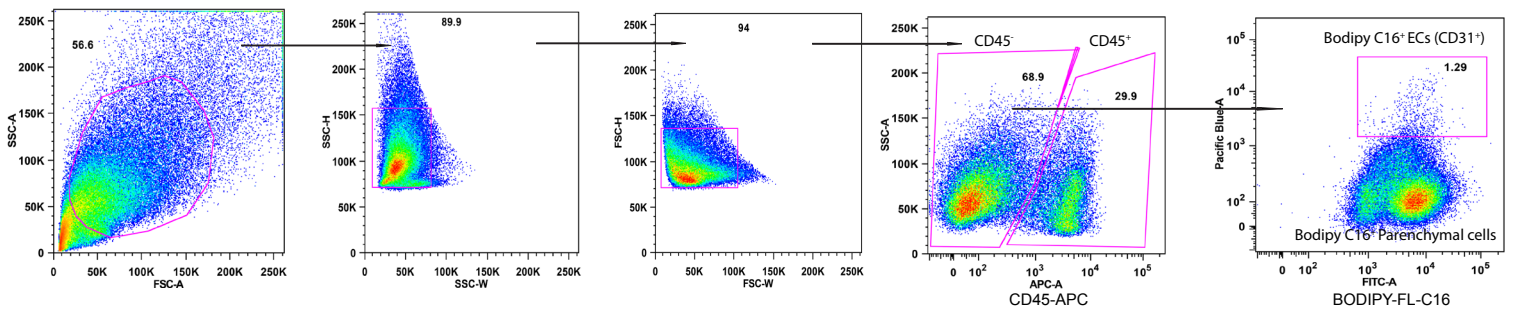

**Supplementary Fig. 12.** **a**, Gating strategy for the FACS tests applied for the detection of fluorescently labelled fatty acid (BODIPY-FL-C16) and glucose (2NBDG) in HUVECs as shown in Fig 4, Fig. 5, Fig. 6 and Supplementary Fig.7. **b**, Gating strategy for the FACS tests applied for the detection of surface expression of CD36 as shown in Fig. 5. **c**, Gating strategy for sorting ECs (CD45<sup>-</sup>CD31<sup>+</sup>) from the mouse lungs as shown in Supplementary Fig. 4. **d**, Gating strategy for the FACS tests applied for the detection of fluorescently labelled fatty acid (BODIPY-FL-C16) in the tumor ECs and other parenchymal cells as shown in Supplementary Fig.11.

**Supplementary Table 1: List of primers**

**Primers**

**Human qRT PCR Primers**

| Gene name        | Forward (5'-3')        | Reverse (5'-3')           |
|------------------|------------------------|---------------------------|
| <b>hANGPTL4</b>  | CTCCACTTGGGACCAGGATCA  | ATGGCTGCAGGTGCCAAAC       |
| <b>hLIPG1</b>    | CCACCCAATGGAAGGATTC    | GCCATCACAGGAGACCAGTT      |
| <b>hLIPG2</b>    | GGCCTCTCAGTCTTGGTACAAC | CGGGGTTGAGACAGGTAGC       |
| <b>hHK2</b>      | ATCCCCCAGCACTGATGTT    | TCACATCCTCAGTGGAGACCT     |
| <b>hPFKFB3</b>   | TCTCTCCTCCCACCTGGAC    | GGTCACACTTCTGCCATCAA      |
| <b>hPFKFB4</b>   | CTTCAGGCCTGCTCTCACA    | CTCGAGCACTTCGGTGTGT       |
| <b>hLDHA</b>     | TTTTCCCAGTGAGTCACATCC  | TTGGAAGAATTATGCACAAGACA   |
| <b>hSDHA</b>     | CAGCACAGGGAGGAATCAAT   | TCACGGTGTCGTAGAAATGC      |
| <b>hNDAUF10A</b> | TTCCTTCAACCTTGGTGGTT   | CTGACCACAGGGCAGACC        |
| <b>hCPT1A</b>    | TGGAAAGTCTCAGCATATGGAA | CCAGCACATGAACTTGGTGA      |
| <b>hCOX5A</b>    | CAAAGTGTAACCGCATGGAT   | TCCAGGTAAGTGTTCACACTCAA   |
| <b>hFATP4</b>    | AGCAGTGTAGCCAACTTCCT   | CACGAACTCATTGCGGTTCT      |
| <b>hDGAT2</b>    | GTTTTTCTTGGGTGGCTGAT   | CTGAGGCCACCAGTAAGCAT      |
| <b>hATF6</b>     | GAGTCATCGCGTCTCTCCAC   | GGCCTCAGAGTTGACGGAAG      |
| <b>hCHOP</b>     | AAGGCACTGAGCGTATCATGT  | TGAAGATACACTTCCTTCTTGAACA |
| <b>hACSL1</b>    | AACAGACGGAAGCCCAAGC    | TCGGTGAGTGACCATTGCTC      |

**Mouse qRT PCR Primers**

| Gene name              | Forward (5'-3')   | Reverse (5'-3')    |
|------------------------|-------------------|--------------------|
| <b><i>mAngptl1</i></b> | TCTTCTCTGCTGCCCAC | GTGAGCCTCTGCACAATC |

|                                        |                          |                          |
|----------------------------------------|--------------------------|--------------------------|
| <b><i>mAngptl2</i></b>                 | GGGACCTTAACTGTGC         | GAATGGCTACAGGTACCA       |
| <b><i>mAngptl3</i></b>                 | GATGGCTCTGTCAATT         | CATCAATGTTTCCAAACCC      |
| <b><i>mAngptl4</i></b>                 | ACTTCAGATGGAGGCTGGAC     | TCCGAAGCCATCCTTGTAGG     |
| <b><i>mAngptl5</i></b>                 | GTCACCTAAGGCCAGATGCTT    | TGCACTCCCTGACTTGCATT     |
| <b><i>mAngptl6</i></b>                 | TATCCACCGGCTCACC         | TCTGCGTAGCGTGCATTG       |
| <b><i>mAngptl7</i></b>                 | CACCGTGAGGCATGTG         | GGTTGGTCTTTATGAACTG      |
| <b><i>mAngptl8</i></b>                 | GCTTTACACCTTCGAGCTGA     | ATCCAGGTAGTCTCAGGCTG     |
| <b><i>mCPT1a</i></b>                   | TTGATCAAGAAGTGCCGGACGAGT | GTCCATCATGGCCAGCACAAAGTT |
| <b><i>mLdha</i></b>                    | CCTGCACCAAACATGCCTA      | CACTGGAGCCAGGTTATACGA    |
| <b><i>mSlc2a1</i></b>                  | ATCATGGGCAATGCAGACTT     | GTAGCAGGGCTGGGATGA       |
| <b><i>mHk2</i></b>                     | GTTTGTACATTTATTTGCCCTCCT | AGCGTGCATCTCGTGTA AAA    |
| <b><i>mPfkfb3</i></b>                  | CAGAGGACAGCTTGACAGGA     | GAGGCCTGGGCTCAATCT       |
| <b><i>mAcs1</i></b>                    | TGGGGTGGAAATCATCAGCC     | CACAGCATTACACACTGTACAACG |
| <b>m18S</b>                            | TTCTGGCCAACGGTCTAGACAAC  | CCAGTGGTCTTGGTGTGCTGA    |
| <b><i>mAngptl4</i></b><br><b>Exon4</b> | GGGACTGCCAGGAACTCTTC     | AATGGTGGAGACCCCAGAGG     |
| <b><i>mAngptl4</i></b><br><b>Exon5</b> | GAGGCTGGACAGTGATTCAGAGA  | GGGATCTCCGAAGCCATCCTT    |

### Genotyping Primers

|                                  | <b>Forward (5'-3')</b> | <b>Reverse (5'-3')</b> |
|----------------------------------|------------------------|------------------------|
| <i>Angptl4</i> Flox (genotyping) | TGTGGGGTAGGCTTTAGGTG   | GCTTCTCTCCCTGAGCCTTT   |
| ERT2 (genotyping)                | ATACCGGAGATCATGCAAGC   | ATGTGAACCAGCTCCCTGTC   |

**Supplementary Table 2. List of siRNAs and shRNAs**

| siRNAs                                                          |                   |                                                                                                                                                                                                                                    |
|-----------------------------------------------------------------|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ON-TARGETplus Human<br><i>ANGPTL4</i> siRNA (SMARTPool)         | Horizon Discovery | Catalog # L-007807-00-0020                                                                                                                                                                                                         |
| Accell Human <i>LIPG</i> siRNA<br>(SMARTPool)                   | Horizon Discovery | Catalog # E-009601-00-00010                                                                                                                                                                                                        |
| ON-TARGETplus Non-targeting<br>Pool                             | Horizon Discovery | Catalog# D-001810-10-20                                                                                                                                                                                                            |
| SMARTvector mouse <i>Angptl4</i><br>Lentiviral shRNA (set of 3) | Horizon Discovery | Catalog ID:V3SM11244-<br>01EG57875<br><br>SET1: V3SM11241-233353210<br>Clone Id: V3SVMM01_13290866<br><br>SET2: V3SM11241-237020981<br>Clone Id: V3SVMM01_16958618<br><br>SET3: V3SM11241-231728343<br>Clone Id: V3SVMM01_11665979 |
| SMARTvector Empty Vector<br>Control                             | Horizon Discovery | Catalog ID:VSC11649                                                                                                                                                                                                                |

**Supplementary Table 3: List of Antibodies**

| <b>Antibodies</b>                                                                   |                           |             |
|-------------------------------------------------------------------------------------|---------------------------|-------------|
| <b>Immunoblots</b>                                                                  |                           |             |
| Phospho-AMPK $\alpha$ (Thr172) (40H9) Rabbit mAb                                    | Cell Signaling Technology | Cat #2535   |
| AMPK $\alpha$ (D5A2) Rabbit mAb                                                     | Cell Signaling Technology | Cat #5831   |
| Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP <sup>®</sup> Rabbit mAb | Cell Signaling Technology | Cat #4370   |
| p44/42 MAPK (Erk1/2) (137F5) Rabbit mAb                                             | Cell Signaling Technology | Cat #4695   |
| HSP90                                                                               | BD Biosciences            | Cat# 610419 |
| VEGF Receptor 2 (55B11) Rabbit mAb                                                  | Cell Signaling Technology | Cat #2479   |
| Hexokinase II (C64G5) Rabbit mAb                                                    | Cell Signaling Technology | Cat #2867   |
| LDHA (C4B5) Rabbit mAb                                                              | Cell Signaling Technology | Cat #3582   |
| PFKP (D4B2) Rabbit mAb                                                              | Cell Signaling Technology | Cat #8164   |
| PKM2 (D78A4) XP <sup>®</sup> Rabbit mAb                                             | Cell Signaling Technology | Cat #4053   |

|                                         |                              |                 |
|-----------------------------------------|------------------------------|-----------------|
| PDH (C54G1) Rabbit mAb                  | Cell Signaling<br>Technology | Cat #3205       |
| ACSL1 (D2H5) Rabbit mAb                 | Cell Signaling<br>Technology | Cat# 9189       |
| CPT1A [8F6AE9] Mouse mAb                | Abcam                        | Cat# ab128568   |
| CD36 Rabbit pAB (Clone 948)             | Proteintech                  | Cat# 18836-1-AP |
| NG2 (clone: 546930) mAb                 | Invitrogen                   | Cat# MA5-24247  |
| <b>SECONDARY ANTIBODIES</b>             |                              |                 |
| Goat anti-Rabbit IgG, Alexa Fluor 800   | Invitrogen                   | Cat# A32735     |
| Goat anti-Mouse IgG, Alexa Fluor 800    | Invitrogen                   | Cat# A32730     |
| Goat anti-Mouse IgG, Alexa Fluor 680    | Invitrogen                   | Cat# A21058     |
| Goat anti-Rabbit IgG, Alexa Fluor 680   | Invitrogen                   | Cat# A21109     |
| <b>Immunofluorescence/Flowcytometry</b> |                              |                 |
| CD31                                    | BD Bioscience                | Cat# 550274     |
| CD31-PE, Clone MEC 13.3                 | BD Bioscience                | Cat# 553373     |
| CD31-BV421, Clone MEC 13.3              | BD Bioscience                | Cat# 562939     |
| Ter119-FITC                             | BioLegend                    | Cat# 116205     |
| $\alpha$ -SMA-eFluor™ 660               | Invitrogen                   | Cat# 50-9760-82 |
| Ki67-APC, Clone: 16A8                   | BioLegend                    | Cat# 652405     |
| Ki67 PE                                 | BioLegend                    | Cat# 652404     |
| CD36-FITC                               | Invitrogen                   | Cat# 11-0369-42 |
| CD36-APC                                | BioLegend                    | Cat# 102611     |
| CD45-PE,                                | BioLegend                    | Cat# 157603     |

|                         |             |                 |
|-------------------------|-------------|-----------------|
| CD45-APC                | BioLegend   | Cat# 103112     |
| Anti-BrdU-PE            | eBioscience | Cat# 12-5071-41 |
| Integrin alpha v beta 3 | Invitrogen  | Cat# 11-0519-41 |
| Anti-ERG                | Abcam       | Cat# ab92513    |

# Supplementary material for: Suppression of angiopoietin-like 4 reprograms endothelial cell metabolism and inhibits angiogenesis
**Source:** Nat Commun. 2023 Dec 12;14:8251. doi: 10.1038/s41467-023-43900-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES

### **Suppression of Angiopoietin-like 4 Reprograms Endothelial Cell Metabolism and Inhibits Angiogenesis**

Balkrishna Chaube<sup>1,2,3</sup>, Kathryn M Citrin<sup>1,2,3,4</sup>, Mahnaz Sahraei<sup>1</sup>, Abhishek K. Singh<sup>1,2</sup>, Diego Saenz de Urturi<sup>1,2,3</sup>, Wen Ding<sup>1</sup>, Richard W Pierce<sup>2,5</sup>, Raaisa Raaisa<sup>6</sup>, Rebecca Cardone<sup>6</sup>, Richard Kibbey<sup>3,4,6</sup>, Carlos Fernández-Hernando<sup>1,2,3,7</sup> and Yajaira Suárez<sup>1,2,3,7\*</sup>.

#### **This file contains:**

Supplementary Dataset Descriptions

#### **File name: Supplementary Data 1**

Description: Steady-state analysis of metabolites from glycolysis and the TCA cycle in HUVECs transfected with siRNA for ANGPTL4 or a non-silencing control siRNA (NS).

- Sheet 1: Raw metabolite data for HUVECs transfected with either NS or siRNA targeting ANGPTL4.
- Sheet 2: Normalized metabolite concentrations to total protein, located under the tab 'Norm\_Data'.
- Sheet 3: Total protein concentration data for each well from HUVECs transfected with either NS or siRNA targeting ANGPTL4.
- Sheet 4: The individual MRM transition pairs (Q1/Q3) are detailed in tab 4.

This dataset corresponds to Fig. 4h.

# Supplementary material for: Suppression of angiopoietin-like 4 reprograms endothelial cell metabolism and inhibits angiogenesis
**Source:** Nat Commun. 2023 Dec 12;14:8251. doi: 10.1038/s41467-023-43900-0
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Western blot acquisition: Odyssey Infrared Imaging System (LI-COR Biotechnology)  
Glucose and FA uptake, CD36 and Integrins surface expression experiments: BD FACS LSR-II; EVOS digital inverted fluorescence microscope (AMG), Leica SP5 II confocal microscope equipped with a 63X Plan Apo Lense.  
RNA Seq analysis: Illumina HiSeq 2500. Agilent Bioanalyzer  
Seahorse Xtracellular Flux analyzer (Agilent)  
qRT-PCR: iCycler Real-Time Detection System (Biorad)  
Mass spec: AB Sciex QTrap 5500.

#### Data analysis

Statistical analysis: GraphPad Prism Software Version 9.0  
FACS analysis: FlowJo v10  
Seahorse Wave Desktop Software (Agilent)  
Fluorescent/Western blot image analysis/quantification: ImageJ (NIH)  
RNAseq analysis: PartekFlow® software, version 8.0.19.0405 (Partek, Inc., St. Louis, MO), R studio, Ingenuity Pathway Analysis Spring Release 2019 (Ingenuity Systems QIAGEN).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE211128 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211128>).

All other data that support the findings of this study are within the article and its Supplementary Information, Supplementary Data1 and Source Data files.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculations were performed. Sample size was determined to be adequate for each study was chosen and based on literature documentation of similar well-characterized experiments (Singh et al., 2021, Aryal et al., 2018, Chamorro-Jorganes et al., 2016; Sahraei et al 2019). Sample sizes for cell culture experiments (at least three biological replicates) were chosen based on experience working with HUVECs (Chamorro-Jorganes et al., 2016; Chamorro-Jorganes et al., 2014). Sample sizes are listed in the figure legends and main text.

### Data exclusions

For siRNA experiments, knockdown was assessed prior to downstream analyses (gene expression, metabolic assays, metabolomics etc). Any individual experiments that did not achieve 75 % knockdown (by mRNA expression) was excluded from subsequent analyses. 

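In the sequenced libraries, the reduction of *ANGPTL4* mRNA was computed for each *siANGPTL4* library against the mean of the 3 NS libraries of the same treatment, from TMM-normalized CPM. Without treatment it was 78.2% (74.8% to 81.1% over 3 libraries), with PBS 77.8% (76.0% to 80.7%) and with CoCl_2_ 89.8% (88.5% to 91.2%). In the XEN445 experiment, *ANGPTL4* was at 25.6 ± 0.471 CPM in NS and 8.14 ± 0.336 CPM in *siANGPTL4* cells with DMSO (SD, n = 3 each), a reduction of 68.2% (67.2% to 69.7%). With XEN445 it was at 16.4 ± 1.22 CPM in NS and 7.26 ± 1.5 CPM in *siANGPTL4* cells (SD, n = 3 each), a reduction of 55.7% (46.0% to 64.2%). The log2 fold change of *siANGPTL4* against NS was −1.65 with DMSO (standard error 0.11, adjusted p = 5.23e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.17 with XEN445 (standard error 0.12, adjusted p = 2.98e-07, same edgeR test). With same-numbered libraries paired by a replicate block, the adjusted p-values of *ANGPTL4* from edgeR were 7.58e-09 and 3.3e-07.

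**Figure D3:**
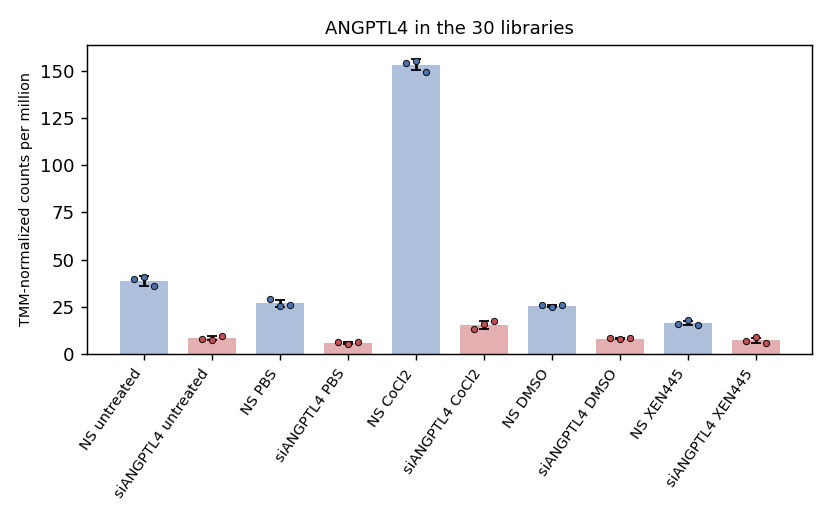
TMM-normalized CPM of *ANGPTL4* (vertical axis) in the 30 libraries, in 10 groups by siRNA and treatment. Bars are means, error bars SD and points single libraries; the highest mean is 153 CPM in NS cells with CoCl_2_ and the lowest 5.96 CPM in *siANGPTL4* cells with PBS.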

For all other in vitro experiments, no data was excluded. For tumor studies, mice with no palpable mass at days 6-8 were removed from the study.

### Replication

In vitro experiments were routinely repeated independently and 3-6 biological replicates were used. Several cell culture experiments (knockdown of ANGPTL4 with different treatments, to assess EC cell functions, gene expression, cell proliferation, and metabolic assays) were replicated successfully by at least two investigators. Multiple mice (n = 3-10 per group) were used in all in vivo experiments. All

replication attempts were successful.

#### Randomization

Mice were weight-matched and randomized to experimental groups before the start of any experiments.

#### Blinding

When possible, blinding was performed during data collection and analysis for in vitro and in vivo experiments. For experiments in which investigators could not be blinded for practical reasons (i.e., for treatment of mice and cells), results were independently analyzed by different investigators.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

#### Antibodies used

The following antibodies were used in this study: Phospho-AMPK $\alpha$  (Thr172) (Cell Signaling #2535, 1:1000), AMPK $\alpha$  (Cell Signaling #5831, 1:1000), HSP90 (BD Biosciences #610418, 1:1,000), Phospho-ERK1/2 (Cell Signaling #4370, 1:1000), ERK1/2 (Cell Signaling #4695, 1:1000), VEGF Receptor 2 (Cell Signaling # 2479, 1:1000), Hexokinase II (Cell Signaling #2867, 1:1000), LDHA (Cell Signaling #3582, 1:1000), PFKP (Cell Signaling #8164; 1:1000), PKM2 (Cell Signaling #4053, 1:1000), PDH (Cell Signaling #3205, 1:1000), ACSL1 (Cell Signaling #9189, 1:1000), CPT1A (Abcam #ab128568, 1:1000), CD36 (Proteintech #18836-1-AP, 1:1000), fluorescently labeled secondary antibodies (Invitrogen #A21058, #AA21109; 1:5000). For immunofluorescence studies, the following antibodies were used- CD31 (BD Bioscience #550274, 1:100), CD31- PE, Clone MEC 13.3 (BD Bioscience #553373, 1:100), CD45-APC (BioLegend # 103112), Ter119-FITC (BioLegend #116205, 1:200),  $\alpha$ SMA-eFluor™ 488 (Invitrogen # 53-9760-82, 1:100), Ki-67 eFluor™ 488 (Invitrogen #53-5698-82, 1:100), Ki67-APC, Clone: 16A8 (BioLegend # 652405), CD36-FITC (Invitrogen # 11-0369-42, 1:200), CD36-APC (BioLegend # 102611), Integrin  $\alpha$  v  $\beta$  3 (Invitrogen # 11-0519-41, 1:200), ERG (Abcam #ab92513), (see Supplementary Table 3).

#### Validation

All antibodies from Cell Signaling, Abcam, BD Biosciences, Proteintech, BioLegend, and Invitrogen have been validated by their respective manufacturers for use in Western blotting, IHC, flow cytometry, and immunofluorescence. This validation information can be found on each manufacturer's website. We also performed additional validation using positive and negative controls. For antibodies used for Western analyses, positive control lysates from either cell lines or tissue sample known to express the protein were used for detection, and negative control lysate were used from cell line or tissue samples known not to express the protein for detection.

For flow cytometry/FACS, a range of appropriate negative and positive controls was used to verify specificity including cells only negative control (no primary Ab, no secondary Ab to check for background autofluorescence), primary Ab control (primary Ab, but no secondary to check for non-specific binding of primary), treated cells (secondary Ab, but no primary Ab to check for non-specific binding of secondary Ab on treated cells), isotype control (use isotype control primary Ab with secondary Ab to verify that the primary is specific and does not result of non-specific Fc receptor binding), compensation controls for each fluorochrome (positive control to set-up cyclometer alignment and to remove spectral overlap).

### Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

#### Authentication

All primary HUVECs were authenticated by the VBT core at Yale University and were used within 3-5 passages. This includes cell morphology and rate of cell division and expression of specific cell markers and response to TNF $\alpha$  or VEGFA stimulation. Cells were used within 6 total passages following receipt from the vendor or isolation. The stable cell lines, LLC and B16F10, were authenticated based on morphology checks at both high and low plating densities, and growth curve analyses.

|                                                                      |                                                               |
|----------------------------------------------------------------------|---------------------------------------------------------------|
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice bearing a loxP-flanked Angptl4 allele (Angptl4loxP/loxP mice) were generated as described previously (Aryal et al., 2018). Endothelial-specific ANGPTL4-deficient mice (Cdh5-CreERT2; Angptl4loxP/loxP) were generated by breeding Cdh5-CreERT2; Angptl4loxP/+ mice with Angptl4loxP/+ mice. All mouse strains were in the C57BL6J genetic background. All mice were housed in a barrier animal facility with a constant temperature and humidity in a 12-hour dark/light cycle. All mice were fed with a standard chow diet (CD) and water and food were provided ad libitum, temperature was between 20 and 24 °C and relative humidity between 45 and 65 rH. ( see Method section for more details) |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | Both male and female mice were used since no sex-specific differences were observed. Female mice were mostly used for tumor angiogenesis experiments due to their reduced fighting behaviors which facilitates group housing, randomization and generation of matched cohorts.                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Experiments were conducted under the ethical guidelines and protocols approved by IACUC (Institutional Animal Care and Usage Committee) in Yale University School of Medicine (Animal protocol no 2022-116576)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | HUVECs were analyzed for surface expression, glucose/FA uptake, cell viability- AnnexinV/PI, and proliferation- EdU incorporation by fluorescence flow cytometry. After desired culture conditions, cells monolayers were washed twice in PBS, then trypsinized and washed with cold 1% BSA/PBS, centrifuged, and washed again in cold 1% BSA/PBS. After desired staining conditions, cells were washed twice with cold PBS and analyzed on a FACS LSR-II flow cytometer (BD Biosciences) using Flow Jo analysis software collecting 10,000 cells gated viable cells per sample. In all cases negative controls for staining were used. For Flow cell sorting of MLECs, live cells were gated by staining with LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (Invitrogen, Cat# L23105,). All antibodies were titrated to determine optimal signal-to-noise separation and minimize background fluorescence. The gating strategy was set up using Fluorescence Minus One (FMO) controls. |
| Instrument         | BD FACS LSR-II and BD FACS Aria (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | BD FACS DIVA and Flow Jo v10                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Cell population abundance | Live cells were enriched using FSC/SSC. 10,000 events were collected for each sample.                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Gating strategy           | Live cells were gated using FSC and SSC. Compensation controls was used for each fluorochrome (positive control to setup cytometer alignment and to remove spectral overlap). Cells incubated with negative or isotype controls were used to set positivity for (Probes). The results are expressed in terms of specific geometric mean intensity of fluorescence (M.I.F.) after subtracting fluorescence of cells incubated with isotype or negative control respectively. The gating strategy was set up using Fluorescence Minus One (FMO) controls. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

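HUVECs transfected with a non-silencing siRNA (NS) or an siRNA against *ANGPTL4* (*siANGPTL4*) were sequenced in 3 experiments, with 30 libraries in all and 3 biological replicates in each of 10 conditions. In the first experiment, cells received no further treatment. In the second, they received 100 μM CoCl_2_ or PBS, and in the third 10 μM XEN445 or DMSO. Transfection lasted 6 h and cells were harvested 60 h after it. CoCl_2_ and its vehicle were present for 24 h. For XEN445, the protocol with the data gives 24 h and the sample labels 12 h. The paper's methods name oligo-dT selection with a Kapa mRNA Hyper prep kit, while the labels of the samples name a kit for small RNA. Each library held counts for 22396 to 24091 genes, among them long protein-coding ones, which goes against libraries of small RNA.

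The authors aligned paired-end reads to GRCh38 (hg38) with the STAR aligner, annotated them with Ensembl and quantified genes in Partek Flow. The authors deposited a table of estimated counts per gene for each experiment, without normalization. Between 43.5% and 44.3% of the values in a table are not whole numbers. The release of the Ensembl annotation, the version of STAR and the use of the strand are not named in the paper's text. Of the 26687 genes listed in the 3 tables, 26549 have their Ensembl identifier in GENCODE release 44 and 23764 have the same start there. In 23791 genes the stop in the tables is 1 above the GENCODE end, so gene ends are printed as the stop minus 1. Each of the value columns was mapped to one sample by its label, and 0 columns were left without a sample.

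Total counts per library ranged from 24918018 to 38283127 in the untreated experiment, from 18556820 to 35450881 in the CoCl_2_ experiment and from 14530393 to 32723123 in the XEN445 experiment. The smallest level that a library can show was set at 3 counts, and intervals and limits of this kind cover counting error only. Normalization factors lay between 0.9341 and 1.073, and the 10 most abundant genes held between 7.32% and 10.0% of the counts of a library. Replicates of the same condition were compared on genes with at least 20 counts in a pair. Their differences were between 2.32 and 43.6 times those of counting noise (chi-squared per degree of freedom), so no library was a copy of another of the same condition. Libraries of different conditions were not compared in this way.

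Counts were rounded to whole numbers, and genes with more than 50 counts in at least 3 samples were kept, as in the paper's methods. Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test. p-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison. DE genes were called at an adjusted p-value below 0.05 and a log2 fold change beyond 0.5, the values in the paper's methods. The paper's results text gives a log2 fold change of 1.5 and a figure legend a fold change of 1.5, and both were tried as alternatives. In each experiment with 4 conditions, *siANGPTL4* was compared with NS under the vehicle and under the treatment, the treatment was compared with its vehicle in NS and in *siANGPTL4* cells, and the interaction of siRNA and treatment was tested. Genes were counted as shared between comparisons when they were called in the same direction in each.

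Gene sets for glycolysis, FA oxidation, the TCA cycle, the pentose phosphate pathway, the hypoxia response, YAP and TAZ targets, PPAR targets, cholesterol synthesis, the interferon response, the cell cycle and the integrated stress response were listed by hand. They were tested with cameraPR of limma 3.58.1 on the p-value of each gene from edgeR, turned into a normal score with the sign of the change, at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 121 tests. Genes labelled in the paper's figures were read from the figures and their directions counted without a test. GO and KEGG annotations were not at hand, so the enrichments of Fig. 1d, Fig. 3b and Fig. 6b were not recomputed. A rule limits which genes the text may name: genes the paper names in its text or labels in the figures on these data, members of the gene sets, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those whose groups do not overlap.

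CPM values are TMM-normalized within an experiment and are given as the mean ± SD over 3 libraries. Slopes of log2 fold changes between comparisons were fitted through the origin over the genes called in untreated cells, and their SD is over fits that each used the libraries of one replicate number. Pairing was checked by the correlation, across genes, of residuals between libraries with the same replicate number in different conditions.

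The procedure was tested on simulated data built from the tables. With 200 changed genes, the fit for untreated cells recovered 99% of them, with 1.49% of the calls false. The interaction in the XEN445 experiment recovered 90.5%, with 4.74% false. With no changed genes, 0 of 13685 genes were called. Of random sets of 20 genes, 3.5% had a p-value below 0.05 with cameraPR. Each gene was simulated independently of the others. The share therefore says nothing about sets whose genes vary together, and most genes were left unchanged, unlike in the data.

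Alternatives to each choice were limma-voom, the paper's tool, and DESeq2 1.42.0 in place of edgeR, RLE in place of TMM normalization, edgeR's filterByExpr or all genes with at least 1 count in place of the filter, the other fold change thresholds or none, a test against the threshold with glmTreat, and the replicate number as a block. Further alternatives were an inter-gene correlation of 0.05, a fit of only the groups compared, other choices of genes for the slopes, and leaving out each library in turn. GC content and gene length were corrected for in checks of the results that the closing section discusses. No sample was left out of the fits reported at the claims.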

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

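The tests without 1 library of low depth, those of the interferon genes in untreated cells, that of the XEN445 genes in *siANGPTL4* cells, that of *ANGPTL4* itself in *siANGPTL4* cells with XEN445 and the splits of the samples for gene sets were chosen only after the results were seen. The comparisons, the filter, the thresholds, the gene sets, the rule for naming genes and the alternatives were set before the data were examined. Neither the paper's text nor the sample labels say whether the conditions shared donors or pools of HUVECs, and a difference in donors between conditions was not tested.

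The response to CoCl_2_ differed between *siANGPTL4* and NS cells by edgeR's test of the interaction, which called 8739 of 14146 genes (11068 at an unadjusted p-value below 0.05). On the log2 scale, the interaction was 1.23 for *LDHA*, −2.23 for *SLC2A1*, −1.58 for *EDN1* and −2.26 for *HK2*. With every library thinned to the smallest total in the experiment, 8247 genes were called, 8087 of them among the 8739. After each library's trend with GC content and gene length was removed, limma called 8305 genes, against 8714 before the correction, with 7309 in both. With the replicate block, the correction gave 8297 genes against 8713, with 7305 in both. Without the 100 genes with the most counts, edgeR called 8682. Among genes that overlap no other listed gene, 63.7% were called, against 61.8% of all tested genes.

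Mislabelled libraries were weighed by comparing *siANGPTL4* cells with CoCl_2_ against each other group. The fewest called genes were 5484, against NS with PBS, and there were 7737 against *siANGPTL4* with PBS and 7980 against NS with CoCl_2_, so these libraries resembled none of the 3 groups closely. The reduction of *ANGPTL4* in them was 89.8%. Such counts of called genes can show a group that repeats another, but not labels exchanged between 2 whole groups. The 7737 genes that differ between *siANGPTL4* cells with CoCl_2_ and with PBS do not by themselves show a response to CoCl_2_. The HIF targets did not rise in these cells (median −0.22, 12 of 32 higher; adjusted p = 0.108 with cameraPR, and from 0.00137 to 0.278 over the alternatives), whereas *ANGPTL4* rose by 1.39. Other genes moved as in NS cells. The glycolysis genes rose by a median of 0.48 (18 of 24 higher, adjusted p = 0.0151, cameraPR on edgeR's statistics). *LIPG* changed by −2.97, against −2.94 in NS cells. Of the Supplementary Fig. 6a genes, 21 of the 27 drawn as higher rose and 18 of the 23 drawn as lower fell. Whether another difference between these libraries adds to the change was not tested. The slope of their CoCl_2_ change on that of NS cells was 0.19 over 6384 genes, and 51% of these moved the same way. Of the 32 splits of the libraries that part as many same-numbered pairs, 1, the real one, gave as many interaction genes. The next, with 8597 genes, exchanges all treatment labels of the *siANGPTL4* libraries and so keeps their 2 groups whole. Splits that mix these groups gave at most 3123 genes (5152 at an unadjusted p-value below 0.05). No technical explanation tested here accounts for the interaction, though exchanged labels of whole groups were not ruled out. A candidate explanation is that silencing alters the response to CoCl_2_ itself.

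For gene sets, the interaction with CoCl_2_ had a median log2 value of −1.41 over the HIF targets, with 28 of 32 genes negative (adjusted p = 3.77e-07 with cameraPR on edgeR's statistics, and from 2.62e-12 to 0.00051 over the alternatives). Over 40 cell cycle genes it was 4.65, with all 40 positive (adjusted p = 1.19e-22, cameraPR, and from 9.79e-76 to 1.14e-10 over the alternatives). These genes fell by 2.85 in NS cells and rose by 1.71 in *siANGPTL4* cells with CoCl_2_. Over 37 interferon response genes it was −2.01, with 33 negative (adjusted p = 7.81e-06, cameraPR, and from 1.24e-09 to 0.0031 over the alternatives). The medians after thinning, after the GC content and length correction, over the members with more counts and over members that overlap no other gene were −1.49, −1.39, −1.22 and −1.58 for the HIF targets. They were 4.59, 4.74, 4.10 and 4.63 for the cell cycle and −2.0, −2.49, −1.67 and −1.86 for the interferon response. The corrected medians come from limma, where they were −1.39, 4.70 and −2.38 before the correction. An interferon interaction as large was given by 8 of the 32 splits, which are the 8 that keep the *siANGPTL4* groups whole. In *siANGPTL4* cells, CoCl_2_ lowered these genes by a median of −2.89, with 35 of 37 lower, and regrouping the NS libraries leaves that change in place. These splits cannot show whether NS cells responded differently. For the HIF targets and for the cell cycle, 1 split, the real one, gave a median as large. The cell cycle genes lay above those of *siANGPTL4* with PBS (1.71) and of NS with CoCl_2_ (4.30), which a mixture of libraries of those 2 groups would not give. A mixture with cells from outside the experiment was not tested. A candidate explanation for the HIF target and cell cycle interactions is a different response of silenced cells to CoCl_2_.

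XEN445 also acted differently in *siANGPTL4* and NS cells by the interaction test, with 899 genes called by edgeR (3476 at an unadjusted p-value below 0.05). The log2 interaction was 1.28 for *LDHA*, 1.53 for *SLC2A1* and 3.37 for *HMOX1*. Thinning to equal depth left 802 genes, 704 of them among the 899. The correction for GC content and length gave 1069 against 887, with 848 in both, and with the replicate block 1103 against 1010, with 951 in both. Without the 100 genes with the most counts there were 884, and among genes with no overlapping neighbor 7.24% were called, against 6.57% of all tested genes. The *siANGPTL4* library with DMSO of replicate 1 had the lowest depth, 14530393 counts, and without it 802 genes were called.

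*ANGPTL4* was reduced by 68.2% with DMSO and by 55.7% with XEN445, so weaker silencing in the XEN445 libraries was weighed as an explanation of that interaction. Of its 567 genes that were also called in untreated cells, 87.1% moved against the change seen in untreated cells, which both a rescue by XEN445 and weaker silencing would give, so from this test alone they cannot be told apart. The level of *ANGPTL4* left in *siANGPTL4* cells goes against weaker silencing. It was 8.14 CPM with DMSO and 7.26 CPM with XEN445, a log2 fold change of −0.16 that did not pass the test. The smaller reduction follows from NS cells, where *ANGPTL4* went from 25.6 CPM with DMSO to 16.4 CPM with XEN445. In 5 of the 32 splits, as many or more genes were called, up to 1172. These 5 are among the 8 splits that keep each treatment group of *siANGPTL4* libraries whole and regroup the NS libraries, in which XEN445 itself changed 6 genes. Such splits leave the difference within *siANGPTL4* cells in place, so a large number in them does not speak against it. Splits that mix the *siANGPTL4* groups called 0 genes each, with at most 936 at an unadjusted p-value below 0.05. The 8 splits cannot show how much the NS libraries add to the interaction.

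Over gene sets, the XEN445 interaction had a median of 0.61 for glycolysis, with 19 of 24 genes positive (adjusted p = 1.05e-12, cameraPR on edgeR's statistics, 1.51e-12 with the replicate block, and from 1.24e-21 to 2.23e-07 over the alternatives). It was 0.42 for the HIF targets, with 27 of 32 positive (adjusted p = 3.85e-13, cameraPR, 2.12e-12 with the replicate block, and from 1.44e-21 to 5.72e-07 over the alternatives). For the cell cycle it was −1.0, with 39 of 40 negative and 34 called (adjusted p = 7.07e-34, cameraPR, 1.26e-35 with the replicate block, and from 1.2e-52 to 8.73e-16 over the alternatives). In the order thinning, GC content and length correction, members with more counts and members with no overlap, the medians were 0.66, 0.63, 0.63 and 0.58 for glycolysis. They were 0.44, 0.44, 0.44 and 0.33 for the HIF targets, and −1.01, −0.99, −1.01 and −0.98 for the cell cycle. Before the correction, limma gave 0.61, 0.41 and −1.01. Splits with a median as large numbered 1 of 32 for glycolysis and for the cell cycle, but 7 of 32 for the HIF targets. These 7 are among the 8 that keep the *siANGPTL4* groups whole, and within *siANGPTL4* cells XEN445 raised the HIF targets by a median of 0.48, with 29 of 32 higher. XEN445 may raise glycolysis genes and HIF targets and lower cell cycle genes in silenced cells. For the cell cycle, the median of *siANGPTL4* against NS cells went from −0.29 with DMSO to −1.30 with XEN445, away from NS cells, which weaker silencing would not give.

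In NS cells, for which the paper does not report the effect of XEN445 alone on RNA-seq, 6 genes were called between XEN445 and DMSO and 782 had an unadjusted p-value below 0.05. The groups did not overlap for 1416 genes, where chance gives 10% of the genes tested. The called genes were *YTHDC1* (log2 fold change 0.93), *BMF* (0.77), *PIM1* (0.71), *MYLIP* (−1.02), *ARRDC4* (−0.66) and *ANGPTL4* itself (−0.64). A fit with the replicate block called the same genes without *PIM1*, 5 in all. Correction for GC content and length called all 6 among 11 genes. In *siANGPTL4* libraries, 5 of the 6 moved the same way, with *ARRDC4* as the exception. *YTHDC1* (0.95) and *BMF* (0.95) were called there too. *MYLIP* (−0.30) was lower there but short of the fold change threshold. *PIM1* (0.04) was not called, and its direction there changed when 1 library was left out. The interaction of siRNA and XEN445 passed edgeR's test for *PIM1* (−0.67), *MYLIP* (0.71) and *ARRDC4* (0.94). In a fit of these groups alone, which called 4 genes, 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many. Among all 10 splits, which include those that put same-numbered libraries together, 2 did, and another split gave 29 genes, so the number of called genes by itself does not speak for an effect. A response to XEN445 that is shared by NS and silenced cells may underlie the changes of *YTHDC1* and *BMF*, which the separate *siANGPTL4* libraries also showed. The call of *MYLIP* in NS cells held when each of the 6 libraries was left out in turn. The calls of *PIM1*, *ARRDC4* and *ANGPTL4* were lost in at least 5 of these 6 fits, which also have fewer libraries. Their log2 fold changes kept their direction in all 6, from 0.62 to 0.80, from −0.79 to −0.56 and from −0.70 to −0.60. As sets in NS cells, the interferon response rose by a median of 0.12 (27 of 35 higher, adjusted p = 0.000239, cameraPR on edgeR's statistics). The HIF targets rose by 0.07 (23 of 32, adjusted p = 0.00333, same test). Cholesterol synthesis shifted by −0.09 (17 of 23 lower, adjusted p = 0.00245, same test). PPAR targets (−0.13, adjusted p = 0.0287, same test) and the integrated stress response (−0.03, adjusted p = 0.0431, same test) were also lower. The other sets tested did not pass. These p-values compare the genes of a set with the other genes and do not measure the spread between the 3 libraries of a group. Of the sets that passed, only the PPAR targets were run under the alternatives and splits. A response of these sets to XEN445 in NS cells is therefore not established.

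Gene sets that the paper does not report for its RNA-seq data also differed between *siANGPTL4* and NS cells without treatment. The interferon response genes had a median log2 fold change of 2.72, with 37 of 37 higher and 35 called higher (adjusted p = 1.31e-18, cameraPR on edgeR's statistics, and from 3.76e-34 to 3.33e-09 over the alternatives). Their medians were 2.88 with PBS and 2.10 with DMSO. The integrated stress response had a median of 0.61, with 27 of 30 higher (adjusted p = 3.46e-08, cameraPR, and from 1.24e-13 to 0.000125 over the alternatives), and 0.97 with PBS and 0.50 with DMSO. For cholesterol synthesis, the median was 0.46, with 18 of 22 higher (adjusted p = 0.00256, cameraPR, and from 0.000261 to 0.0284 over the alternatives), and it was 0.29 with PBS and 0.12 with DMSO, neither of which passed. Cell cycle genes were higher by a median of 0.52, with 38 of 40 higher (adjusted p = 9.73e-07, cameraPR, and from 1.45e-10 to 0.00147 over the alternatives), but lower with PBS (−0.28) and with DMSO (−0.29). Differences between the experiments were not tested.

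For these 4 sets in untreated cells, the medians after thinning, after the GC content and length correction, over members with more counts and over members that overlap no other gene were 2.70, 2.61, 2.45 and 2.73 for the interferon response and 0.61, 0.55, 0.48 and 0.71 for the integrated stress response. They were 0.53, 0.46, 0.46 and 0.58 for the cell cycle, and 0.46, 0.45, 0.46 and 0.22 for cholesterol synthesis. Before the correction, limma gave 2.72, 0.61, 0.51 and 0.46 for these sets in the same order. Reads of overlapping genes explain part of the cholesterol synthesis change, since only 9 of its members have no overlap and their median was lower. Of the 4 splits that part as many same-numbered pairs, 1, the real one, gave medians as large for each set, which is the smallest share that 4 splits can give. The interferon response was also higher in the separate libraries with PBS (36 of 37 genes) and with DMSO (34 of 35), as was the integrated stress response (28 of 30 and 25 of 30), which goes against chance for these 2 sets. With CoCl_2_, a shift of the interferon response was not detected (median 0.50, 25 higher and 11 lower, adjusted p = 0.398, cameraPR on edgeR's statistics). The integrated stress response was higher there (median 1.28, 22 of 30 higher, adjusted p = 0.00314, same test). The interferon response without CoCl_2_ and the stress response may follow the loss of *ANGPTL4* or the siRNA itself. The libraries hold a single *siANGPTL4* condition, so these cannot be told apart.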

How the results depend on the processing

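No alternative was chosen only after the results were seen, and no tests were added in this part. Apart from the fits that leave out a library, the alternatives left 119 counts of genes within 1.5 times the reported count and moved 32 beyond it. For single genes they gave 628 results with the same direction and side of the threshold, 7 reversed, 4 stronger and 5 weaker, and 5 results for gene sets became stronger and 8 weaker, with the rest the same. Leaving out each library in turn changed 2 counts, 4 slopes and 3 gene set results. It reversed 8 results for single genes and made 24 weaker and 5 stronger. Direction and side of the adjusted p-value threshold were the same under every alternative for 85 of 98 gene results and 46 of 53 gene set results. Each of the 14 counts moved under at least 1 alternative.

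Counts moved with the fold change threshold. At a log2 fold change of at least 1.5, edgeR's calls of *siANGPTL4* against NS were 876 without treatment, 1230 with PBS, 2130 with CoCl_2_, 772 with DMSO and 805 with XEN445. CoCl_2_ against PBS gave 1302 genes in NS and 1769 in *siANGPTL4* cells, with an interaction of 2813. XEN445 against DMSO gave 0 in NS cells (782 at an unadjusted p-value below 0.05) and 68 in *siANGPTL4* cells, with an interaction of 66. Shared genes numbered 341 for PBS and CoCl_2_, 550 for DMSO and XEN445 and 582 for the untreated, PBS and DMSO comparisons, against 2231, 3697 and 3498 as reported. With no fold change threshold, the counts were 10246 without treatment, 10181 with PBS, 8674 with DMSO, 9131 with XEN445, 10392 for CoCl_2_ in NS cells, 3223 for XEN445 in *siANGPTL4* cells and 1427 for the XEN445 interaction. The shared genes then numbered 4515, 7058 and 6979. Tested against the threshold with glmTreat, there were 2987 genes with DMSO, 3341 with XEN445, 1 for XEN445 in NS cells, 320 for XEN445 in *siANGPTL4* cells and 200 for its interaction. The shared genes were 1461 for PBS and CoCl_2_ and 2251 for DMSO and XEN445.

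With DESeq2, XEN445 changed 13 genes in NS cells, 6 higher and 7 lower, against 6 as reported. Leaving out each library in turn, that count ranged from 3 to 6. Log2 fold changes close to 0 changed sign. *PFKM* with PBS was −0.02 with DESeq2 and with RLE, −0.01 with filterByExpr, −0.05 with all genes of at least 1 count and in a fit of only the groups compared, and −0.06 to 0.05 without each library in turn. *HMOX1* with XEN445 was −0.01 with filterByExpr and −0.03 with all genes of at least 1 count, and −0.09 to 0.14 without each library. *SLC2A1* with XEN445 ranged from −0.14 to 0.04 without each library. XEN445 against DMSO in *siANGPTL4* cells ranged from −0.03 to 0.11 for *PIM1*, and the XEN445 interaction from −0.02 to 0.04 for *YTHDC1*. For these 5 differences, no direction can be given.

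Some gene set results near the threshold changed side. The HIF targets in *siANGPTL4* cells with CoCl_2_ passed with DESeq2 (median −0.20, 12 genes higher and 20 lower in the reported fit; adjusted p = 0.00137 with cameraPR, and from 0.00137 to 0.278 over the alternatives). FA oxidation genes in *siANGPTL4* against NS cells with CoCl_2_ no longer passed with DESeq2 (0.27, adjusted p = 0.0683 with cameraPR) or at an inter-gene correlation of 0.05 (0.29, adjusted p = 0.101), in a range from 0.00054 to 0.101. With XEN445, the same set passed with filterByExpr (−0.40, adjusted p = 0.0342 with cameraPR) and with all genes of at least 1 count (−0.42, adjusted p = 0.00782), in a range from 0.00782 to 0.192. The pentose phosphate pathway with CoCl_2_ passed under the same filters (0.47, adjusted p = 0.048, and 0.45, adjusted p = 0.0161, cameraPR), in a range from 0.0161 to 0.175. PPAR targets in NS cells with XEN445 (−0.13 as reported, 9 of 13 lower) no longer passed with filterByExpr (−0.06, adjusted p = 0.0794 with cameraPR), all genes of at least 1 count (−0.09, adjusted p = 0.0706) or an inter-gene correlation of 0.05 (−0.13, adjusted p = 0.0852), in a range from 0.0213 to 0.0965. Their median was −0.12 to −0.06 without each library in turn, and 3 of these fits no longer passed. Cell cycle genes no longer passed with PBS at an inter-gene correlation of 0.05 (−0.28, adjusted p = 0.0936 with cameraPR, in a range from 0.000201 to 0.0936). With DMSO they no longer passed at that correlation (−0.29, adjusted p = 0.106) or with DESeq2 (−0.29, adjusted p = 0.0635), in a range from 0.000169 to 0.106. For each of these changes, the cause was not tested.

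The slope of the *siANGPTL4* changes with CoCl_2_ on those with PBS, 0.31 as reported, was 0.203 over the genes called with PBS itself, 0.201 over all tested genes and 0.872 as a ratio of median absolute changes. It ranged from 0.304 to 0.368 without each library. The ratio of medians ignores sign, and 65.8% of the genes kept their sign between PBS and CoCl_2_. The slope for XEN445 on DMSO stayed within its spread between replicates under the alternatives tried.

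Depth limits the results for genes with few counts. *ANG* and *ANGPTL1* in untreated cells fell below the count filter. *ANG* passed edgeR's test with filterByExpr (log2 fold change −1.33, lower in 3 of 3 *siANGPTL4* libraries, adjusted p = 8.6e-05) and with all genes of at least 1 count (−1.33, adjusted p = 2.49e-05). The *siANGPTL4* library with DMSO of replicate 1 had 14530393 counts, and its 3-count level was 0.194 CPM, the highest of the 30 libraries.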

Differences from the paper's values

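No tests were chosen for this part. The log2 ratio of *siANGPTL4* to NS for *ANGPTL2* in untreated cells was −1.51. The paper's values for Supplementary Fig. 1a give 0.11 (SD of the difference 0.51). None of the 12 alternatives set before the data were examined closed this gap, and their values ran from −1.55 to −1.48. For *ANGPTL4*, the log2 ratio was −2.20, against −3.03 (SD of the difference 0.53) from the paper's values for that figure. The 12 alternatives set before the data were examined gave −2.3 to −2.1, and none closed the gap. With CoCl_2_, the log2 fold changes were −0.16 for *ANGPTL2* and −3.29 for *ANGPTL4*, which lie within those SDs of the paper's values. The paper's source values for these genes equal the estimated counts of the libraries treated with CoCl_2_.

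The numbers of DE genes in the paper's text were within 1.5 times those found here with the thresholds of the paper's methods. For untreated cells, the paper gives 2625 genes higher and 2586 lower, against 2548 and 2434. For the genes shared by PBS and CoCl_2_, the paper gives 1056 and 868, against 1223 and 1008, and for those shared by DMSO and XEN445 the paper's 1823 and 1527 stand against 1912 and 1785. Among the alternatives set before the data were examined, the log2 fold change of at least 1.5 in the paper's results text gave 497 higher and 379 lower in untreated cells, 203 and 138 for PBS and CoCl_2_, and 329 higher of 550 for DMSO and XEN445. With no fold change threshold, the numbers were 5194 and 5052, 2412 and 2103, and 3561 and 3497. A test against the threshold with glmTreat gave 1168 genes higher for DMSO and XEN445.

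The paper describes *LDHA* and *EDN1* among genes that CoCl_2_ raised in NS cells. Here *EDN1* was lower with CoCl_2_ (log2 fold change −0.57). *LDHA* was higher by 0.17, below the fold change threshold, and is called, among the alternatives tried, only when no fold change threshold is set. The paper states that other members of the ANGPTL family were not altered, whereas *ANGPTL2* was lower here in untreated cells, with PBS (−1.35), DMSO (−1.27) and XEN445 (−1.72), though not beyond the fold change threshold with CoCl_2_. *ANG*, which the paper lists as lower, was called lower with PBS (−2.51), CoCl_2_ (−0.61), DMSO (−1.96) and XEN445 (−1.73). In untreated cells it is below the count filter of the paper's methods and is called lower with filterByExpr (−1.33) and with all genes of at least 1 count (−1.33).

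For the integrins, the paper describes lower αv with β3, and more so than β5. The mRNA of *ITGAV* was higher (1.01) in untreated *siANGPTL4* cells, and *ITGB5* (−1.10) fell more than *ITGB3* (−0.76). *ITGAV* was also higher with PBS (1.05), DMSO (1.08) and XEN445 (1.18), but lower with CoCl_2_ (−0.56). With PBS, DMSO and XEN445, *ITGB3* fell more than *ITGB5*, as the paper describes (−1.34 and −0.84, −1.12 and −0.71, −1.13 and −0.49). With CoCl_2_, *ITGB3* was higher (1.64) and *ITGB5* lower (−1.07). The paper describes FOXO transcription factors as raised. In untreated *siANGPTL4* cells, *FOXO3* was higher (0.79), but *FOXO1* was not (−0.10) and *FOXO4* was lower (−0.83). *FOXO3* was also higher with PBS (1.30), DMSO (1.19) and XEN445 (1.24), but lower with CoCl_2_ (−1.29). *FOXO4* was lower with PBS (−0.68), CoCl_2_ (−1.08), DMSO (−0.81) and XEN445 (−0.37). *FOXO1* was within the fold change threshold under each treatment. The paper describes the co-activators YAP1 and TAZ as lowered. In untreated *siANGPTL4* cells, *YAP1* (−0.74) and *WWTR1* (−1.43) mRNA was lower, but the YAP and TAZ targets were higher (median 0.53, 16 higher and 7 lower). The paper describes ER stress genes as not increased. In untreated *siANGPTL4* cells, *DDIT3*, which encodes CHOP, was higher (1.36) and *ATF6* lower (−0.38). *DDIT3* overlaps *MARS1* on the other strand. Over the libraries of the CoCl_2_ experiment, *DDIT3* had a mean count of 906.3 and *MARS1* one of 3893. The paper draws *HK2* as unchanged in Fig. 3d and says in its text that its mRNA was lower. For *HK2*, the log2 fold change in *siANGPTL4* against NS cells was −0.07 with PBS and −2.34 with CoCl_2_.

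The paper describes FA metabolism as raised in untreated *siANGPTL4* cells. The set of FA oxidation genes listed here had a median of 0.06 and did not pass the test under any alternative. Single genes of FA metabolism went the paper's way, with *ACSL1* (0.71) and *DGAT2* (1.43) called higher and *CPT1A* (0.27) higher but below the fold change threshold. *DGAT2* lay near the count filter in untreated cells, and only 3 of the fits that leave out a library still tested it. Of 11 tested FA and lipid genes labelled in Fig. 3c, 9 were higher, with a median of 0.42. The paper describes the pentose phosphate pathway as lowered. The set listed here had medians of −0.59 with PBS and 0.42 with CoCl_2_, the latter passing as higher with filterByExpr (0.47) and with all genes of at least 1 count (0.45). The paper concludes that XEN445 largely restored expression changed by silencing. Of the 4816 genes called with DMSO, the interaction was called back toward NS cells for 6.98%, and XEN445 within *siANGPTL4* cells moved 9.88% back. For the 4877 genes called in untreated cells, these shares were 10.1% and 13.4%. Under the replicate block, the shares were 7.78% and 10.1% for genes called with DMSO and 11.2% and 13.9% for genes called in untreated cells. The paper reports that XEN445 normalized ACSL1 and CPT1A and lessened the rise of *DGAT2*. In *siANGPTL4* against NS cells, with DMSO and XEN445, log2 fold changes were 0.74 and 0.76 for *ACSL1* and 0.81 and 1.06 for *DGAT2*. For *CPT1A* they were 0.16 and 0.02. The interaction of siRNA and XEN445 did not pass edgeR's test for any of these genes. The paper's reporting summary gives a minimum for the silencing of *ANGPTL4*, and the mRNA in the sequenced libraries was reduced by less than that minimum with DMSO (68.2%) and with XEN445 (55.7%).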

Other observations

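The test of the values of Supplementary Fig. 1a and the splits of the samples for gene sets were chosen only after the results were seen. In *siANGPTL4* against NS cells, the changes with CoCl_2_ differed from those with PBS, with 2231 genes called in the same direction and 1489 in opposite directions. *DEPP1*, the gene with the largest fall in untreated cells, was at 190.2 ± 31.7 CPM in NS and 0.798 ± 0.0655 CPM in *siANGPTL4* cells with PBS, and at 292 ± 9.18 and 115 ± 8.51 CPM with CoCl_2_ (SD, n = 3 each). *DEPP1* had log2 fold changes of −6.58 without treatment, −7.89 with PBS and −1.34 with CoCl_2_. In *siANGPTL4* cells, CoCl_2_ raised it by 7.16.

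One hypothesis was that CoCl_2_ in NS cells moves genes the way silencing does. Of the 2678 genes called in both comparisons, 32.3% moved the same way, so the hypothesis was not borne out for most of them. The share to expect without a relation between the comparisons was not computed.

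For the members of the ANGPTL family in Supplementary Fig. 1a, the paper's source values were compared with the estimated counts. For the 4 members listed in the counts whose source values are above 0, all 24 values, 6 for each, equal the values of the libraries treated with CoCl_2_, while 1 equals that of the untreated library in its place and 2 those of the library with PBS. *ANGPTL5* is the exception, with source values of 0 in each library and 1 to 12 counts in the libraries treated with CoCl_2_. The reason was not tested.

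For comparisons of 3 libraries with 3, 10 splits exist. In the 4 of them that part as many same-numbered pairs as the real one, a fit of these groups alone called as many genes in 1 split, the real one, for each comparison. The real splits called 4982 genes without treatment, 5773 with PBS, 7534 with CoCl_2_, 5879 for CoCl_2_ in NS cells, 7461 for CoCl_2_ in *siANGPTL4* cells, 4561 with DMSO, 5059 with XEN445 and 1046 for XEN445 in *siANGPTL4* cells. For the medians of the gene sets included in this test, 1 of the 4 splits, the real one, was likewise as large. These shares are the smallest that 4 splits can give. The other 6 splits place same-numbered libraries in the same group.

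Of 32 splits, 1, the real one, gave as many genes shared by PBS and CoCl_2_ (1880, the next 1293) and as many shared by DMSO and XEN445 (3447, the next 16). For the genes shared by the untreated, PBS and DMSO comparisons, 1 of 100 splits drawn at random did so, the real one with 3346. In the fit of all libraries, 3498 genes were shared by these 3 comparisons. The slope of the changes with XEN445 on those with DMSO was 0.87 in this test and at most 0.295 in the other splits, and the slope for CoCl_2_ on PBS was 0.387 and at most 0.114. Each was reached by 1 of 4 splits, the real one.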
